# Nuclear paxillin functions as a molecular switch for alternative splicing in neurons during a critical period of brain development

**DOI:** 10.1038/s44318-025-00560-8

**Published:** 2025-09-09

**Authors:** Chien-Hsin Chu, Guan-Zhu Pan, Ching-Yen Tsai, Chen-Hsin Albert Yu, Hsin-Nan Lin, Hung-Lun Chiang, Chen Chen, Li-Ching Chen, Xuan-Dieu Thi Pham, Chien-Ling Lin, Pei-Lin Cheng

**Keywords:** Paxillin S119 Phosphorylation, Activity-Dependent Alternative Splicing, Nuclear Speckle Localization, Critical Period Synaptic Plasticity, Chromatin, Transcription & Genomics, Development, Neuroscience

## Abstract

During a critical period of postnatal brain development, neural circuits undergo significant refinement coincident with widespread alternative splicing of hundreds of genes, which undergo altered splice site selection for the generation of isoforms essential for synaptic plasticity. Here, we reveal that neuronal activity-dependent phosphorylation of paxillin at its serine 119 (p-paxillin^S119^) acts as a molecular switch in the nucleus for the control of alternative splicing during this period. We show that following NMDA receptor activation, nuclear p-paxillin^S119^ is recruited to nuclear speckles, where it interacts with splicing factors, such as U2AFs. Neuronal paxillin expression is required for timely alternative splicing of synaptic factors, including Snap25. Young mice lacking paxillin S119 phosphorylation exhibit significantly reduced levels of Snap25-5b isoforms, impaired presynaptic function at hippocampal Schaffer collateral-CA1 synapses, and deficits in short-term learning and memory. These findings support the idea that nuclear p-paxillin^S119^ is a critical mediator of alternative splicing programs in postnatal neurons that are essential for neural plasticity during a critical period of brain development.

## Synopsis

Alternative splicing of hundreds of genes in neurons generates isoforms essential for synaptic plasticity during a critical developmental period of extensive neural circuit refinement. This study identifies a specific phosphorylation event on paxillin as a link between synaptic activity and alternative splicing changes during this period.

- Following NMDA receptor activation during key developmental periods, nuclear paxillin phosphorylated at its S119 enters nuclear speckles.
- p-paxillin^S119^ interacts with splicing factors, such as U2AFs.
- Paxillin expression in neurons and its phosphorylation at S119 are required for alternative splicing of synaptic factors, including Snap25.
- Young mice lacking p-paxillin^S119^ exhibit learning and memory defects.
- Other phosphorylation sites of paxillin do not show the same developmental or activity specificity in neurons.

## Abstract (web summary)

Phosphorylation of nuclear paxillin at its S119 is triggered by neuronal activity and required for normal learning and memory in young mice.

## Introduction

In mice, the postnatal brain undergoes a developmental transition in a sensitive critical period when young neurons are most responsive to environmental or experiential influences (Semple et al, 2013). The ability to control the duration and closure of this period determines the degree of brain plasticity. Rodent brains exhibit two distinct waves of mRNA alternative splicing (AS), before and during early phases of circuit formation (Jacko et al, 2018; Joglekar et al, 2021; Weyn-Vanhentenryck et al, 2018). The first, occurring around birth, influences neuronal morphology, while the second, which occurs in postnatal week 2 and coincides with the onset of experience-dependent sensitive/critical periods, modulates numerous mRNA isoforms critical for synaptic refinement and electrophysiological properties. Simultaneous onset of AS events with the opening of a critical period suggests a feedback mechanism by which initial synaptic activity facilitates production of RNA isoforms, optimizing or refining synaptic responsiveness and connectivity. In this regard, premature or delayed AS transitions in early postnatal neurons could undermine brain function.

Neuronal circuit maturation requires precisely timed transitions, potentially mediated by switch-like mechanisms that synchronize activation of AS programs. Identifying those switches remains a significant challenge. Candidate switch factors likely exhibit several key characteristics: (1) their expression/activation patterns could be spatially and temporally concurrent with opening or closing of a critical time window; (2) they may show changes in the ability to associate with spliceosomes or RNA binding proteins (RBPs), outcomes that could alter splice site selection crucial for synaptic activity in a particular brain area; or (3) their activation could be determined by neurotrophic factors and/or experience-dependent synaptic activation at the transition required for stage progression. Intriguingly, paxillin, a protein typically associated with cytoskeletal dynamics or activity of endocytic vesicles at growing axonal tips (Chang et al, 2017; Chen et al, 2022; Huang et al, 2004; Lopez-Colome et al, 2017; Tsai et al, 2021), has emerged as a potential modulator of dynamic AS in nuclei of mature neurons. While its exact function in this capacity remains elusive, evidence suggests that paxillin localizes to the nucleus and interacts with RBPs and transcriptional regulators to influence gene expression programs critical for cell proliferation and differentiation (Dong et al, 2009; Ma and Hammes, 2018; Sathe et al, 2016). Moreover, paxillin’s subcellular localization and activity in functional networks are regulated via phosphorylation in a cellular context-dependent manner (Lopez-Colome et al, 2017), such as when cells enter specific phases of the cell cycle. These observations suggest that paxillin expressed in mature neurons may be responsive to neurotrophins and/or neuronal activity and serve as a modulator of signals regulating gene expression sent from the periphery to the nucleus.

Here, to investigate these possibilities, we identified a brain-enriched phosphorylation site on paxillin at serine 119 (p-Paxillin^S119^). Phosphorylation at this site, stimulated by BDNF and/or CDK5 activation, facilitated paxillin nuclear translocation in cultured young neurons via proline-tyrosine nuclear localization signals (NLSs). Nuclear p-Paxillin^S119^ formed condensates localized to nuclear speckles, where it associated with splicing factors, suggesting direct regulation of splicing. Importantly, during sensitive periods, sensory input, such as tactile stimulation of the whiskers or NMDA receptor activation, was both necessary and sufficient to induce p-Paxillin^S119^ formation and maintain it in the nucleus, with peak levels occurring in different brain regions depending on the onset of those periods. Paxillin KD in young neurons delayed the splicing switch for genes functioning in synaptic plasticity, including those encoding synaptosomal-associated protein of 25 kDa (Snap25), various Ankyrins (ANKs), NMDA receptor, and the GABAb receptor. Furthermore, RBP-eCLIP motif analysis and co-immunoprecipitation (co-IP) identified multiple RBPs, such as FUS, ELAVL4, NOVA1/2, matrin3, and Rbfox2, that physically interact with paxillin in neurons. Notably, neonatal mice lacking paxillin^S119^ phosphorylation starting at postnatal week 2 exhibited delayed Snap25 isoform switching across various brain regions, altering electrophysiological properties and impairing neural plasticity. Collectively, these findings demonstrate that activity-dependent paxillin S119 phosphorylation modulates AS programs crucial for proper brain plasticity.

## Results

### Spatiotemporal distribution of a brain-enriched form of phosphorylated paxillin^S119^ in neurons

We previously reported that paxillin expressed in newborn mouse neurons functions via mechanisms distinct from those seen in other adherent cells (Chang et al, 2017; Chen et al, 2022). In light of these functional differences, we hypothesized that differential post-translational modifications—specifically phosphorylation—might contribute to the unique neuronal activity of paxillin. To identify variants of phosphorylated paxillin specifically enriched in neurons or brain tissue, we immunoprecipitated (IP’d) paxillin from postnatal day 14 (P14) mouse brain, heart, and liver tissues and subjected precipitates to phosphopeptide enrichment and mass spectrometry-based phosphoproteomic analysis (Fig. EV1). Among numerous paxillin phosphorylation sites identified, phospho-serine 119 was specifically enriched in brain samples, and that motif and surrounding sequences were conserved across vertebrates (Fig. EV1A). Western blotting with phospho-serine119-specific antibodies confirmed enrichment of phospho-paxillin at serine119 (p-Paxillin^S119^) in mouse brain tissues (Fig. EV1C–E). By contrast, phosphorylation of the adjacent tyrosine 118 (p-Paxillin^Y118^), a known focal adhesion kinase phosphorylation site, was seen across various tissues (Fig. EV1C–E). We validated the specificity of antibodies targeting p-Paxillin serine119 using a conditional mouse line harboring a floxed stop cassette followed by a mutant form of paxillin with a serine-to-alanine substitution at position 119 (S119A), a change driven by tamoxifen-inducible nestin-CreEr^T2^ recombinase (Appendix Fig. S1A). Tamoxifen administration at postnatal day 5 (P5), P7, and P9 promoted loss of nuclear p-Paxillin^S119^ staining in P60 NeuN-positive neurons from Nestin-CreEr^T2^; paxillin^S119A/fl^ mice (see Appendix Fig. S1A). Western blotting of lysates from Neuro2a cells ectopically expressing FLAG-tagged paxillin variants confirmed that the affinity of p-Paxillin^S119^ antibodies for phosphomimetic paxillin^S119D^ was significantly higher than that for WT or phosphorylation-deficient (S119A) paxillin (Appendix Fig. S1E).

**Figure EV1:**
Identification of a brain-enriched phosphorylation site at paxillin serine119. (**A**) Paxillin S119 is phylogenetically conserved. Alignment of sequences found around paxillin S119 (red dot), illustrating conservation across indicated species. (**B**) Mass spectrometric identification of phosphopeptides in paxillin protein IP’d from P14 mouse brain lysates. The phosphopeptide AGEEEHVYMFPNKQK (phospho-paxillin^S119;^ p-Paxillin^S119^) was identified by precursor ion scanning for neutral loss of phosphoric acid (M-H3PO4). M, peptide precursor ion. (**C**) Western blots show p-Paxillin^S119^ enrichment in mouse brain lysates at P7 and P14. Lysates were prepared from multiple tissues, as indicated. The pan-Paxillin blots shown here were derived from membranes that were first probed with either anti–p-Paxillin^S119^ or anti–p-Paxillin^Y118^, and after antibody stripping were subsequently re-probed with anti–pan-Paxillin to serve as total Paxillin controls for the same samples. (**D**) Quantification of data shown in blots in (**C**). (**E**) Developmental profiles of p-Paxillin^S119^ and p-Paxillin^Y118^ across multiple tissues. Western blots showing p-Paxillin^S119^ and p-Paxillin^Y118^ levels over various developmental stages in various tissues. Graph shows average protein intensity ± SEM, compared with corresponding levels at E17 (*n* = 3–4 mice per group). Source data are available online for this figure.

Next, we analyzed spatiotemporal expression patterns of brain-enriched p-Paxillin^S119^ in primary neuronal cultures using p-Paxillin^S119^-specific antibodies (Figs. 1 and EV2). Analysis of p-Paxillin^S119^ staining in cultured cortical neurons at various developmental stages [from day 3 to day 14 in vitro (DIV3–DIV14); Fig. 1A–C] revealed a distinct nuclear speckle pattern colocalizing with staining for splicing factors, such as SC-35 and phosphor-Ser-Arg-rich (SR) proteins, but not with Histones (Fig. 1D). These patterns emerged during a defined period in cultured neurons, from baseline levels prior to DIV3, to levels increasing and peaking around DIV7, and then to a decline in levels before DIV14 (Figs. 1A–C and EV2). By contrast, the nuclear content of p-Paxillin^Y118^ or other serine-phosphorylated paxillin variants (such as S83, S178, or S272) remained low or showed no significant change over the same time period in cultured neurons (Fig. EV2). Such time-dependent nuclear patterns of p-Paxillin^S119^ were not seen in non-neuronal cells in the same primary cultures (Fig. EV2C), suggesting they are specific for differentiated neurons.

**Figure 1:**
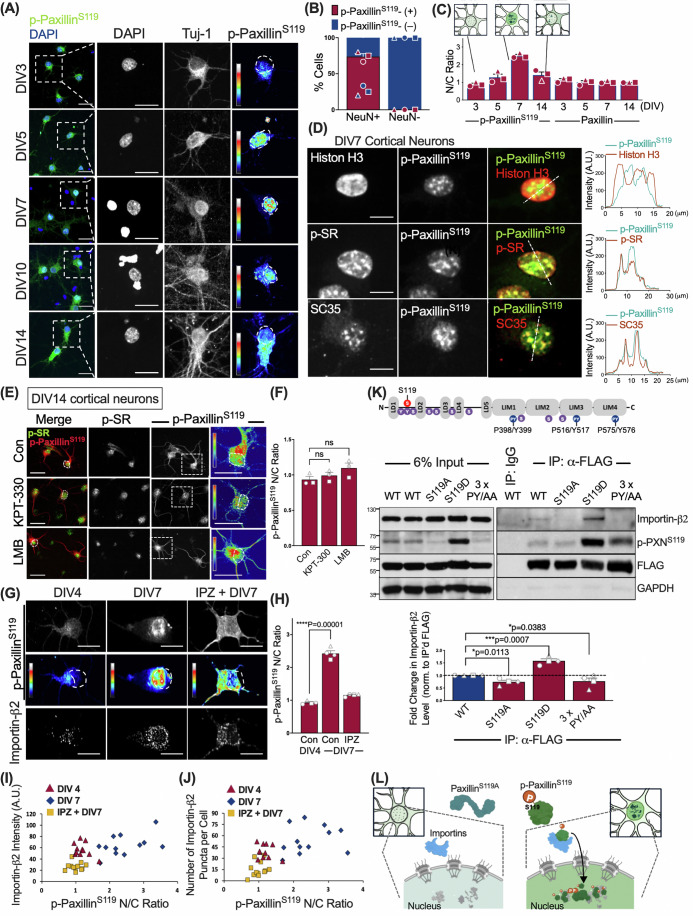
p-Paxillin^S119^ localizes to distinct nuclear speckles localization in rat primary cultured neurons at DIV7. (**A**–**C**) Subcellular distribution of endogenous p-Paxillin^S119^ in newly polarized cortical neurons over the first two weeks of in vitro culture. (**A**) Representative images of primary cortical cultures grown in standard neurobasal medium and immunostained for p-Paxillin^S119^ (green) and the neuronal marker Tuj-1, with DAPI counterstain (blue) at the indicated time points. Scale bar, 20 μm. (**B**,** C**) Characterization of paxillin S119 phosphorylation patterns in primary neuronal cultures. Histogram showing percentage ( ± SEM, *n* = 3 cultures) of NeuN-positive (neuronal) and -negative (non-neuronal) cells exhibiting p-Paxillin^S119^ nuclear accumulation at DIV7. (**C**) Histogram summarizing nuclear to cytoplasmic (N/C) ratio of p-Paxillin^S119^ and paxillin in primary neuronal cultures at the indicated time points. Data represent mean ± SEM (*n* = 3 cultures, >30 cells per group). (**D**) p-Paxillin^S119^ colocalizes with RBPs in nuclear speckles in DIV7 neurons. Immunofluorescence images show staining for p-Paxillin^S119^, histone H3, SRRM2 (SC-35), and phospho-SR proteins (p-SR). Fluorescence intensity profiles (right panel) across p-Paxillin S^119^ puncta show colocalization of p-PaxillinS^119^ with SC-35 and p-SR, but not with histone H3. Scale bar, 10 μm. (**E**–**J**) Nuclear localization of p-Paxillin^S119^ requires importin β2 activity. Primary cortical cultures were treated with the nuclear export inhibitors Selinexor (“KPT-330”; 500 nM for 16 h at DIV7) or leptomycin B (“LMB”, 10 nM for 16 h at DIV7;** E**,** F**) or the nuclear import inhibitor importazole (“IPZ”, 5 μM for 3 h at DIV5; **G**,** H**) and immunostained for p-Paxillin^S119^, p-SR, and importin β2 at indicated time points. (**F**, **H**) Histogram showing the N/C ratio ( ± SEM; *n* = 3–4 cultures; >20 cells per group; ***p < 0.001, ns not significant by multiple unpaired *t*-tests) in neurons from experiments shown in (**E**, **G**). (**I**,** J**) Plots showing correlation of N/C ratio of p-Paxillin^S119^ with importin β2 intensity (**I**) and puncta density (**J**) in neurons under the indicated conditions. (**K**) Serine119 phosphorylation and PY-NLS motifs facilitate paxillin interaction with importin β2. Western blots of FLAG immunoprecipitates from Neuro2A cells transfected with FLAG-tagged wild-type paxillin (WT) or indicated mutants. Immunoprecipitates were analyzed by immunoblotting with antibodies against importin β2, p-Paxillin^S119^, and FLAG. A schematic of putative phosphorylation sites and PY-NLS motifs on paxillin protein is shown above. Histograms summarize quantitative measurements of fold changes ( ± SEM; *n* = 3 independent experiments; *p < 0.05, **p < 0.01, ***p < 0.001 compared to WT control group by multiple *t*-tests) in importin β2 binding. 3x PY/AA refers to a triple PY to AA mutant (paxillin^P318A/Y319A, P517A/Y518A, P575A/Y576A^). (**L**) Schematic illustrating p-Paxillin^S119^ interactions with importins, which, in turn, facilitates the process of nuclear translocation and complex formation with nuclear proteins. Created with BioRender. Source data are available online for this figure.

**Figure EV2:**
Site-specific phosphorylation determines paxillin subcellular localization in neurons and glia. (**A**,** B**) DIV7 neurons show transient increases in nuclear p-Paxillin^S119^ levels. (**A**) Representative images of rat primary neuronal cultures stained with antibodies against different phosphorylated forms of paxillin at the indicated time points. Scale bar, 5 µm. (**B**) Histograms summarizing the nucleus-to-cytoplasm (N/C) ratios of various phosphorylated paxillin forms from experiments similar to those in (**A**). Data represent mean ± SEM (*n* = 3–5 independent cultures; >6 cells per group). (**C**) Differential distribution of p-Paxillin^S119^ in neurons vs. glia. Representative image of a DIV7 primary neuronal culture showing p-Paxillin^S119^ signals in a neuron (asterisk) versus in neuroglia (arrows). Scale bar, 10 µm.

### Paxillin phosphorylation at serine119 permits its nuclear translocation in mature neurons

Next, we employed pharmacological and genetic strategies to characterize mechanisms regulating p-Paxillin^S119^ nucleocytoplasmic transport, first by asking whether blocking nuclear export would prolong p-Paxillin^S119^ nuclear accumulation after DIV7, a period when nuclear p-Paxillin^S119^ levels peak. To do so, we treated primary neuronal cultures at DIV7 with one of two nuclear export signaling (NES) inhibitors, 10 nM Leptomycin B (LMB) or 500 nM KPT-330, and then assessed nuclear p-Paxillin^S119^ levels at DIV10, when they normally decline. As shown in Fig. 1E,F, neither LMB nor KPT-330 significantly altered nuclear levels of p-Paxillin^S119^ in DIV10 neurons relative to untreated cultures. By contrast, pretreating DIV5 neurons 3 h with importazole (5 µM; IPZ), which inhibits nuclear import, was sufficient to decrease nuclear p-Paxillin^S119^ levels in cortical neurons on DIV7 relative to those seen in untreated cultures, suggesting that paxillin harbors NLSs (Fig. 1G–J; Appendix Fig. S2). We next asked whether paxillin serine119 phosphorylation facilitated its association with nuclear-import receptor β1, a component of the nuclear import machinery, by performing co-IP of lysates of differentiated Neuro2a cells expressing FLAG-tagged paxillin variants, such as phospho-deficient (S119A) or phosphomimetic (S119D) forms (Fig. 1K). In the presence of the cAMP-elevating agent forskolin, we found that co-IP’d importin β1 levels were significantly lower in the presence of the S119A variant relative to wild-type (WT) or S119D paxillin, indicating that paxillin^S119^ phosphorylation is crucial for importin β1 interaction (Fig. 1K). Conversely, pretreating DIV3 or DIV5 cortical neurons with LB100, an inhibitor of serine/threonine protein phosphatase 2A (PP2A), significantly increased both cytoplasmic and nuclear levels of p-Paxillin^S119^ when assessed at DIV7 (Appendix Fig. S2A), likely due to sustained S119 phosphorylation.

There are no reports of a canonical paxillin NLS. Thus, using silico predictions of an atypical NLS, we identified 3 potential proline-tyrosine (PY)-type NLSs at positions P398/Y399, P516/Y517, and P575/Y576, and then assessed their function along with S119. Neuro2a cells ectopically expressing GFP-tagged WT paxillin exhibited nuclear translocation of paxillin upon differentiation induced by serum starvation in the presence of forskolin (Appendix Fig. S3). Moreover, transduction of Neuro2a cells with alanine mutants of each PY pair (PY to AA) in GFP-paxillin constructs decreased paxillin nuclear-to-cytoplasmic (N/C) ratios, suggesting that these NLSs are functional (Appendix Fig. S3). We also observed a significant reduction in nuclear levels of serine119 phosphorylation-deficient alanine mutants (paxillin^S119A^) relative to the WT protein, suggesting that paxillin serine 119 phosphorylation is crucial for its nuclear translocation (Appendix Fig. S3). Accordingly, we asked whether PY-NLS is required for paxillin to associate with the nuclear importer importin-β2 by performing in vivo co-IP of ectopically-expressed FLAG-tagged WT paxillin and its variants. We found that IP’d paxillin harboring AA at all three PY sites in the NLSs (“3x PY/AA”) exhibited significantly reduced paxillin binding to importin-β2 than did the WT protein. A similar reduction in binding was observed for the S119A variant, whereas mutation of single PY sites to AA did not significantly alter importin-β2 binding (Fig. 1K). These findings suggest that paxillin phosphorylation at S119 permits importin-β2/paxillin interaction, enabling paxillin nuclear translocation in young neurons (Fig. 1L).

### Signals associated with neuronal maturation promote paxillin phosphorylation at S119

The timing (DIV5–DIV10) of paxillin^S119^ phosphorylation in cultured primary neurons aligned with axon maturation (Fig. 1), suggesting that paxillin^S119^ serves as a substrate for serine/threonine kinases driving axon development, such as those involving autocrine BDNF signaling and CDK5 activation. To determine whether cAMP/PKA, CDK5/p25, or BDNF/TrkB signaling pathways regulate paxillin^S119^ phosphorylation, we employed pharmacological inhibitors and in vitro kinase assays. In DIV14 cortical neuronal cultures—in which nuclear p-Paxillin^S119^ levels had already declined—bath application of forskolin or BDNF significantly elevated nuclear p-Paxillin^S119^ staining compared to untreated controls (Fig. 2A,B). In contrast, in DIV7 cultures—in which nuclear p-Paxillin^S119^ levels are still increasing—treatment with inhibitors of PKA, TrkB, or CDK5 abolished nuclear p-Paxillin^S119^ (Fig. 2C,D).

**Figure 2:**
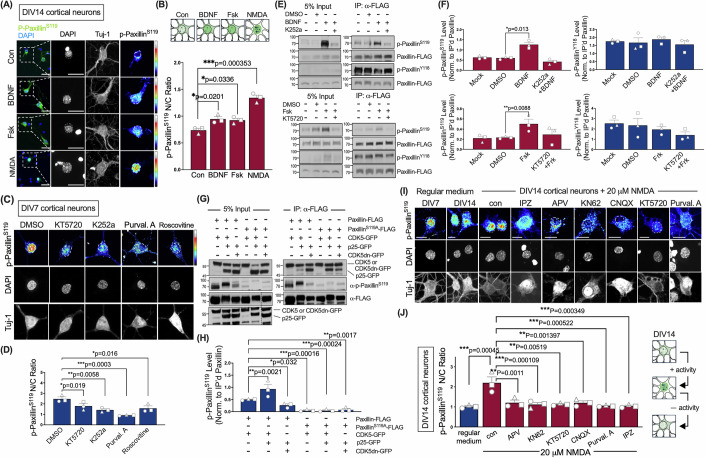
Neuronal maturation signaling and synaptic activity induce paxillin S119 phosphorylation and nuclear speckle localization. (**A**) Images of DIV14 cortical neuronal cultures exposed to 20 ng/ml BDNF, 10 μM forskolin (“Fsk”), or 20 μM NMDA, as indicated, followed by immunostaining for p-Paxillin^S119^ and Tuj-1, with DAPI counterstain. Scale bar, 20 μm. (**B**) Quantitative assessment of the p-Paxillin S119 N/C ratio in neurons from experiments shown in (**A**). Data represent mean ± SEM (*n* = 3 cultures; 27–35 cells per group; *p < 0.05, ***p < 0.001, compared to control, one-way ANOVA followed by Tukey’s multiple comparisons test). Top panel, schematic illustrating representative p-Paxillin^S119^ (green) staining patterns in neurons under the indicated conditions. (**C**, **D**) Serine/threonine kinase activity of CDK5, BDNF/TrkB, or cAMP/PKA is required to enhance paxillin serine119 phosphorylation and nuclear translocation in DIV7 neurons. (**C**) Similar to (**A**), except DIV7 cortical neurons were treated with the PKA inhibitor KT5720 (5 nM), the TrkB inhibitor K252a (200 nM), or the CDK5 inhibitors Purvalanol A (10 μM) or Roscovitine (10 μM) for 30 min, as indicated. Scale bar, 5 μm. (**D**) Histogram summarizing N/C ratio of p-Paxillin^S119^ in DIV7 neurons from experiments, as shown in (**C**). Data represent mean ± SEM (*n* = 3 cultures; 27–50 cells per condition; *p < 0.05, **p < 0.01, ***p < 0.001, compared with the DMSO control, one-way ANOVA followed by Dunnett’s multiple comparisons test). (**E**–**H**) Serine/threonine kinase activity of CDK5, BDNF/TrkB, or cAMP/PKA signaling is sufficient to induce paxillin phosphorylation at S119. (**E**, **F**) In vivo kinase assays were performed using Neuro2A cells pretreated with or without the TrkB inhibitor K252a or the PKA inhibitor KT5720, in the presence or absence of 20 ng/ml BDNF or 10 μM forskolin (fsk), as indicated. (**F**) Quantitation of p-Paxillin^S119^ and p-Paxillin^Y118^ levels in FLAG immunoprecipitants. Data represent mean ± SEM (*n* = 3 biological replicates; *p < 0.05, **p < 0.001, compared with the control DMSO group by multiple *t*-test). (**G**,** H**) Similar to (**C**,** D**), except Neuro2A cells were expressing FLAG-tagged wild-type paxillin, FLAG-tagged S119 phosphorylation-deficient paxillin^S119A^, GFP-tagged CDK5, GFP-tagged dominant-negative CDK5 (“CDK5dn”), and/or GFP-tagged p25, as indicated. Immunoblots of FLAG immunoprecipitants show increased p-Paxillin^S119^ levels when CDK5 and coactivator p25 are co-expressed, but not with CDK5dn. Data represent mean ± SEM (*n* = 3 biological replicates; *p < 0.05, **p < 0.01, ***p < 0.001, compared with the CDK5 alone group by multiple unpaired *t*-tests). (**I**, **J**) Activation of neurons by NMDA is required for p-Paxillin^S119^ nuclear localization in DIV14 neurons. (**I**) similar to (**A**,** C**), except DIV14 cortical neuronal cultures exposed to 20 μM NMDA were pretreated with inhibitors of importin-β (5 μM IPZ), NMDA receptor (50 μM APV), CaMK-II (3 μM KN62), AMPA/kainate receptor (10 μM CNQX), cAMP/PKA (5 nM KT572), or CDK (10 μM Purval. **A**), as indicated. Scale bar, 10 μm. (**J**) Quantitative assessment of the p-Paxillin S119 N/C ratio in neurons from experiments shown in (**I**). Data represent mean ± SEM (*n* = 3 cultures; 25–35 cells per condition; **p < 0.01, ***p < 0.001, compared to NMDA-treated control, one-way ANOVA followed by Dunnett’s multiple comparisons test). Right panel, schematic illustrating representative p-Paxillin^S119^ (green) staining patterns in neurons under the indicated conditions. Source data are available online for this figure.

Consistent with the observations, western blot analysis of paxillin IP’d from Neuro2a cells ectopically expressing FLAG-tagged WT paxillin revealed that phosphorylation at S119, but not Y118, was significantly higher in Neuro2A cells treated with forskolin or BDNF compared to untreated controls (Fig. 2E,F), an increase abolished when cells were pretreated with the PKA inhibitor KT5720 or the TrkB inhibitor K252a (Fig. 2E,F). We next asked whether CDK5/p25 activity alone was sufficient to promote paxillin S119 phosphorylation using in vivo CDK5 kinase assays of Neuro2A cells co-expressing FLAG-tagged paxillin variants, CDK5, and/or CDK5 coactivators. As shown in Fig. 2G,H, S119 phosphorylation levels of IP’d WT paxillin, but not the S119A variant, significantly increased in Neuro2a cells overexpressing CDK5 and its coactivator p25, suggesting that activated CDK5 phosphorylates paxillin at serine119. Conversely, the CDK5-dependent increase in p-Paxillin^S119^ levels was eliminated when we co-expressed a dominant-negative form of p25 (Fig. 2G,H). These findings support the idea that paxillin is a potential substrate of these kinases.

### Synaptic activity sustains nuclear Paxillin^S119^ phosphorylation in vitro and in vivo

In cultured primary neurons, nuclear p-Paxillin^S119^ is transiently upregulated in the second week (DIV5–DIV10) and then declines before DIV14, indicating that nuclear localization is not constitutive in vitro (Fig. 1A–C) and suggesting that maintaining p-Paxillin S119 in the nucleus requires synaptic stimulation, which is minimal in most neuronal culture systems. To investigate this possibility, we treated DIV14 cultures of primary neurons with NMDA and glycine to activate the NMDA receptor and observed significantly increased levels (>2-fold increases relative to the group treated with regular medium; Fig. 2A,B,I,J) of nuclear p-Paxillin^S119^ with a clear speckle staining pattern. By contrast, this NMDA-induced effect was not seen in comparable analysis in the presence of the NMDA receptor antagonist APV, the AMPA/kainate receptor antagonist CNQX, calmodulin-dependent protein kinase II (CaMK-II) inhibitor KN62, or the importin inhibitor IPZ (Fig. 2I,J). These findings support the idea that evoked neuronal activity mediates increases in nuclear p-Paxillin^S119^ in DIV14 neurons.

To test whether this responsiveness is confined to an early developmental phase, we further examined NMDA-induced nuclear translocation of p-Paxillin^S119^ in older cultures. Consistent with a critical window, neurons at DIV28 showed minimal or no nuclear p-Paxillin^S119^ accumulation following either acute (25-min) or prolonged (6-h) NMDA stimulation (Fig. EV3). While nuclear p-Paxillin^S119^ levels peaked at DIV7 and were strongly induced by NMDA stimulation at DIV14, CDK5 remained predominantly cytoplasmic and its nuclear-to-cytoplasmic ratio did not mirror this pattern (Fig. EV3), suggesting that S119 phosphorylation directly drives Paxillin nuclear import via importin β2 rather than via CDK5 nuclear entry. Together, these findings demonstrate that NMDA receptor activation maintains levels of nuclear p-Paxillin^S119^ within a defined, activity-sensitive period during neuronal maturation.

**Figure EV3:**
Both NMDA-induced nucleocytoplasmic translocation of p-Paxillin^S119^ and Snap25 exon 5b-to-5a inclusion in neurons decrease after DIV14. (**A**–**D**) Subcellular distribution of endogenous p-Paxillin^S119^, pan-Paxillin, p-Paxillin^S83^, and CDK5 in primary cortical neurons at the indicated days in vitro (DIV), following acute (“25 min”) or prolonged (“6 h”) stimulation with 20 μM NMDA. (**A**,** B**) Representative images of neurons cultured in standard Neurobasal medium under the indicated conditions. Cells were immunostained for p-Paxillin^S119^ (**A**, green), pan-Paxillin, p-Paxillin^S83^ (**B**, green), CDK5 and the neuronal marker Tuj-1, with DAPI counterstain (blue) at the indicated conditions and time points. Scale bar, 15 μm. The intensity of p-Paxillin^S119^ is also displayed using a “royal” look-up table, highlighting the range from low (blue) through medium (green) to high (red) intensity. (**C**,** D**) Histogram summarizing nuclear to cytoplasmic (N/C) ratio and nuclear abundance of p-Paxillin^S119^, pan-Paxillin, p-Paxillin^S83^, and CDK5 in primary neuronal cultures at indicated conditions and time points. Data represent mean ± SEM (*n* = 3 independent cultures; >30 cells per group; *p < 0.05, **p < 0.01, ***p < 0.001, ns not significant compared to control, by one-way ANOVA with Dunnett’s multiple comparisons test). (**E**) Real-time qPCR analysis of Snap25 exon 5a, 5b, and total mRNA expression in neuronal cultures at the indicated time points under control or NMDA treatment conditions. Data represent mean ± SEM (*n* = 5–6 cultures per group; *p < 0.05, **p < 0.01, ***p < 0.001, ns not significant compared to DIV14 NMDA 25 min group, multiple *t*-tests). Source data are available online for this figure.

Accordingly, we asked whether tactile sensory input would increase p-Paxillin^S119^ levels. To do so, we used a neonatal whisker trimming approach to induce unilateral sensory deprivation by plucking all whiskers in row C on one side. Five days later at P21, we assessed neuronal activity (based on c-Fos expression) and p-paxillin S119 levels in the barrel cortex using fluorescence immunohistochemistry. We observed a reduction in both c-Fos expression and paxillin S119 phosphorylation specifically within the row C region of the barrel cortex contralateral to the whisker trimming (Appendix Fig. S4), indicating that expression of both is dependent on sensory input and associated neural activity.

We next asked whether paxillin^S119^ phosphorylation in postnatal brain tissue is concurrent with initiation of physiological synaptic input. To do so, we assessed temporal phosphorylation of paxillin S119 in mouse brain in vivo by co-staining with the nuclear stain DAPI plus antibodies against p-Paxillin^S119^ and/or NeuN, a marker of post-mitotic neurons, at various time points in the first postnatal month. As shown in Fig. 3A,B; Appendix Fig. S5, while pan-Paxillin expression remained relatively constant from P10 to P30, nuclear p-Paxillin^S119^ was seen in neurons in various brain regions at different times after postnatal day 10 (P10) and was detectable up to P30. We observed that p-Paxillin^S119^ peaks in motor and somatosensory cortices by P15 (Fig. 3C,D), in the amygdala, hippocampal dentate gyrus, and CA3 by P21, and in the visual cortex by P30 (Fig. 3C). These patterns reflect that sensitive periods of plasticity are staggered across each region.

**Figure 3:**
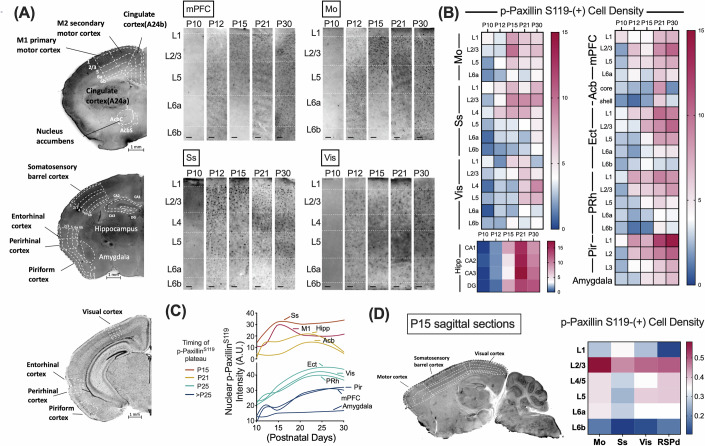
Developmental upregulation of paxillin S119 phosphorylation in mouse brain. (**A**) Immunohistochemistry of coronal sections of mouse cortex showing p-Paxillin^S119^ staining at the indicated postnatal days. (**B**) Quantitation of density of p-Paxillin^S119^-positive neurons in coronal sections. Heatmap shows the percentage (*n* = 3 cortices per brain area) of p-Paxillin^S119^-positive neurons in the indicated brain regions, at the indicated postnatal days. mPFC medial prefrontal cortex, Ect ectorhinal cortex, PRh perirhinal cortex. Pir piriform cortex. (**C**) Akima spline fits of average p-Paxillin^S119^ intensity. Traces (*n* = 3 cortices per brain area) show staggered intensity peaks across brain regions at P15 (red), P21 (yellow), P25 (green-blue), and P30 (dark blue. (**D**) Immunohistochemistry of sagittal mouse P15 cortical sections. Heatmap on the right shows a high-to-low gradient of p-Paxillin^S119^ density (*n* = 3 cortices) from motor (“M1”), somatosensory cortex (“Ss”), and visual cortex (“Vis”) to dorsal retrosplenial cortex (“RSPd”).

### Serine 119 phosphorylation modulates paxillin interaction with splicing factors

In rodents, postnatal week 2 begins a sensitive period when numerous genes associated with neuronal plasticity exhibit altered splice site usage (Jacko et al, 2018; Semple et al, 2013; Weyn-Vanhentenryck et al, 2018). During this period, p-Paxillin^S119^ colocalizes with phosphor-SR splicing factors and active spliceosome-enriched nuclear speckles in young neurons (Fig. 1D). Thus, we asked whether nuclear paxillin modulates these splicing events using biochemical and RNA-sequencing approaches. To define factors interacting with paxillin during this period, we IP’d paxillin and performed proteomic analysis using liquid chromatography-tandem mass spectrometry (LC-MS/MS) in both nuclear and cytoplasmic fractions of DIV7 cultured neurons treated with BDNF to promote paxillin phosphorylation and/or pretreated with IPZ to prevent p-Paxillin^S119^ nuclear translocation (Fig. 4A). We then performed comparative analysis of proteins enriched in the nucleus and dependent on nuclear transporter activity [cut-off: (IPZ pretreatment+BDNF)/(BDNF) <0.78). Among identified paxillin-interactors, we observed significant enrichment of Gene Ontology (GO) terms related to factors involved in RNA splicing and processing (Fig. 4B). To validate interactions, we performed co-IP analysis in primary neuronal cell lysates or brain lysates of paxillin at different time points (Fig. 4C–E) and observed enhanced paxillin association with splicing factors, such as SF1, U2AF1, U2AF2, HNRNPK, SRSFs, and ELAVL4, following BDNF treatment of cultured neurons or in P15 brain lysates, compared to that seen in respective untreated controls or P7 lysates. By contrast, paxillin interaction with RBPs significantly decreased when nuclear import was blocked by IPZ treatment in cultured neurons (Fig. 4C,D), suggesting that these interactions occur in the nucleus. Physical association of p-Paxillin^S119^ with U2AF complexes in nuclear speckles was confirmed by co-immunofluorescent staining of U2AF2-p65 and p-Paxillin^S119^ in DIV7 neuron cultures: as shown in Fig. 4F, the condensed/punctate-like pattern of p-Paxillin^S119^ staining highly overlapped with that of U2AF2-p65.

**Figure 4:**
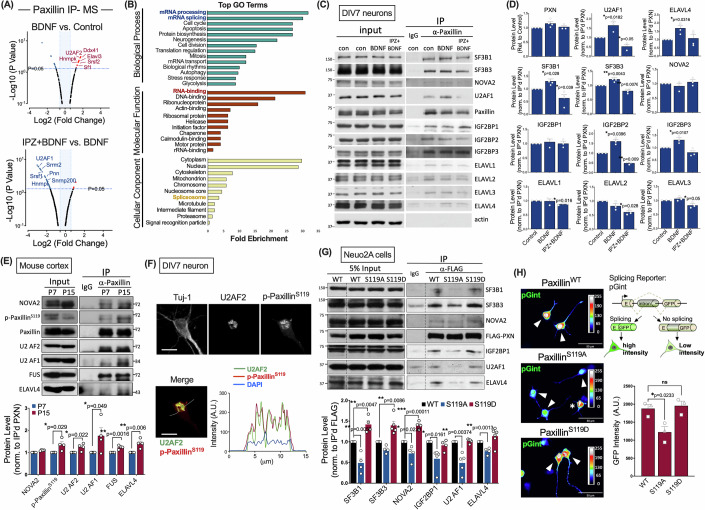
Paxillin^S119^ phosphorylation facilitates paxillin interaction with splicing factors. (**A**–**D**) BDNF treatment and nuclear import signaling promote paxillin interaction with splicing factors. (**A**) Paxillin-associated proteins IP’d from lysates of DIV7 neuronal cultures pretreated with or without the nuclear import inhibitor IPZ (5 μM, 16 h), and then stimulated with BDNF (20 ng/ml, 2 h), followed by LC-MS/MS analysis. Volcano plots showing log2-fold change in abundance ratio of identified paxillin-associated proteins (y-axis) plotted against statistical significance (−log10 *p* value, x-axis). The top panel compares BDNF-stimulated to control cultures; the bottom panel compares IPZ-pretreated/BDNF-stimulated to BDNF-stimulated cultures. (**B**) Gene Ontology (GO) term enrichment analysis was performed on paxillin-bound proteins whose levels decreased (cut-off ≤0.78) in IPZ-pretreated/BDNF-stimulated relative to BDNF-stimulated cultures. (**C**) Western blots showing levels of paxillin IP’d proteins upon indicated treatments. (**D**) Quantification of data shown in blots in (**C**). Data represent mean ± SEM from three independent experiments. *p < 0.05, **p < 0.01, compared with the control group by multiple unpaired *t*-tests. (**E**) Similar to (**C**), except P7 and P15 brain lysate was used. (**F**) Image showing a DIV7 primary cultured neuron immunostained with antibodies against U2AF2, p-paxillin^S119^, or Tuj-1. Intensity traces along the white dashed line show punctate staining of U2AF2 and p-Paxillin^S119^ colocalized in the nucleus. Scale bar, 10 μm. (**G**) Similar to (**C**), except lysates of Neuro2A cells transfected with FLAG-tagged paxillin variants were IP’d with FLAG antibody. Histogram quantifies FLAG IP data ( ± SEM, *n* = 4 cultures; normalized to the corresponding wild-type (“WT”) paxillin group; ∗*p* < 0.05, ∗∗*p* < 0.01 by multiple unpaired *t*-tests). (**H**) mRNA splicing efficiency is altered in differentiated Neuro2A cells ectopically expressing paxillin^S119A^. A schematic of the GFP splicing reporter (pGint) is shown above. Representative images depict differentiated Neuro2A cells co-transfected with pGint and plasmids encoding either paxillin wild-type (WT) or its variants. GFP fluorescence intensity is displayed using a “royal” look-up table, highlighting the range from low (blue) through medium (green) to high (red) intensity. Arrowhead, paxillin-expressing cell. Asterisk, paxillin^S119A^-nonexpressing cell. Scale bar, 50 μm. Histogram summarizes average GFP intensity ( ± SEM; *n* = 3 cultures; 21–30 cells per group; ****p < 0.0001 compared to WT, one-way ANOVA followed by Tukey’s multiple comparisons test). Source data are available online for this figure.

To further assess whether paxillin/splicing factor interactions require S119 phosphorylation, we performed in vivo co-IP in lysates of Neuro2a cells expressing Flag-tagged forms of WT or phospho-deficient (S119A) paxillin in the presence of forskolin to facilitate PKA-mediated serine phosphorylation (Fig. 4G). Anti-Flag IP confirmed that WT paxillin forms complexes with various RBPs, and that the S119A variant showed reduced binding affinity for SF3B1, IGF2BP1, U2AF1, and ELAVL4, suggesting that serine 119 phosphorylation enhances paxillin interaction with these factors.

To validate whether S119 phosphorylation is sufficient to alter mRNA splicing efficiency, we employed a GFP-based splicing reporter (pGint) (Bonano et al, 2007) that contains an intron between split GFP cDNAs; higher GFP intensity signifies more efficient splicing. Differentiated Neuro2A cells were co-transfected with pGint and plasmids encoding paxillin WT or S119A/D variants. As shown in Fig. 4H, cells expressing the S119A mutant exhibited lower GFP intensity relative to those expressing WT or S119D, suggesting reduced splicing efficiency. These findings support the notion that S119 phosphorylation enhances both the physical and functional interplay between paxillin and the splicing machinery. To determine whether Paxillin’s ability to regulate splicing depends on the actin cytoskeleton, we treated Neuro2A cells and DIV7 primary neurons with Latrunculin A and observed robust disruption of the cytoplasmic actin network, based on phalloidin staining (Fig. EV4). However, neither the pGint reporter signal nor Paxillin’s nuclear speckle localization was altered by actin disruption (Fig. EV4). Notably, expression of the S119A mutant reduced pGint splicing in the presence or absence of Latrunculin A treatment. These results suggest that S119 phosphorylation promotes Paxillin’s splicing regulatory activity, which functions largely independently of cytoplasmic actin dynamics.

**Figure EV4:**
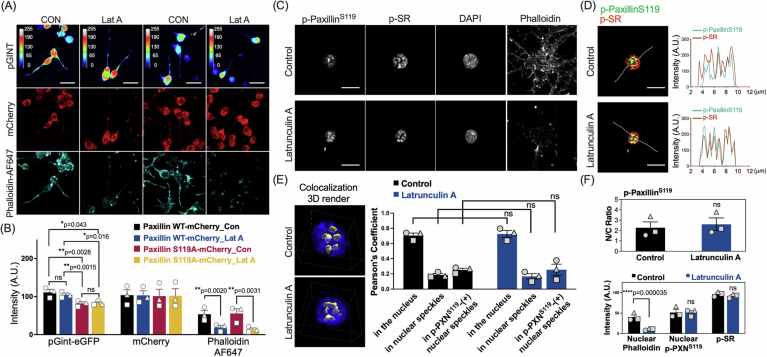
Disruption of cytoplasmic actin polymerization does not alter mRNA splicing efficiency. (**A**) Representative images showing differentiated Neuro2A cells transduced with either mCherry-tagged paxillin wild-type (WT) or its S119A variant via lentiviral transduction, followed by transfection with the pGint splicing reporter. Cells were treated with or without the actin polymerization inhibitor Latrunculin A (“Lat A”; 330 nM for 1 h) and then stained with Phalloidin-AF647 to visualize F-actin. eGFP fluorescence intensity is shown using a “royal” look-up table, highlighting the range from low (blue) through medium (green) to high (red) intensity. Scale bar, 20 μm. (**B**) Plot summarizing average eGFP intensity, mCherry signal, and Phalloidin-AF647 staining (±SEM; *n* = 21–30 cells from three independent experiments; ****p < 0.0001 compared to WT by Two-way ANOVA with Tukey’s multiple comparisons test). (**C**–**F**) p-Paxillin^S119^ colocalization with phospho-SR proteins (p-SR) is maintained after disruption of actin polymerization. (**C**) Immunofluorescence images of DIV7 neurons treated with or without latrunculin A (330 nM, 1 h), stained for p-Paxillin^S119^, p-SR, DAPI, and Phalloidin. (**D**) Fluorescence intensity profiles (right panel) across p-Paxillin^S119^ puncta show colocalization with p-SR. Scale bar, 10 μm. (**E**) Left: 3D renderings showing colocalization of p-Paxillin^S119^ with p-SR in nuclear speckles. Right: Bar graphs quantify Pearson’s correlation coefficients (±SEM; *n* = 3 cultures; 15 cells per condition; ns not significant, by multiple unpaired *t*-tests) for p-Paxillin^S119^ and p-SR colocalization within the nucleoplasm, nuclear speckles, and p-Paxillin^S119^-positive nuclear speckles. (**F**) Quantification of the N/C ratio of p-Paxillin^S119^ (top), and nuclear intensity of p-Paxillin^S119^, p-SR, and Phalloidin staining (bottom) in DIV7 neurons with or without Lat A treatment. Data represent mean (±SEM; *n* = 3 independent cultures; >30 cells per group; ****p < 0.0001; ns not significant, by multiple unpaired *t*-tests). Source data are available online for this figure.

### Accurate timing of splice site switching requires paxillin expression

Given that paxillin physically interacts with splicing components in vitro and in vivo, we asked whether neuronal paxillin expression regulates the timing of AS programs. To do so, we performed RNA sequencing (60+ million reads/sample) and rMATs analysis of cortical cultures with and without paxillin KD (siRNA) and/or BDNF treatment to assess changes in exon inclusion. 

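RNA from 48 libraries was sequenced, 46 of them from mouse primary cortical cultures and 2 from E15 (DIV0). The cultures received a pool of 2 paxillin siRNAs or a scrambled control (SC) siRNA, with or without BDNF at 20 ng/ml, and were collected at DIV3, DIV5, or DIV10. At DIV3 there were 5 libraries with paxillin siRNA, 3 with SC siRNA, 4 with paxillin siRNA and BDNF, and 3 with SC siRNA and BDNF. At DIV5 these groups held 6, 4, 5, and 4 libraries, and at DIV10 they held 4, 3, 2, and 3. Each library of a culture carries a culture number, and the libraries of cultures 10 and 11 were all labelled paxillin siRNA. The authors aligned the reads to GRCm38.p6 with STAR and estimated expression with RSEM, and they deposited TPM (abundance scaled to the same total in every library) for each of 39756 genes. The values of each library sum to 1000000, so they hold no sequencing depth. The paper states a number of reads per sample, but the depth behind each value is unknown here. Between 20878 and 23585 genes per library had a value above 0, with a median of 22066. The 50 most abundant genes took between 18.7% and 28.9% of the TPM of a library. All levels were compared as log2(TPM + 1), a scale that understates the change of genes with low values. Exact permutation tests were used for single genes, and limma was used across all genes. Each TPM value covers a whole gene, so the inclusion of cassette exons that rMATS measures cannot be computed from these values. The counts of genes depended on the cultures included, on the pooling of the spread over all groups, and on terms for the culture or library numbers.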

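Paxillin is encoded by Pxn (ENSMUSG00000029528.18), on the plus strand of chromosome 5 from 115506676 to 115555987 in GRCm38. Its level in each library was compared with the siRNA named in the label. At DIV5, Pxn was at 9.17 ± 0.541 TPM (SD, n = 6 cultures) in the libraries labelled paxillin siRNA and at 15.5 ± 3.45 TPM (SD, n = 4) in the SC siRNA libraries, a log2 difference of -0.67. The 6 libraries labelled paxillin siRNA were all below the lowest SC siRNA library. The 2-sided exact permutation test gave p = 0.00476, the smallest p that 6 cultures against 4 allow, and 0.0286 after Benjamini-Hochberg adjustment over the 6 comparisons of Pxn. At DIV3, Pxn was at 9.01 ± 1.47 TPM (SD, n = 5) with paxillin siRNA and 10.2 ± 1.36 TPM (SD, n = 3) with SC siRNA, a log2 difference of -0.16 (exact permutation p = 0.321, adjusted 0.482). At DIV10, the level was 14.2 ± 3.14 TPM (SD, n = 4) with paxillin siRNA and 12.9 ± 6.02 TPM (SD, n = 3) with SC siRNA, a log2 difference of 0.19 (exact permutation p = 0.571, adjusted 0.686). This difference at DIV10 was -0.01 without SC siRNA culture 1 and 0.52 without SC siRNA culture 3. With BDNF, the log2 difference was 0.17 at DIV3 (exact permutation p = 0.314, n = 4 against 3), -0.42 at DIV5 (exact permutation p = 0.0952, n = 5 against 4), and -0.06 at DIV10 (exact permutation p = 0.9, n = 2 against 3). With 1 culture left out, the difference at DIV5 with BDNF ranged from -0.60 without SC siRNA culture 3 (exact permutation p = 0.0357) to -0.31 without SC siRNA culture 4 (exact permutation p = 0.179). Over the 3 days together, the difference was -0.22 without BDNF (permutation test stratified by day, p = 0.127) and -0.10 with BDNF (permutation p = 0.41). The differences at DIV5 and DIV3 differed by -0.51 (permutation test, p = 0.00776), and those at DIV5 and DIV10 by -0.86 (permutation test, p = 0.00783). With the culture number as a block, the difference at DIV5 was -0.63 over 4 pairs, with an exact permutation p = 0.125, the smallest that 4 pairs allow. The SC siRNA libraries without BDNF at DIV5 all belong to the same series of library numbers as the paxillin siRNA libraries of cultures 3 and 4. In cultures 3 and 4 alone, the log2 difference was -0.55. The other series hold no SC siRNA library without BDNF at DIV5. Without BDNF, Pxn thus followed the labels at DIV5 and did not do so at DIV3 or DIV10, and the groups are named by their labels for this reason. Of the 2 siRNAs in the pool, paxillin D matched 11 of 14 annotated Pxn transcripts exactly. Paxillin C matched 0 of the 14 exactly and 8 of them with 1 mismatch (A13G, the base of the siRNA first, counted from 1 at its 5′ end).

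**Figure D1:**
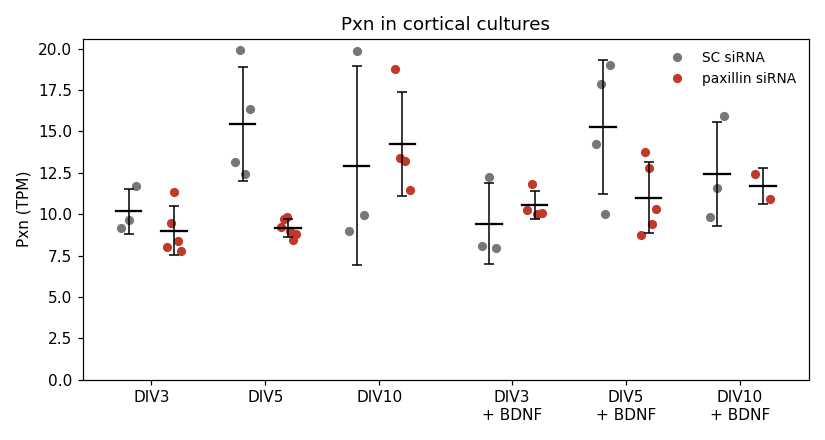
Pxn (TPM) in each library by day, siRNA label, and BDNF treatment, with bars for the mean and SD of each group. At DIV5 without BDNF, the 6 paxillin siRNA libraries lie between 8.43 and 9.83 TPM and the 4 SC siRNA libraries between 12.4 and 19.9 TPM.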

We then determined percent spliced-in (PSI) values for cassette exons at key developmental stages (DIV0/E15, DIV3, DIV5, and DIV10) to monitor splice site switching transitions in vitro (Figs. 5A and EV5). Splice site usage and cassette exon patterns in these cultures closely mirrored cortical maturation in vivo, with DIV3, DIV5, and DIV10 correlating with P0, P4-P7, and P15+ cortices, respectively (Fig. EV5A). We then analyzed changes in PSI (ΔPSI or Δψ) at these intervals to identify increases or decreases for each cassette exon and delineate patterns of splice site switching. Comparison of these patterns in scrambled control (SC)-siRNA versus paxillin KD groups allowed us to categorize cassette exons into four groups—Early, Late, Reversed, and Unaffected—based on responses to paxillin KD and reflective of acceleration, delay, reversal or no effect switch timing (Figs. 5A and EV5B). Analysis of the size of these groups revealed that paxillin KD primarily delayed the timing of AS events, while BDNF treatment accelerated inclusion of alternative cassette exons (Fig. EV5C). Moreover, 1607 of 3334 cassette exons displayed altered splicing patterns (“switching time points”) after paxillin KD, with 290 in “Early”, 974 in “Late”, and 343 in “Reversed” switching groups. We observed significant enrichment of GO terms related to cell component functioning in synapses and synaptosomes among identified paxillin KD-affected late or reversed cassette exons (Fig. 5B). To confirm the functional relevance of observed splicing changes, we isolated synaptosome fractions from hippocampus of Nestin-CreERT2; Paxillin^S119A/fl^ and control mice and found that levels of protein variants of Glutamate Receptor NMDAR1 (NR1) containing N1 and C1 domains decreased in Nestin-CreERT2; Paxillin^S119A/fl^ relative to control mice (Appendix Fig. S6A,B).

**Figure 5:**
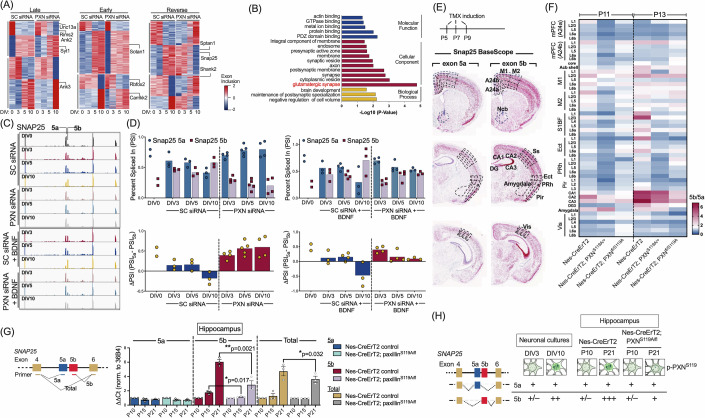
Paxillin loss alters alternative splicing and suppresses upregulation of the Snap25 5b isoform. (**A**) Inclusion profiles of cassette exons at different time points derived from control (SC) or paxillin siRNA-treated mouse primary cortical neuronal cultures. Heatmap depicts the relative inclusion ratio of cassette exons, calculated as the percent spliced in (PSI) for each time point. AS switching time is defined as the transition at which the sign of the next PSI value reverses. Cassette exons were categorized as “early,” “late,” or “reverse” based on the relative AS switching time in paxillin siRNA-treated compared to control (SC siRNA) cultures. (**B**) Gene Ontology (GO) enrichment analysis was performed on genes exhibiting delayed switching (late group) in paxillin siRNA-treated cells relative to control (SC siRNA) cells. (**C**–**F**) Deficiency in phosphorylation of paxillin S119 suppresses Snap25 5b mRNA isoform expression. (**C**) Example of developmental changes in inclusion levels of Snap25 exons 5a and 5b. Note that paxillin siRNA-treated neuronal cultures on DIV10 exhibit decreased exon 5b inclusion relative to control cultures. (**D**) Histogram summarizing relative inclusion (PSI) as well as changes in relative inclusion (ΔPSI) between exons 5a and 5b, from all experiments as shown in (**C**). Data represent mean (*n* = 2–5 independent cultures per group). (**E**) BaseScope™ images showing Snap25 exon 5a- and 5b-specific detection in mouse brain sections. Punctate red signals, Snap25 5a or 5b mRNAs. Scale bar, 200 mm. (**F**) Heatmap depicting quantitation of BaseScope data, calculated as intensity ratios of Snap25 5b to 5a in indicated brain regions from mice with tamoxifen-induced neuronal paxillin^S119A^ cKI and/or paxillin cKO (Nes-CreErT2; PXN^S119A/+^ ; Nes-CreErT2; PXN^fl/+^; Nes-CreErT2; PXN^S119A/fl^) on P11 or P13, as indicated. Mice were administered Tamoxifen at P5, P7, and P9. Data represent mean ± SEM (*n* = 3 cortices). Scale bar, 200 mm. (**G**) Real-time qPCR analysis of Snap25 exon 5a, 5b, and total mRNA expression in mouse hippocampal tissue at the indicated postnatal days. A schematic of the primer locations is shown on the left. Data represent mean ± SEM (*n* = 3 mice per genotype; *p < 0.05, **p < 0.01 relative to P10; comparisons made using multiple unpaired *t*-tests). (**H**) Table summarizing relative Snap25 5a and 5b mRNA expression before and after the AS switch. Expression level indicated as: “+++” >5x > “++” >2x > “+” >1x > “+/−“ > 0 relative to 5a at DIV3 or P10. Schematics (above) show representative p-Paxillin S119 (green) staining patterns in neurons at the corresponding stages.

**Figure EV5:**
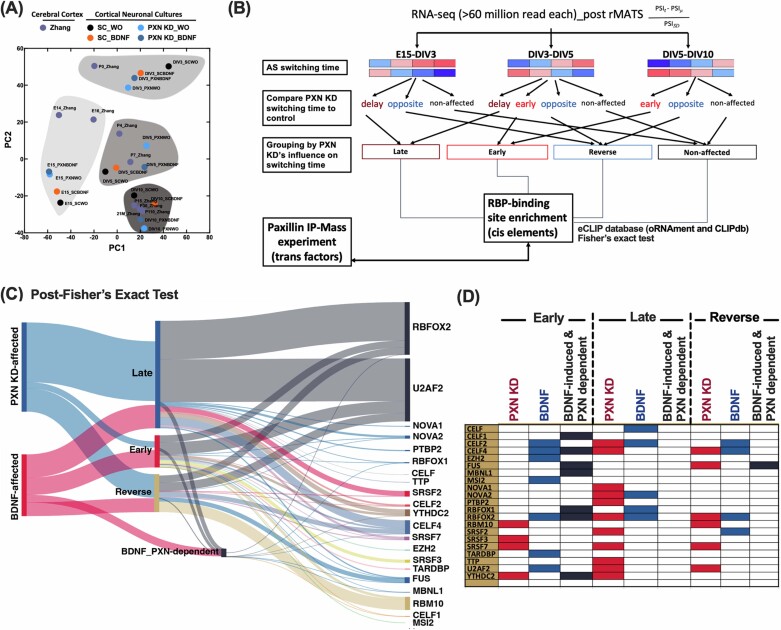
Identification of alternative splicing events associated with paxillin knockdown and/or BDNF treatment in primary neuronal cultures. (**A**) PCA analysis of cassette exon profiles. Cassette exon usage patterns from E15 mouse primary neuronal cultures at various DIV were compared with those seen in brain lysates (“Zhang”; dataset from (Weyn-Vanhentenryck et al, 2018) at corresponding postnatal days. Note that DIV3 clustered with P0, DIV5 with P4 and P7, and DIV19 with >P15. (**B**) Analysis pipeline for splicing event identification. Schematic illustrating workflow used to detect cassette exon switching events altered by paxillin knockdown (“PXN KD”) and/or BDNF treatment, followed by prediction of trans-acting RNA-binding proteins (RBPs). (**C**) Sankey diagram of splicing time switches and RBPs. Diagram indicating how timing of cassette exon switching is influenced by PXN KD and/or BDNF treatment, and highlighting associated RBPs. Notably, most late-switched cis-elements affected by PXN KD contain U2AF2 and RBFOX2 binding sites. (**D**) Table listing RBPs significantly linked to the PXN KD- and/or BDNF-affected splicing events compared with those in the non-affected group (*p* < 0.05 by Fisher’s exact test).

We next asked which trans-acting RBPs associate selectively with splicing events altered by paxillin KD. To do so, we analyzed cassette exons affected by paxillin KD and the adjacent 200-base pairs of intronic sequences (5’ and 3’) for RBP-binding site enrichment (Figs. 5 and EV5B). To avoid ambiguities in RBP region annotation, we focused our analysis on 46 RBPs with eCLIP data available from oRNAment and CLIPdb. Using Fisher’s exact test to assess statistical significance, we refined candidate RBPs by cross-referencing with those identified in our paxillin IP/mass spectrometry (IP-MS/MS) analysis (Figs. 4 and EV5C,D). Applying these criteria, we found that the neuron-enriched RBPs NOVA1/2 and Rbfox2 and the core splicing factor U2AF2 were most significantly associated with isoform switching events altered by paxillin KD relative to controls (Fig. EV5C,D). Notably, within the Late switching group of cassette exons, we observed that transcripts encoding SNAP25, ANK2, ANK3, NR1 and the metabotropic glutamate receptor 5 (GRM5) contained cis-binding elements of at least one of these RBPs around splice sites of paxillin KD-affected cassette exons. These findings support the idea that paxillin modulates the timing of AS programs that govern neuronal activity and synaptic strength.

### Paxillin^S119^ phosphorylation is required for the timely expression of the Snap25 5b isoform

Transcripts of the presynaptic SNARE protein Snap25 harbor two mutually exclusive exons, Exon 5a and 5b, which are differentially expressed due to AS. 

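Snap25 (ENSMUSG00000027273.13) lies on the plus strand of chromosome 2 from 136713453 to 136782428 in GRCm38. Exon 5a spans positions 136769743 to 136769860 and exon 5b spans positions 136770057 to 136770174. Both exons are 118 bp long and differ at 31 bases. Each is exon 5 of a transcript with 8 exons, exon 5a in NM_001291056.1 and exon 5b in NM_011428.3. The recognition site of AvrII, CCTAGG, occurs once in the transcript with exon 5b, within that exon, and 0 times in the transcript with exon 5a.

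**Figure D2:**
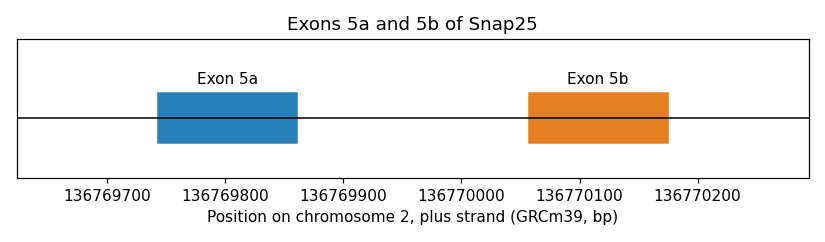
Positions of exons 5a and 5b of Snap25 on chromosome 2 (GRCm38, bp), drawn to scale. The axis label names GRCm39, but the positions are those of GRCm38. Both boxes are 118 bp long.

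The TPM of the cortical cultures sum both isoforms, so only the total level of Snap25 can be given for these libraries. At DIV3, Snap25 was at 30.6 ± 9.20 TPM (SD, n = 5 cultures) with paxillin siRNA and 29.4 ± 3.99 TPM (SD, n = 3) with SC siRNA. At DIV5, the levels were 37.99 ± 6.40 TPM (SD, n = 6) and 34.6 ± 6.42 TPM (SD, n = 4), and at DIV10 they were 46.1 ± 12.7 TPM (SD, n = 4) and 58.5 ± 5.43 TPM (SD, n = 3). The log2 differences between paxillin siRNA and SC siRNA were 0.02 at DIV3 (exact permutation p = 0.982), 0.13 at DIV5 (exact permutation p = 0.419), and -0.38 at DIV10 (exact permutation p = 0.229). With BDNF, they were 0.01 at DIV3 (exact permutation p = 0.943), 0.34 at DIV5 (exact permutation p = 0.175), and 0.14 at DIV10 (exact permutation p = 0.4). None of these 6 differences was larger than the spread between cultures, before or after adjustment. Without cultures 10 and 11, the difference changed direction at DIV3 (-0.27, exact permutation p = 0.2) and at DIV5 (-0.01, exact permutation p = 0.971), and over the 3 days it was -0.31 (permutation test stratified by day, p = 0.0186). With all cultures, the difference over the 3 days was -0.08 (permutation test stratified by day, p = 0.599), and with the culture number as a block it was -0.25 (exact permutation p = 0.164).

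**Figure D3:**
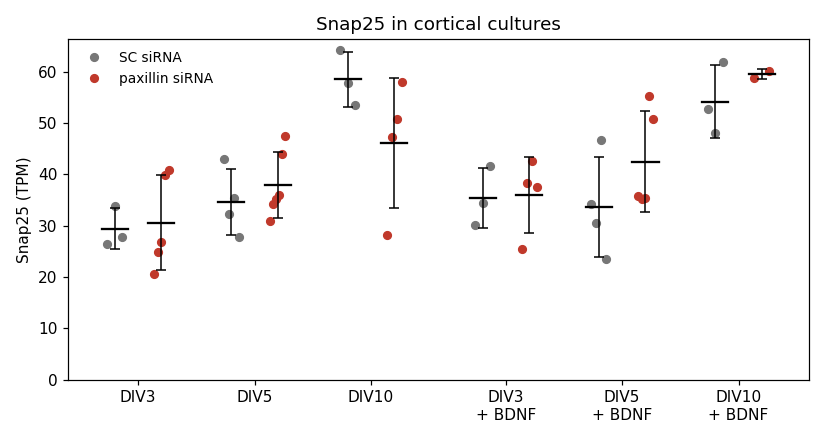
Total Snap25 (TPM) in each library by day, siRNA label, and BDNF treatment, with bars for the mean and SD of each group. The means rise from 29.4 TPM at DIV3 to 58.5 TPM at DIV10 with SC siRNA.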

While the 5a isoform is expressed constitutively starting at embryonic stages, Snap25 5b expression emerges at P7 and becomes the dominant isoform (Bark et al, 2004; Bark et al, 1995). Our RNA-seq and rMATs analysis revealed that neuronal paxillin KD significantly impaired the induction of Snap25 5b (Fig. 5C,D) and delayed the isoform switch, with or without BDNF treatment. We also evaluated Snap25 5a and 5b exon inclusion ratios (Δψ) using RT-PCR and restriction enzyme digestion (Appendix Fig. S7). In control neurons, the 5b to 5a inclusion ratio reversed between DIV5 and DIV10, coinciding with the critical period of synaptic plasticity (Fig. 5C,D; Appendix Fig. S7). In contrast, paxillin KD neurons at DIV10 exhibited significantly reduced 5b expression, supporting a role for paxillin in regulating Snap25 AS. To further examine whether activity-dependent regulation of Snap25 AS persists in more mature neurons, we performed isoform-specific RT-qPCR across later developmental time points (DIV14, DIV21, and DIV28) following NMDA receptor activation (Fig. EV3E). Consistent with RNA-seq and rMATs data, DIV14 neurons showed a significant NMDA-induced increase in *Snap25-5b* expression and an elevated 5b/5a ratio. In contrast, such NMDA-induced enhancement was reduced at DIV21 and nearly absent by DIV28, indicating that loss of splicing responsiveness occurs with maturation. Additionally, prolonged NMDA exposure (6 h) reduced total *Snap25* mRNA levels at all ages, likely due to transcript degradation, and did not further increase levels of the 5b isoform. These findings confirm that Paxillin^S119^ phosphorylation contributes to timely Snap25 5b induction within a defined, activity-sensitive window during neuronal development.

To assess a function for paxillin S119 phosphorylation in Snap25 splice site switching across different brain regions during crucial developmental periods, we engineered 2 inducible mouse lines--one with targeted loss of paxillin S119 phosphorylation in neurons (*Nestin-CreER*^*T2*^*; paxillin*^*S119A/fl*^) and another with loss of paxillin S119 phosphorylation in activity-trapped neurons (*TRAP2; paxillin*^*S119A/fl*^). Deficiencies were timed to occur post-Tamoxifen induction at P5, P7, and P9 prior to p-Paxillin^S119^ nuclear translocation (Appendix Figs. S1A,B and S8). 

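Full-length cDNA from hippocampus was sequenced with Nanopore long reads in 12 libraries, 2 for each combination of genotype and age. The genotypes were Nestin-CreERT2; Paxillin fl/S119A, called S119A here, and control, and the ages were P10, P15, and P21. The labels of the libraries describe the control mice as wild type, and the legend of Appendix Fig. S6 describes them as PXN fl/S119A littermates. The results text of the paper names Nestin-CreERT2 mice as the source of the tissue. The authors aligned the reads to mm10 with minimap2, kept primary alignments with a high mapping quality, and counted reads on transcripts with IsoQuant. They deposited whole counts for 122459 RefSeq transcripts, without normalization, and 66267 of these transcripts had a read in at least 1 library. At P10, the control libraries held 5450120 and 5454696 reads and the S119A libraries 5064015 and 5400967. At P15, the control libraries held 5687908 and 4923450 reads and the S119A libraries 5286246 and 3162777. At P21, the control libraries held 5010363 and 3547152 reads and the S119A libraries 4023000 and 4623757. Transcripts were compared with edgeR's quasi-likelihood test after TMM normalization, over the 24751 transcripts that passed edgeR's filter on low counts. The share of an exon is the percentage of reads on transcripts with the exon among the reads on all transcripts assigned to include or skip it. Shares were compared by exact permutation tests that exchanged the genotypes within each age. The libraries came from amplified cDNA, so 95% Wilson intervals given for single libraries cover the counting error only. The libraries numbered 2 at P15 and P21 differed from the other 8 in a large share of their transcripts. Between the libraries numbered 2 and 1 of 1 group, the log2 ratio exceeded 1 in either direction in 284 and 299 of 20001 transcripts at P10, and in 4773 to 5928 of them at P15 and P21. Transcripts with a stretch rich in G and C were lower in these 4 libraries.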

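Reads on Pxn numbered between 24 and 127 per library. Their level was lower in S119A than in control hippocampus by a log2 fold change of -0.59 (standard error 0.293), with an adjusted p = 1.00 over 13557 genes in edgeR's quasi-likelihood test. The fold change stayed between -0.77 and -0.41 with each library left out in turn, and of these fits, those without the control P21 replicate 2 and without the S119A P21 replicate 1 (-0.76) passed a threshold of 0.05 before adjustment. It also passed with a term for the P15 and P21 libraries numbered 2 (-0.60) and with the replicate number as a block (-0.58), both chosen after seeing the data. The mean log2 difference of Pxn reads per library total was -0.48, with a 2-sided exact permutation p = 0.204, a test chosen after seeing the values. The counts do not separate the S119A allele from the other allele.
For Snap25, 2 of the 7 transcripts could be assigned to exon 5a or 5b, and they held between 98.7% and 99.2% of the Snap25 reads, or 3580 to 18293 reads per library. At P10, the share of exon 5b was 62.3% (95% interval 61.4% to 63.2%) and 60.9% (59.9% to 61.8%) in the control libraries and 64.9% (64.0% to 65.9%) and 62.4% (61.5% to 63.2%) in the S119A libraries. At P15, it was 83.7% (83.2% to 84.3%) and 83.2% (82.4% to 84.05%) in control and 82.1% (81.4% to 82.7%) and 79.5% (78.2% to 80.8%) in S119A. At P21, it was 92.8% (92.4% to 93.2%) and 92.1% (91.7% to 92.6%) in control and 87.0% (86.3% to 87.5%) and 91.9% (91.5% to 92.3%) in S119A. In control hippocampus, the share thus rose by 30.9 percentage points from P10 to P21, more than the spread between replicates. The mean share in S119A differed from control by 2.09 percentage points at P10, by -2.70 at P15, and by -3.03 at P21. With 1 library of the age left out, the difference ranged from 0.80 to 3.38 at P10 and from -3.96 to -1.43 at P15. At P21, it ranged from -5.52 to -0.54, the last without the S119A replicate 1. The S119A libraries were both above the control libraries at P10 and both below them at P15 and P21. With 2 libraries against 2, each of these differences had an exact permutation p = 0.333, the smallest that the design allows. Over the 3 ages, the difference was -1.21 percentage points, lower in S119A in 4 of the 6 pairs of the same age and number, with a 2-sided exact permutation p = 0.352 and 0.75 after adjustment over the 3 exons tested. With 1 library left out, it ranged from -2.04 without the S119A P21 replicate 2 to -0.38 without the S119A P21 replicate 1. The difference at P10 and the mean difference at P15 and P21 differed by 4.95 percentage points, a comparison chosen after seeing the data. The exact permutation test gave p = 0.00926, the smallest that the exchange of genotypes within ages allows. The genotypes did not overlap at any age, so a comparison with these signs could give no other p. The exchange tests for no genotype effect at any age, so this p does not measure a change with age.

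**Figure D4:**
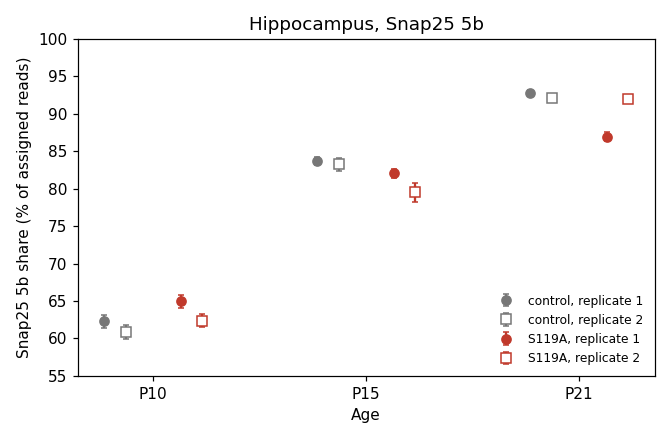
Share of exon 5b (% of Snap25 reads assigned to exon 5a or 5b) in each hippocampus library by age and genotype, with 95% Wilson intervals. The axis starts at 55%. The control libraries rise from 60.9% and 62.3% at P10 to 92.1% and 92.8% at P21.

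For Grin1, which encodes NMDAR1, the shares of the N1 and C1 exons differed between S119A and control hippocampus by -0.85 percentage points (exact permutation p = 0.685) and 1.69 percentage points (exact permutation p = 0.75) over the 3 ages. Both differences changed direction when single libraries of P15 or P21 were left out. Without the P15 and P21 libraries numbered 2, they were -0.60 and 3.90 percentage points. This alternative was chosen after seeing the data and leaves 1 library per genotype at these ages. Across all transcripts, 0 of 24751 had an adjusted p-value under 0.05 for the genotype in edgeR's quasi-likelihood test, and 294 had an unadjusted p under 0.05, where 1238 were expected by chance. The paper states from these libraries that isoforms of both genes were reduced in the S119A hippocampus (Appendix Fig. S6).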

Nanopore long-read cDNA sequencing of hippocampal tissue collected from P10, P15, and P21 Nestin-CreERT2 mice confirmed that production of alternatively spliced isoforms of both Snap25 and NMDAR1 decreased in the hippocampus of Nestin-CreERT2; Paxillin^fl/S119A^ relative to control mice (Appendix Fig. S6). We utilized BaseScope with probes specific to either Snap25 5a or 5b isoforms and analyzed their distribution in brain slices at P11 and P13 across various regions (Fig. 5E,F). In P13 control mice, the 5b isoform predominated over the 5a in the hippocampal CA3 region, dentate gyrus, and cortical areas. Conversely, deficiency in S119 phosphorylation (*Nestin-ER*^*T2*^*; paxillin*^*S119A/fl*^) decreased the 5b/5a ratio in these brain regions (Fig. 5E,F). To further validate the developmental AS switch between Snap25 5a and 5b isoforms observed from P10 to P21, we performed RT-qPCR using 5a- and 5b-specifc primers. Consistent with BaseScope findings, Nestin-CreERT2; paxillin^S119A/fl^ hippocampi expressed significantly lower levels of the 5b isoform at P15 and P21 compared to control hippocampi (Fig. 5G,H), strongly suggesting that loss of S119 phosphorylation prior to critical periods prevents switching to the Snap25 5b isoform.

### Early loss of postnatal Paxillin^S119^ phosphorylation impairs synaptic plasticity and working memory

Given that Snap25 is essential for presynaptic neurotransmitter release, a delay in the transition to its 5b isoform in early postnatal brain may alter homeostatic plasticity of neural circuits (Irfan et al, 2019). To assess this possibility, we conducted electrophysiological behavioral analyses to evaluate how paxillin S119 phosphorylation impacts synaptic activity within the hippocampal Schaffer collateral-CA1 pathway. Mice with inducible deficiency in paxillin S119 phosphorylation (*Nestin-CreERT2; paxillin*^*S119A/fl*^ or *Nestin-CreERT2; paxillin*^*S119A/+*^) and those with reduced paxillin expression (*Nestin-CreERT2; paxillin*^*fl/+*^) were administered tamoxifen at P5, P7, and P9, timed to precede anticipated nuclear translocation of the phosphorylated protein (Fig. 6A). When mice were one-month old, we prepared acute hippocampal slices maintaining the Schaffer collateral-CA1 pathway to perform field recordings to assess input-output relationships (Fig. 6B), paired-pulse facilitation (Fig. 6C), and long-term potentiation (Fig. 6D,E). We first performed extracellular field recordings from the CA1 area, pairing tetanic stimulation of Schaffer collateral afferents and assessing input-output relationships between the slope of field excitatory postsynaptic potentials (fEPSPs) and the amplitude of the afferent fiber volley over a range of stimulus intensities. As shown in Fig. 6B, relative to control littermates, mice deficient in phosphorylated paxillin S119 (*Nestin-ERT2; paxillin*^*S119A/fl*^) exhibited a significantly reduced fEPSP slope in response to stimuli, suggesting reduced synaptic efficacy. Conversely, mice with lower levels of phosphorylated paxillin S119 (Nestin-CreERT2; paxillinS119A/+) or reduced levels of total Paxillin (*Nestin-CreERT2; paxillin*^*fl/+*^) exhibited fEPSP slopes comparable to those seen in control littermates.

**Figure 6:**
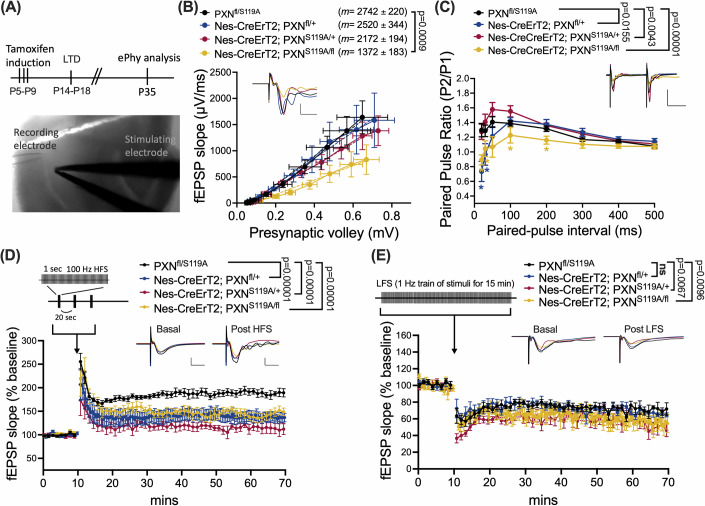
Mice with early postnatal paxillin S119 phosphorylation deficiency show altered synaptic properties at Schaffer collateral synapses. (**A**) Representative differential interference contrast (DIC) images of a hippocampal slice depicting the position of the stimulating electrode in Schaffer collateral fibers and recording pipettes in CA1. The schematic at the top depicts the experimental timeline of tamoxifen injection (at P5, P7, and P9) and subsequent electrophysiological recordings. (**B**) Input-output (I/O) relationships of field excitatory postsynaptic potentials (fEPSPs), indicating reduced synaptic efficacy in *Nes-CreErT2; PXN*^*S119A/fl*^ mice. Representative traces from control and neuronal paxillin S119A cKI and/or paxillin cKO doubly heterozygous mice, recorded in response to a 1.1 mA stimulus, are superimposed (scale bars: 1 mV on the y-axis and 5 ms on the x-axis). Data were presented as mean ± SEM (*n* = 9 control; *n* = 6 *Nes-CreErT2; PXN*^*fl/+*^; *n* = 7 *Nes-CreErT2; PXN*^*S119A/+*^; and *n* = 7 *Nes-CreErT2; PXN*^*S119A/fl*^). The slope (*m*) of the linear fit (dashed line) serves as an index of synaptic efficacy. Statistical comparison of slopes (***p < 0.001) was performed using linear regression analysis in GraphPad Prism. (**C**) Paired-pulse facilitation was plotted with P2/P1 against varying intervals, where P1 and P2 represent the amplitude of response (slopes of fEPSP) of the first and second stimulus, respectively. Data presents mean ± SEM (*n* = 10 for control, *n* = 6 for Nes-CreErT2; PXN^fl/+^, *n* = 8 for Nes-CreErT2; PXN^S119A/+^, *n* = 6 for Nes-CreErT2; PXN^S119A/fl^. *p < 0.05, **p < 0.01, compared to the control group, one-way ANOVA followed by Dunnett’s multiple comparison test. Scale bars: 0.5 mV (y-axis) and 50 ms (x-axis). (**D**) Nes-CreErT2; PXN^S119A/fl^ mice show impaired long-term potentiation (LTP) of Schaffer collateral-CA1 synapses. LTP was induced by high-frequency stimulation (1 s of HFS at 100 Hz, 20 s interval, three trains). Plot shows fEPSP slope (mean ± SEM, normalized to the first 10 min EPSP magnitude before HFS; *n* = 10 for control, *n* = 6 for Nes-CreErT2; PXN^fl/+^, *n* = 8 for Nes-CreErT2; PXN^S119A/+^, *n* = 6 for Nes-CreErT2; PXN^S119A/fl^; ***p < 0.001, compared to control, one-way ANOVA followed by Dunnett’s multiple comparison test). Scale bars: 0.5 mV (y-axis), 10 ms (x-axis). (**E**) Nes-CreErT2; PXN^S119A/fl^ mice show impaired long-term depression (LTD) of Schaffer collateral-CA1 synapses. LTD was induced by low-frequency stimulation (LFS; 1 Hz for 15 min). Plot shows fEPSP slope (mean ± SEM, normalized to the first 10 min EPSP magnitude before LFS; *n* = 10 for control, *n* = 6 for Nes-CreErT2; PXN^fl/+^, *n* = 8 for Nes-CreErT2; PXN^S119A/+^, *n* = 6 for Nes-CreErT2; PXN^S119A/fl^; ns non-significant, **p < 0.01, compared to control, one-way ANOVA followed by Dunnett’s multiple comparison test. Scale bars: 0.5 mV (y-axis), 10 ms (x-axis).

We then asked whether paxillin^S119^ phosphorylation altered short-term synaptic plasticity by assessing paired-pulse facilitation (PPF) at Schaffer collateral synapses by analyzing the amplitude of response evoked by paired presynaptic spikes over a range of intervals between spikes (Fig. 6C). The PPF index was expressed as the ratio of the slope of fEPSP from the second spike to that of the first. Consistently, responses recorded from CA1 synapses of p-Paxillin S119-deficient Nestin-ERT2; paxillin^S119A/fl^ Schaffer collaterals exhibited significantly lower fEPSPs than Nestin-ERT2 controls, with PPF induction abolished. By contrast, PPF induction in Nestin-CreERT2; paxillin^fl/+^ and control mice was comparable. Interestingly, Nestin-CreERT2; paxillin^S119A/+^ mice exhibited enhanced PPF, suggesting abnormally decreased release probability.

The timing of the synaptic sensitive period is similar to that of the appearance of nuclear p-Paxillin S119 in young postnatal brain (Fig. 3). Thus we analyzed a potential requirement for paxillin^S119^ phosphorylation in inducing N-methyl-D-aspartate receptor (NMDAR)-dependent long-term plasticity in young mice (Fig. 6D,E) by evaluating LTP in the hippocampal Schaffer collateral-CA1 pathway in P35 mice administered tamoxifen at P5 and P7, prior to critical developmental periods. To trigger LTP, we used high-frequency stimuli (HFS; 3 trains at 100 Hz, each lasting 1 s with 20-second intervals). As shown in Fig. 6D, mice lacking paxillin S119 phosphorylation (Nestin-ERT2; paxillin^S119A/fl^) or those with lower paxillin expression (Nestin-CreERT2; paxillin^fl/+^) exhibited lower evoked fEPSP slopes after HFS compared to control littermates. We also observed impaired long-term depression (LTD) induced by low-frequency tetanic stimulation (1 Hz for 15 min) in P16 mice with reduced or absent S119 phosphorylation, indicating that overall neuronal plasticity during critical periods requires S119-phosphorylated paxillin.

Finally, disrupted synaptic plasticity seen in Nestin-ERT2; paxillin^S119A/fl^ mice could perturb working memory. To test this possibility in active neurons, we employed Targeted Recombination in Active Populations (TRAP2) mice to create activity-dependent paxillin S119A knock-in (TRAP2; paxillin^S119A/fl^) or KD (TRAP2; paxillin^fl/+^) mice. TRAP2 mice were administered Tamoxifen at postnatal days 5, 7, and 9, during initiation of sensitive developmental periods. Adolescent (P35-P40) mice either deficient in paxillinS119 phosphorylation (TRAP2; paxillin^S119A/fl^) or expressing lower paxillin levels (TRAP2; paxillin^fl/+^) exhibited normal locomotor and social behaviors (Fig. 7A–D); however, in open-field tests, adolescent TRAP2; paxillin^S119A/fl^ mice exhibited anxiety-like behavior, spending more time in the center area compared to control littermates (Fig. 7B). Furthermore, sensitive period-TRAPed mice with p-Paxillin^S119^ deficiency (TRAP2; paxillin^S119A/fl^) showed decreased preference for a texture-rich, interesting object in young adulthood, with or without exposure to physical restraint stress (Fig. 7E,F). Notably, young adult TRAP2; paxillin^S119A/fl^ mice at P65 exhibited impaired discrimination between novel and familiar objects based on visual surface feature cues in a novel object recognition test (Fig. 7E,F). Consistently, sensitive period-TRAPed mice with reduced paxillin expression or paxillin S119 phosphorylation (i.e., TRAP2; paxillin^S119A/fl^, TRAP2; paxillin^S119A/+^, TRAP2; paxillin^f/+^) showed no tendency to enter a new arm in a Y-maze test at P65 (Fig. 7G), indicating impaired hippocampal-dependent spatial working memory. By contrast, TRAP2; Paxillin^S119A/fl^ mice that underwent tamoxifen induction at a later stage (3 months old, i.e., 1 week prior to behavioral testing) exhibited comparable performance in open field, Y-maze, and novel object recognition tests (Appendix Fig. S9). Together, these findings suggest that paxillin S119 phosphorylation in sensitive period-TRAPed neurons is critical for normal cognitive functions in adolescent and young adult mice.

**Figure 7:**
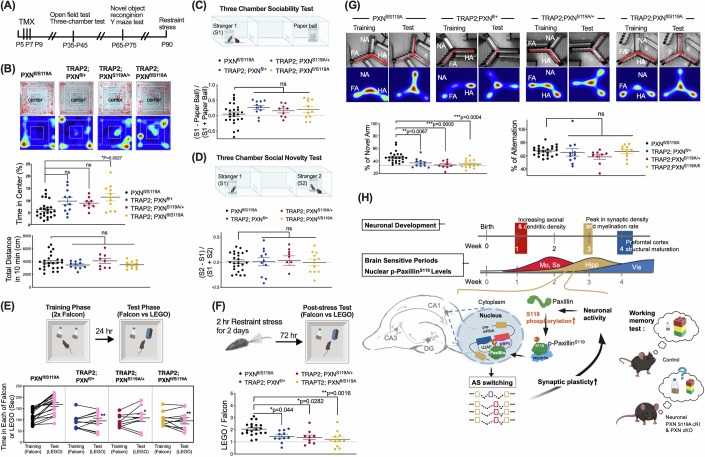
Mice with early postnatal p-Paxillin^S119^ deficiency exhibit anxiety-like behavior and deficits in working memory. (**A**) Schematic showing induction of TRAP2 mice via tamoxifen injections at the indicated days, followed by a sequence of behavioral tests. (**B**) Open-field test of TRAP2; PXN^S119A/fl^ mice and littermate controls. TRAP2 mice spent more time in the center of the arena than did littermate controls, suggesting anxiety-like behavior. Top panels, representative traces and heatmaps indicating mouse movement recorded in 10 min test sessions. Middle panel, plot shows percentage of time ( ± SEM; *n* > 8 mice per genotype; *p < 0.05 compared to controls by multiple unpaired *t*-tests) spent in the center area by indicated mouse groups. Bottom panel, plot shows the total distance traveled by mouse groups (±SEM; *n* > 8 mice per genotype; ns not significant compared to controls by multiple unpaired *t*-tests) in a 10-min session. (**C**,** D**) Three-chamber test shows comparable sociability (**C**) and preference for social novelty (**D**) in TRAPed control and TRAPed paxillin S119A and/or paxillin cKO mice. Data represents mean ( ± SEM; *n* > 8 mice each group; ns, non-significant compared to controls by multiple unpaired *t*-tests). (**E**–**G**) TRAP2; PXN^S119A/fl^ mice exhibit impaired working memory. (**E**,** F**) Novel object recognition test designed to measure the ability to discriminate a novel (LEGO) from a familiar (Falcon tube) object before (**E**) and after (**F**) restraint stress. TRAP2; PXN^S119A/fl^ mice spent significantly less time exploring the novel relative to the familiar object. Data compared mean time (±SEM; *n* > 8 mice per genotype; *p < 0.05, **p < 0.01 compared to control test (LEGO); multiple *t*-test) between TRAPed paxillin S119 cKI/paxillin cKO and TRAPed control mice. (**G**) The Y-maze spontaneous alternation test is used to evaluate spatial working memory by measuring the percentage of consecutive entries into all three arms without repetition. TRAP2; PXN^S119A/fl^ mice showed a smaller percentage of entries into the novel (NA) compared to the familiar arm (NA). Data represents mean ( ± SEM; *n* > 8 mice per genotype; ns non-significant; *p < 0.05, **p < 0.01 compared to controls by multiple unpaired *t*-tests). HA home arm. (**H**) A model depicting paxillin phosphorylation at serine 119 (S119) as a molecular switch for alternative splicing (AS) transitions and synaptic plasticity. The timeline highlights key neuronal milestones, with rising nuclear p-Paxillin^S119^ levels coinciding with the onset of experience-dependent sensitive periods across different brain circuits. Neuronal activity induces paxillin S119 phosphorylation, facilitating its nuclear import and condensation within nuclear speckles. There, p-Paxillin^S119^ interacts with splicing factors to regulate AS-driven synaptic refinement. Mice lacking neuronal paxillin S119 phosphorylation exhibit impaired working memory, underscoring its role in timely circuit maturation and cognitive function.

## Discussion

Refinement of neural circuits at early developmental stages requires that neurons initiate an AS program to enhance synaptic efficacy and strengthen neuronal connections. Here, we report a neuron-specific mechanism by which paxillin phosphorylated at serine 119 (p-Paxillin^S119^) acts downstream of BDNF/cAMP/Cdk5 signaling and synaptic activity to initiate such a program in the nucleus, by interacting with the splicing machinery to promote timely AS of genes governing synaptic plasticity. Blocking paxillin S119 phosphorylation significantly delayed AS switching of numerous genes crucial for synaptic activation, including those encoding SNAP25, several Anks, and the GABAb receptor. As a consequence, presynaptic transmission and long-term plasticity via Schaffer collateral input were altered in mice lacking phosphorylated paxillin S119 starting at the second postnatal week, leading to learning and memory deficits. Our findings strongly suggest that paxillin^S119^ phosphorylation plays an important role in regulating AS during a critical period, an activity essential for the development and function of neural circuits (Fig. 7H).

These findings illustrate the unique regulation of paxillin localization and function in neurons. Others have reported that in fibroblasts or epithelial-like cancer cells (Dong et al, 2009; Noh et al, 2021; Sathe et al, 2016; Sen et al, 2012; Sen et al, 2010), paxillin’s nuclear localization is regulated by serine phosphorylation of its nuclear export LD motif and/or nuclear-localizing LIM domain (Deakin and Turner, 2008; Dong et al, 2009; Ma and Hammes, 2018). However, mechanisms controlling paxillin nuclear transport in differentiated neurons in physiological conditions remain unclear. Neurons cultured on uniform substrates in standard medium form many fewer mature adhesion foci compared to fibroblasts or epithelial cells, a decrease that may permit recruitment of paxillin to other protein complexes in response to external signals or internal cellular activities (Chang et al, 2017; Sathe et al, 2016; Turner, 2000). Our findings in differentiated neurons reveal that paxillin phosphorylation at serine 119 and its subcellular localization are highly dependent on a neuron’s developmental stage. For example, in immature neurons (days 5–7 in vitro), we observed that paxillin S119 phosphorylation occurs transiently after axon determination, and p-Paxillin^S119^ nuclear localization is importin β2-dependent. Such transient serine phosphorylation is regulated by autocrine BDNF/cAMP signaling (Cheng et al, 2011) and may be coordinated with postnatal neuronal Cdk5 activation (Meyerson et al, 1992; Pao and Tsai, 2021; Takahashi et al, 2003). Those levels then decline to basal levels by the second week of culture.

Conversely, once mature, neurons require synaptic activation via NMDA receptors to induce increases in nuclear p-Paxillin^S119^. This activity coincides with significant remodeling of splicing factors and occurs dependently of importin β2 activity. Other serine-phosphorylated forms of paxillin, such as S83 and S178, remain constitutively localized in the nucleus, regardless of neuronal maturation status. Furthermore, although paxillin phosphorylation at S273 reportedly blocks NES activity and facilitates its nuclear transport in fibroblasts (Dong et al, 2009), we found that paxillin phosphorylated at S273 was predominantly cytoplasmic in primary cultured neurons, although it became transiently nuclear in neuroblastoma N2a cells in non-mitotic phases of the cell cycle. Overall, except for S119 seen in mature neurons, none of the serine-phosphorylated forms of paxillin tested here were responsive to NMDA receptor activation. Notably, nuclear levels of pan-paxillin did not show a clear or significant increase across developmental stages or after NMDA stimulation, unlike p-Paxillin^S119^. This may reflect technical limitations, such as dilution by unphosphorylated paxillin or epitope masking by phosphorylation-dependent conformational changes, or the possibility that a substantial fraction of nuclear paxillin is phosphorylated by kinases within the nucleus. These limitations should be considered when interpreting differences between total and phosphorylated paxillin.

A critical question related to early postnatal brain development is how synaptic plasticity influences AS programs, and vice versa, in order to initiate sensitive periods. While intrinsic factors like age and genetics influence such critical periods, experience-dependent neural activity plays a pivotal role in their timing and duration (Berardi et al, 2000; Desai et al, 2002; Hooks and Chen, 2007; Nakamura et al, 2020). Development of neural circuits requires sensory and cognitive input to strengthen connectivity, while exposure of animals to enriched environments or to neurotrophin signaling can extend plasticity (Akaneya et al, 1997; Kang et al, 1997; Lessmann et al, 2003; Lodovichi et al, 2000; Wang et al, 2013). Moreover, critical periods are not uniform across neural systems (Dehorter and Del Pino, 2020; Pedrosa et al, 2022; Reh et al, 2020). Brain regions mature in a rostro-caudal sequence, and a critical/sensitive period for a particular stage cannot begin until input generated in preceding stages in maturing neurons is available. Such a cascade of sensitive periods, each occurring at specific hierarchical levels, shapes the development of brain functions as corresponding pathways acquire plasticity. Our work illustrates how these events are coordinated by synaptic activation-associated switches of AS programs at the onset of sensitive periods, although it is also known that dynamic spatiotemporal patterns of RBP expression regulate splicing events. Specifically, we observed that activation of NMDA receptors in dissociated DIV7 neuronal cultures enables p-Paxillin^S119^ to form complexes with nuclear speckle components and remodels the splicing machinery. Our findings suggest that a feedback loop governs entry of neuronal networks into a plastic state: specifically, activation of postsynaptic NMDA receptors increases nuclear levels of p-Paxillin^S119^, in turn modulating the splicing machinery and resulting in a select set of splicing events that shape synaptic connectivity. Indeed, we found that RBP-binding cis-elements associated with delayed AS events after paxillin knockdown and residing in cassette exons or their adjacent introns are linked to the core splicing factor U2AF2 and neuron-specific RBPs, such as RbFox2 and NOVA1/2. Moreover, paxillin phosphorylation at S119 enhances its interaction with RBPs. Thus, the ability of NMDA receptor activation to increase the nuclear pool of p-Paxillin^S119^ may enable proper temporal switching of splice site selection in response to synaptic input. Accordingly, the timing of nuclear p-Paxillin^S119^ upregulation in different brain areas coincides with the onset of critical periods in those regions. As a result, mice deficient in neuronal p-Paxillin^S119^ during the first postnatal week exhibited a delay in the switch from the SNAP25 5a to 5b isoform, decreasing the probability of neurotransmitter release at CA1 synapses. Also, TRAP2 mice deficient in p-Paxillin^S119^ showed impaired novel object recognition ability, supporting the physiological relevance of this modification.

Taken together, our study demonstrates that p-Paxillin^S119^ provides a vital link between synaptic activity and splicing control during a critical developmental window. By bridging external signals and the splicing machinery in the nucleus, phosphorylated paxillin in neurons ensures that key synaptic genes undergo appropriate AS transitions at the right time. These findings place paxillin^S119^ alongside other neuronal regulatory mechanisms that coordinate gene isoform expression and circuit maturation. In the broader context, unveiling p-Paxillin^S119^’s function underscores how intracellular signaling cascades and specific RBPs converge to shape synaptic properties crucial for working memory. Given that disruptions in synaptic maturation and splicing regulation are implicated in neurodevelopmental disorders such as autism spectrum disorder and schizophrenia, our results raise the possibility that altered p-Paxillin^S119^ signaling could contribute to these pathophysiologies. The developmental stage-specific and activity-dependent features of this pathway highlight potential therapeutic windows for restoring proper splicing dynamics and synaptic refinement, offering new avenues for intervention in neurodevelopmental disease.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or Source	Identifier or Catalog Number
**Experimental models**		
*Fostm2.1(icre/ERT2)Luo*/J; Fos2A-iCreER (TRAP2)	The Jackson Laboratory	RRID:IMSR_JAX:030323
*C57BL/6-Tg(Nes-cre/ERT2)KEisc/J; Nes-cre/ERT2*	The Jackson Laboratory	RRID:IMSR_JAX:016261
Human embryonic kidney 293T cells	ATCC	Cat# CRL-3216, RRID:CVCL_0063
Neuro2a cells	ATCC	Cat# CCL-131, RRID:CVCL_0470
Sprague Dawley timed-pregnant rats	BioLASCO	N/A
ECOS101 DH5α competent cell	Yeastern Biotech Co.	Cat#FYE678
**Recombinant DNA**		
Paxillin-pEGFP	addgene	RRID:Addgene_15233
Paxillin(S119A)-pEGFP	This paper	N/A
Paxillin(S11DA)-pEGFP	This paper	N/A
Paxillin(P398A/Y399A)-pEGFP	This paper	N/A
Paxillin(P516A/Y517A)-pEGFP	This paper	N/A
Paxillin(P575A/Y576A)-pEGFP	This paper	N/A
Flag-Paxillin	addgene	RRID:Addgene_15212
Flag-Paxillin(S119A)	This paper	N/A
Flag-Paxillin(S119D)	This paper	N/A
Flag-Paxillin(P398A/Y399A)	This paper	N/A
Flag-Paxillin(P516A/Y517A)	This paper	N/A
Flag-Paxillin(P575A/Y576A)	This paper	N/A
Flag-Paxillin(P398A/Y399A,516A/Y517A;P575A/Y576A)	This paper	N/A
pcDNA3-cdk5GFP	Addgene	RRID:Addgene_1346
pcDNA3-dnCDK5	Addgene	RRID:Addgene_1344
pcDNA3.1-P25C-GFP	Addgene	RRID:Addgene_1343
Gateway^TM^ pDONR/Zeo Vector and Gateway^TM^ pDESTTM15 Vector, Gateway^TM^ Cloning System	Thermo Fisher Scientific	Cat#11803-012, Cat# K37120, Cat# K37020
pLenti-C-mGFP	OriGeneTechnologies	Cat#PS100071
pGFP-C-shLenti shRNA Vector	OriGeneTechnologies	Cat#TR30023
**Antibodies**		
Anti-β-actin mouse monoclonal antibody (1C7)	Abbkine	Cat# A01010, RRID:AB_2737288
Anti-Paxillin antibody [E228]	Abcam	Cat#ab32115, RRID:AB_777116
anti-alpha Tubulin (ab89984)	Abcam	Cat#ab89984, RRID:AB_10672056
Fox2 / RBM9 antibody	Abcam	Cat#ab57154, RRID:AB_2285090
Anti-mCherry antibody [1C51]	Abcam	Cat# ab125096, RRID:AB_11133266
Mouse Anti-SC-35 monoclonal antibody, unconjugated, clone SC-35	Abcam	Cat#ab11826, RRID:AB_298608
anti-paxillin clone 349 (612405)	BD Biosciences	Cat#612405, RRID:AB_647289
Rabbit anti-SF3b155/SAP155 Antibody, Affinity Purified	Bethyl	Cat#A300-996A, RRID:AB_805834
Rabbit anti-Matrin 3 Antibody, Affinity Purified	Bethyl	Cat#A300-591A, RRID:AB_495514
Rabbit anti-RBM9 Antibody, Affinity Purified	Bethyl	Cat#A300-864A, RRID:AB_609476
GAPDH antibody	GeneTex	Cat#GTX100118, RRID:AB_1080976
PTBP1 monoclonal antibody (1)	Invitrogen	Cat#32-4800, RRID:AB_2533082
c-Myc monoclonal antibody (9E10)	Invitrogen	Cat#MA1-980, RRID: AB_558470
chicken polyclonal βIII tubulin (AB9354)	Merck Millipore	Cat#AB9354, RRID:AB_570918
Anti-actin antibody, clone C4 (MAB1501)	Merck Millipore	Cat#MAB1501, RRID:AB_2223041
Mouse anti-phosphoepitope SR proteins monoclonal antibody, unconjugated, clone 1H4	Millipore	Cat#MABE50, RRID: AB_10807429
Anti-NeuN antibody	Millipore	Cat# ABN91, RRID:AB_11205760
U2AF35 rabbit Polyclonal antibody	proteintech	Cat#10334-1-AP, RRID:AB_2211314
NOVA2 rabbit Polyclonal antibody	proteintech	Cat#55002-1-AP, RRID:AB_10858926
ELAVL2 antibody	Proteintech	Cat# 14008-1-AP, RRID:AB_2096356
HuC Elavl3 antibody	Proteintech	Cat# 55047-1-AP, RRID:AB_10859256
U2AF35 Monoclonal antibody	Proteintech	Cat#CL647-60289, RRID:AB_2934985
Transportin-1 antibody	Proteintech	Cat#20679-1-AP, RRID:AB_10694291
SF3B3 antibody	Proteintech	Cat#14577-1-AP, RRID:AB_2270189
IGF2BP1 antibody	Proteintech	Cat# 22803-1-AP, RRID:AB_2879173
IGF2BP2 antibody	Proteintech	Cat# 11601-1-AP, RRID:AB_2122672
IGF2BP3 antibody	Proteintech	Cat# 14642-1-AP, RRID:AB_2122782
Anti-Paxillin Antibody	PhosphoSolutions	Cat#PM1071, RRID:AB_2174719
Paxillin (Ser-83), phosphospecific antibody	PhosphoSolutions	Cat#PP1341, RRID:AB_2253333
Anti-paxillin (Ser-178), phosphospecific antibody	PhosphoSolutions	Cat#PP1051, RRID: AB_2174596
Human/mouse/rat GRIN1/NMDAR1 antibody	R&D systems	Cat# PPS011B, RRID:AB_3659611
Mouse/Rat GRIN1/NMDAR1 C1 splice variant antibody	R&D systems	Cat# PPS080, RRID:AB_2232504
Human/mouse/rat GRIN1/NMDAR1 C2’ splice variant antibody	R&D systems	Cat# PPS082, RRID:AB_2112159
Mouse/rat GRIN1/NMDAR1 N1 splice variant antibody	R&D systems	Cat# PPS083, RRID:AB_2112007
anti-FLAG M2	Sigma-Aldrich	Cat#F1804, RRID:AB_262044
Anti-phospho-Paxillin (pSer272) antibody produced in rabbit	Sigma-Aldrich	Cat#SAB4301321, RRID:N/A
U2AF65 (MC3) antibody	Santa Cruz Biotechnology	Cat#sc-53942, RRID:AB_831787
matrin-3 (2539C3a) antibody	Santa Cruz Biotechnology	Cat#sc-81318, RRID:AB_2141656
U1 snRNP 70 antibody (C-3)	Santa Cruz Biotechnology	Cat#sc-390899, RRID:AB_2801569
MBNL2 (3B4) antibody	Santa Cruz Biotechnology	Cat#sc-136167, RRID:AB_2140469
FUS/TLS (4H11) antibody	Santa Cruz Biotechnology	Cat#sc-47711, RRID:AB_2105208
HuR (3A2) ELAVL1 antibody	Santa Cruz Biotechnology	Cat# sc-5261, RRID:AB_627770
HuD (E-1) Elavl4 antibody	Santa Cruz Biotechnology	Cat#sc-28299, RRID:AB_627765
Histone H3 antibody (1 G1)	Santa Cruz Biotechnology	Cat# sc-517576, RRID:AB_2848194
Cdk5 antibody (J-3): sc-6247	Santa Cruz Biotechnology	Cat# sc-6247, RRID:AB_627241
Paxillin polyclonal antibodies(PA5-34910)	Thermo Fisher Scientific/Invitrogen	Cat#PA5-34910, RRID: AB_2552260
TrkB polyclonal antibody	Thermo Fisher Scientific	Cat#PA5-78405, RRID:AB_2736725
CD171 (L1CAM) polyclonal antibody	Thermo Fisher Scientific	Cat#PA5-85876, RRID:AB_2802677
p-PaxillinS119 antibody	This paper	
**Oligonucleotides and other sequence-based reagents**		
paxillin siRNA C: 5′- GAUGAGCAGUCCACAGCGA -3′	This paper	N/A
paxillin siRNA D: 5′- CAGCCUAGUGGUUCCAGAU -3′	This paper	N/A
Acell non-targeting Pool	Dharmacon	DAMD-001910-10-20
S-to-A point mutation: PXNS119A-F: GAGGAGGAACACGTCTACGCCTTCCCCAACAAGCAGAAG PXNS119A-R: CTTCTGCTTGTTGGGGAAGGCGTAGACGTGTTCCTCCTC	This paper	N/A
S-to-D point mutation: PXN-S119D-F: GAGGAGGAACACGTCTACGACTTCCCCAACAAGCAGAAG PXN-S119D-R: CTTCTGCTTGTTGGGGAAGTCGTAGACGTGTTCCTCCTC	This paper	N/A
PXN KO genotyping: PXN-int1 GT-Fw: GGAGGAGCTTAGAGCACGGAA PXN-int2 GT-Rv: CACTGGAGCTGTACACGGG	This paper	N/A
PXNS119A KI genotyping: Pxn-arm800-GT-Fw: GGGTTCTGTCCTCAGTACTGAC Pxn-arm800-GT-Rv: CCTCAGTCCTTCAAACAGCACG Pxn-16026-GT-Fw: GATACGCTCACCAGCAGCC Pxn-16516-GT-Rv: GTTCACAGTGATGGCCGGGA	This paper	N/A
P398A-Y399A-f:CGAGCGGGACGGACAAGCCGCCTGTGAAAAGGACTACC P398A-Y399A-r:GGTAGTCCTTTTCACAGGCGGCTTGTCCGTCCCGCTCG	This paper	N/A
P516A-Y517A-f:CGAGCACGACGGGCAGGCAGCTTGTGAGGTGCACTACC P516A-Y517A-r:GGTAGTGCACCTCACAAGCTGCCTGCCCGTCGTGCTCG	This paper	N/A
P575A-Y576A-f:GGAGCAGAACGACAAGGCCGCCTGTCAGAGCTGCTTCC P575A-Y576A-r:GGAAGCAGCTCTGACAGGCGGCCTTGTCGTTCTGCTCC	This paper	N/A
L142A-L145A-f:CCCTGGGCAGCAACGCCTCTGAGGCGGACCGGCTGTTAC L142A-L145A-r:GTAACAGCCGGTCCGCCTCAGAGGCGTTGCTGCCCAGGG	This paper	N/A
qPCR_Snap25AB_F-1:GTAAAGATGCTGGCATCAGG	This paper	N/A
qPCR_Snap25_5A_R:AATCTTTTAAATTTTTCTCGGCC	This paper	N/A
qPCR_Snap25_5B_F:CAGAAAAGAATTTGACGGACC	This paper	N/A
qPCR_Snap25AB_R-1:TCTGCTCCCGTTCATCCAC	This paper	N/A
qPCR_Snap25AB_F-1:GTAAAGATGCTGGCATCAGG	This paper	N/A
qPCR_Snap25AB_R-1:TCTGCTCCCGTTCATCCAC	This paper	N/A
qPCR_36B4_F:GCTCCAAGCAGATGCAGCA	This paper	N/A
qPCR_36B4_R:CCGGATGTGAGGCAGCAG	This paper	N/A
PCR_ms_Snap25AB_F-1:GTAAAGATGCTGGCATCAGG	This paper	N/A
PCR_ms_Snap25AB_R-1:TCTGCTCCCGTTCATCCAC	This paper	N/A
BaseScope™ Probe- BA-Mm-Snap25-tv2-1zz-st-C2: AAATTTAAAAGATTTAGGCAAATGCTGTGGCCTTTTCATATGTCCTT	ACDBio	Cat#851891-C2
BaseScope™ Probe- BA-Mm-Snap25-tv1-1zz-st-C2: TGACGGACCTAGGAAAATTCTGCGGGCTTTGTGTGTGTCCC	ACDBio	Cat#851831-C2
**Chemicals, Enzymes and other reagents**		
Recombinant human/murine/Rat BDNF	PeproTech	Cat#450-02
BSA Alexa Fluor 647 conjugate	Invitrogen	Cat#A34785
Forskolin, 7-deacetyl-7-[*O*-(*N*-methylpiperazino)-γ-butyryl]-, dihydrochloride	Calbiochem	Cat#344273
KT5720	Calbiochem	Cat#420320
Pim1/AKK1-IN-1, also named LKB1/AAK1 dual inhibitor	MedChemExpress	Cat#HY-10371
PP2	Abcam	Cat#ab120308
PP3	Abcam	Cat#ab120617
K252a	Abcam	Cat#ab120419
Importazole	Cayman Chemical	Cat#21491
MG132	Calbiochem	Cat#474790
MDL-28170 (Calpain inhibitor III)	MedChemExpress	Cat#HY-18236
Purvalanol A	Calbiochem	Cat#540500
Roscovitine	Sigma	Cat#R7772
Leptomycin B	Cayman Chemical	Cat#10004976
Selinexor(KPT-330)	Selleckchem	Cat#S7252
Gem21 NeuroPlexTM	GEMINI Bio-products	Cat#400-160
poly-L-Lysine	Sigma-Aldrich	Cat#P2636-1G
laminin	Corning	Cat#354232
SYLGARD® 184 SILICONE ELASTOMER KIT	Dow Corning	Material#1673921
*N*’-*N*’-methylenebisacrylamide solution	Sigma-Aldrich	Cat#M1533
Acrylamide solution	Sigma-Aldrich	Cat#A4058
(3-aminopropyl)triethoxysilan	Sigma-Aldrich	Cat#A3638
Phusion high-fidelity DNA polymerases	Thermo Fisher Scientific	Cat#F530L
Phalloidin Labeling Probes; Alexa Fluor™ 647	Thermo Fisher Scientific/ Invitrogen	Cat#A22287
NMDA	TOCRIS	Cat#0114
D-AP5	TOCRIS	Cat#0106
KN62	TOCRIS	Cat#1277
CNQX	TOCRIS	Cat#0190
**Software**		
ImageJ	Schneider et al, 2012	https://imagej.nih.gov/ij/
Imaris 9.3.1 (Bitplane)	Oxford Instruments	https://imaris.oxinst.com
ezTrack	Pennington et al, 2019	https://github.com/denisecailab/ezTrack
**Other**		
HisTrap column	GE Healthcare	Cat#17-5247-01
Glutathione Sepharose 4B	GE Healthcare	Cat#17-0756-01
Protein G agarose	Roche	11243233001
square-wave electroporation generator	BTX Inc.	model ECM 830
carboxylate-modified FluoSpheres™ microspheres (0.2 μm, blue fluorescing (365/415)	Thermo Fisher Scientific	Cat#F8805
BaseScope™ Duplex Detection Reagent Kit	ACDBio	Cat#323800
Mendeley DATA	Mendeley data	Reserved DOI: 10.17632/9mckw4t9f3.2
Raw and analyzed data of RNA-seq	Gene Expression Omnibus	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE288599 Username: Password:cR9FHFPH0RrP
Protein interaction IP-MS data	PRIDE	Project accession: PXD060131 Token:cR9FHFPH0RrP
Behavior dataset	BioImage Archive	https://www.ebi.ac.uk/biostudies/studies/S-BIAD2140

### Methods and protocols

#### Animals

All animal experiments were conducted according to protocols approved by the Academia Sinica Institutional Animal Care & Utilization Committee. All mice were generated on a C57BL/6J genetic background. Both sexes of mice were used in experiments. Mice were housed for harem breeding when necessary (one male and two females) and maintained in a 14-h light/10-h dark cycle in sterile ventilated cages with access to food and water *ad libitum* at IMB animal facilities. Conditional paxillin-floxed mice (PXN^fl/fl^; PXN cKO) and stop-floxed paxillin^S119A^ knock-in (PXN^S119A/+^; PXN S119A cKI) mouse lines were created by a CRISPR/Cas9 approach targeting *PXN* gene exons 2 and 1 with flanking Loxp sites, respectively (see Appendix Fig. S1A). Restriction fragment length polymorphism (RFLP) and sequencing were employed to validate CRISPR edits, and no off-target mutations were detected. Heterozygous mice were backcrossed for more than ten generations on a C57BL/6J background. PXN^S119A/+^ mice were maintained as a heterozygous colony. Lines of *PXN*^*S119A/+*^ or *PXN*^*f*l/+^ mice were crossed, each with either Nestin-Cre/ER^T2^ (JAX Stock # 016261) or with Fos^2A-iCreER^ (TRAP2) (JAX Stock # 030323) mice. Doubly heterozygous mice were bred with each other to obtain a designated conditional paxillin S119A cKI and paxillin cKO (PXN^S119A/fl^) mouse line, which exhibited the expected Mendelian ratio. Specifically, for TRAP2-driven manipulations, TRAP2; Paxillin^S119A/+^ mice were crossed with TRAP2; Paxillin^fl/fl^ or TRAP2; Paxillinfl/+ mice. This breeding strategy ensured that all possible experimental and control genotypes were present within the same litters. Controls and experimental animals were littermates and underwent identical tamoxifen administration and handling. A shared control group was used across comparisons to maintain statistical power and genotype matching while avoiding redundant controls. Data were collected until each group included at least eight biological replicates.

To prepare tamoxifen stock, 20 mg/mL tamoxifen (Sigma; Cat. #T5648) in corn oil (Sigma; Cat. #C8267) was dissolved by repeated sonication at 30 °C for 5 min and vortexing until complete dissolution was achieved. The working tamoxifen solutions (10 mg/mL) were always used the day they were prepared. To induce neuron-specific (Nestin line) or activity-dependent (TRAP2 line) paxillin S119A cKI and/or paxillin cKO within a sensitive developmental window, mice received intraperitoneal (i.p.) injections of tamoxifen (25 µg/g body weight in corn oil) every other day for three doses, starting at postnatal day 5.

#### Cell culture

Primary cortical neurons were prepared from rat embryos at embryonic day (E) E18 and cultured in Neurobasal medium (Gibco; Cat. #21103049) supplemented with Gem21 NeuroPlex (Gemini Bio-Products; Cat. #400-160-010) (Dotti et al, 1988; Hsu et al, 2015). The Neuro2a mouse neuroblastoma line (CCL-131) was obtained from ATCC and was cultured in MEM (Gibco; Cat. #11090-81 or Corning; Cat. #10-010-CM) supplemented with 10% FBS (Biological Industries) and 1 mM Sodium pyruvate (Gibco; Cat. #11360-070). Cell cultures were regularly confirmed to be mycoplasma-free.

#### Plasmids, antibodies, and materials

pcDNA3-cdk5GFP, pcDNA3-dnCDK, and pcDNA3.1-P25C-GFP plasmids were gifts of Li-Huei Tsai (Addgene plasmids # 1346, #1344, and #1343), paxillin-pEGFP was a gift of Rick Horwitz (Addgene plasmid # 15233) (Laukaitis et al, 2001). Potential paxillin phosphorylation sites were identified by mass spectrometry proteomic analysis. A paxillin siRNA pool containing two siRNAs (paxillin C: 5′-GAUGAGCAGUCCACAGCGA -3′, paxillin D: 5′-CAGCCUAGUGGUUCCAGAU -3′) and a scramble siRNA (Acell non-targeting siRNA #1: 5′-UGGUUUACAUGUCGACUAA-3′) were purchased from Dharmacon (Lafayette, CO). S-to-A or S-to-D point mutations of paxillin^S119^ were introduced using the QuikChange® II XL site-directed mutagenesis protocol (Stratagene, La Jolla, CA) and Flag-paxillin (a gift from Rick Horwitz; Addgene plasmid # 15212) (Webb et al, 2005). A polyclonal antibody recognizing phosphorylated paxillin Ser119 was custom-made by LTK BioLaboratories (Taipei, Taiwan), raised by immunizing rabbits with synthetic phosphopeptides (VGEEEHVY[pSer119]FPNKQKSA, and then subjected to peptide affinity purification and cross-adsorption to ensure antibody specificity and affinity.

#### Shotgun proteomic analysis

For mass spectrometry sample preparation, lysates of rat primary neuronal cultures were prepared at DIV7, after a 2 h incubation with 20 ng/mL BDNF (PeproTech). To inhibit nuclear import, cells were pretreated 16 h with importazole (5 *u*M; Cayman Chemical) followed by addition of 20 ng/mL BDNF for 2 h. To define paxillin phosphorylation sites, snap-frozen brain, liver, and heart tissues were homogenized 1–2 min in a pre-chilled 25 ml tissue grinding jar (RETSCH; Cat. #15739089) with a 2 cm grinding ball (RETSCH; Cat. #10324771) using a mixer mill (RETSCH MM400) at 25 Hz. The resulting powder was dissolved in 10 ml lysis buffer (0.5% NP-40, 50 mM Tris, pH 8.0, 150 mM NaCl, 1 tablet EDTA-free protease inhibitors). Tissue debris was removed by centrifugation at 2000 × *g* for 10 min at 4 °C. Supernatants were ultracentrifuged for 80 min at 100,000 × *g* at 4 °C in a SW 41 Ti swinging-bucket rotor (Beckman). Supernatants were filtered sequentially through 0.8 µm and 0.4 µm filters and then precleaned using a protein G sepharose (Roche) cartridge. One milligram of paxillin polyclonal antibodies (Invitrogen, CAT# PA5-34910) were loaded onto the cartridge and incubated 1 h at room temperature. Paxillin IP’d from lysates was separated on 10% SDS-PAGE gels and stained for 20 min with Coomassie blue under gentle agitation.

After gel destaining, bands corresponding to paxillin and associated proteins were visualized and excised for in-gel digestion overnight in modified trypsin/Lys-C (Promega) at 37 °C. Peptide mixtures were then subjected to shotgun proteomic identification by using NanoLC−nanoESI-MS/MS on a nanoAcquity system (Waters, Milford, MA) connected to the Orbitrap Elite hybrid mass spectrometer (Thermo Electron, Bremen, Germany) equipped with a PicoView nanospray interface (New Objective, Woburn, MA). Peptide mixtures were loaded onto a 75 μm ID, 25 cm length C18 BEH column (Waters, Milford, MA) packed with 1.7 μm particles with a pore size of 130 Å and separated using a 60 min segmented gradient that increased solvent B (0.1% formic acid in acetonitrile) from 5 to 25% in 55 min, followed by 25 to 35% in 5 min, at a 300 nl/min flow rate and a column temperature of 35 °C. Solvent A was 0.1% formic acid in water. The mass spectrometer was operated in data-dependent mode. Briefly, survey full scan MS spectra were acquired in the Orbitrap (m/z 350–1600) with resolution set to 120 K at m/z 400 and automatic gain control (AGC) target at 106. The 20 most intense ions were sequentially isolated for CID MS/MS fragmentation and detection in the linear ion trap (AGC target at 104) with previously selected ions dynamically excluded for 60 s. Ions with single and unrecognized charge state were also excluded.

#### Proteome discoverer label-free quantification

MS and MS/MS raw data were processed by Proteome Discoverer (v 3.0.1.27; Thermo Scientific, Waltham, MA, USA) and searched against the Swiss-Prot protein sequence database with the Mascot server (v.2.8.2; Matrix Science, Boston, MA, USA). Taxonomy was set as Rattus. Search criteria used were trypsin digestion, static modifications set as carbamidomethyl (C), phosphorylation (STY), variable modifications set as oxidation (M) and allowing up to 2 missed cleavages, mass accuracy of 10 ppm for the parent ion and 0.6 Da for the fragment ions mass tolerance. Label-free quantification was performed in Proteome Discoverer without normalization, using both unique and razor peptides to calculate protein abundance. A pairwise ratio-based approach was employed to compare protein levels, and a background-based t-test was conducted to calculate ratio *p* values.

#### RNA isolation and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from primary cultured neurons or brain tissue using TRIzol reagent (Invitrogen, Cat. #15596018) and purified with a RNeasy Kit (Qiagen) based on the manufacturer’s instructions. Sample quality and quantity were assessed using a Nanodrop 2000 system (Thermo Fisher Scientific) to verify the A260/A230 and A260/A280 ratios. Samples with A260/A280 ratios within the 1.8–2.0 range were considered high quality. Subsequently, 600 ng RNA was reverse transcribed using SuperScript IV Reverse Transcriptase (Invitrogen, #18080044) and RNaseOUT Recombinant Ribonuclease Inhibitor (Invitrogen, #10777019).

Quantitative PCR was performed with LightCycler 480 SYBR Green I Master (Roche, Cat. #04887352001), employing the following amplification conditions: initial pre-incubation at 95 °C for 3 min, followed by 36 cycles of 95 °C for 30 s, 55 °C for 30 s, and 72 °C for 60 s. All experiments were conducted in triplicate. Relative gene expression was determined using the 2-ΔΔCt method and normalized to the control sample, with the data presented as fold changes in gene expression. Mouse acidic ribosomal phosphoprotein P0 (36B4) served as the endogenous control for sample normalization.

#### RNA sequencing, cassette exon analysis, and Nanopore long-read sequencing

Total RNA was extracted using a RNeasy Mini Kit (Qiagen; Cat. #74104), and its concentration was determined using a Nanodrop 2000 spectrophotometer and a Qubit fluorometer (both from Thermo Fisher Scientific). RNA quality was evaluated using a 2100 Bioanalyzer (Agilent). Only samples with an RNA integrity number (RIN) >7.5 were further analyzed. One microgram total RNA per sample was used for library preparation using the SureSelect XT HS2 mRNA Library Prep Kit (Agilent Technologies, USA) on the Agilent Bravo Automated Liquid Handling Platform. Libraries were sequenced on an Illumina NovaSeq 6000 platform using 148-bp paired-end reads, generating over 60 million reads per sample. Paired-end raw reads were aligned to the mouse reference genome (GCF_000001635.26; GRCm38.p6) using STAR (v2.7.10), and gene-level read counts were obtained using RSEM (v1.3.3). Subsequent transcriptomic data analysis—encompassing normalization, differential gene expression testing, and K-means clustering—was performed using the BBSC portal, a cloud-based R platform providing specialized bioinformatics applications for RNA-seq analysis from the Bioinformatics Core of the Institute of Molecular Biology, Academia Sinica. 

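The TPM of the cortical cultures were compared with limma for the 14250 genes with a mean of at least 1 TPM over the 48 libraries, in one fit of all groups with Benjamini-Hochberg adjustment. In libraries labelled paxillin siRNA against SC siRNA, 0 genes had an adjusted p-value under 0.05 at DIV3, with 21 at an unadjusted p under 0.05. The 21, like the 229 with BDNF given below, lie under the 712.5 expected by chance. The fit shares its spread over all groups, so the 0 at DIV3 is not evidence that no gene changed. At DIV5, 880 genes had an adjusted p-value under 0.05, 114 higher and 766 lower with paxillin siRNA. At DIV10 there were 367, with 57 higher and 310 lower. With BDNF there were 0 genes at DIV3, with 229 at an unadjusted p under 0.05, 85 at DIV5 (17 higher and 68 lower), and 3 at DIV10 (Etnppl higher, Tmem215 and Kitl lower). The count at DIV5 depended on the cultures in the fit. It was 66 without SC siRNA culture 2 and 2126 without SC siRNA culture 3, and it was 3 when only both DIV5 groups were fitted. With the culture number as a block, 3148 genes passed at DIV5, among them all 880. After rescaling of the TPM by median ratio size factors, 437 genes passed at DIV5, of which 37.5% were higher with paxillin siRNA, against 13.0% before rescaling. The count at DIV10 was 3 without SC siRNA culture 1 and 2659 without SC siRNA culture 3. Of the 880 genes at DIV5, 874 (99.3%) had the same sign at DIV5 with BDNF, in other libraries of mostly the same cultures. At DIV3, 566 (64.3%) had the same sign, and at DIV10, 368 (41.8%) did.
The genes with the largest changes at DIV5 whose groups did not overlap were Ly6g6e (12.0 TPM with paxillin siRNA and 4.02 TPM with SC siRNA, log2 difference 1.34, standard error 0.410, adjusted p = 0.0440 from limma) and Tceal7 (7.58 and 2.43 TPM, 1.31, standard error 0.238, adjusted p = 0.00172 from limma), which were higher. Lrch4 (7.20 and 24.8 TPM, log2 difference -1.61, standard error 0.361, adjusted p = 0.00717 from limma) and H1f5 (0.910 and 4.48 TPM, -1.61, standard error 0.426, adjusted p = 0.0197 from limma) were lower. Ly6g6e lost significance in 6 of the 10 fits that left out one culture, H1f5 in 4, and Lrch4 in 1. At DIV10, Cntf (log2 difference 2.81, adjusted p = 0.000380 from limma) and Icosl (1.68, adjusted p = 0.0323) were higher, and Gm45623 (-2.65, adjusted p = 0.0393) and Slc30a3 (-2.62, adjusted p = 0.0393) were lower. Of the 7 fits that left out one culture, Icosl and Gm45623 each lost significance in 3, Slc30a3 in 4, and Cntf in 0. At DIV5 with BDNF, Slc7a5 (1.38, adjusted p = 0.0465 from limma) and Mthfd2 (1.31, adjusted p = 0.0402) were higher, and Gm29417 (-1.15, adjusted p = 0.0486) and Mtap (-0.93, adjusted p = 0.0376) were lower. Of the 9 fits that left out one culture there, Slc7a5 and Mthfd2 each lost significance in 7, Gm29417 in 8, and Mtap in 6. At DIV10 with BDNF, Tmem215 and Kitl each lost it in 4 of 5 fits and Etnppl in 2, and the count was 0 without paxillin siRNA culture 10 or 11 and 67 without SC siRNA culture 3. A list of 29 RNA-binding proteins and splicing factors, called factors here, was set before the comparison. Of these 29 factors, Ptbp1 and Rbm10 passed at DIV5 over all genes tested. U2af2 passed as well when adjusted over the list alone. The paper drew some of these factors from exons measured in the same cultures, so the counts over the list are not independent evidence. At DIV10, Zfp36, an RNA-binding protein that is not a splicing factor, passed over all genes tested. There 5 factors passed when adjusted over the list alone, Zfp36 among them. At DIV5 with BDNF the counts were 0 and 6, with 9 at an unadjusted p under 0.05. The 6 hold Ezh2, which is not a splicing factor either. Ptbp1 had a log2 difference of -0.67 (adjusted p = 0.0192 from limma), Rbm10 of -0.37 (adjusted p = 0.0277), and Zfp36 of 1.59 (adjusted p = 0.0448), and the groups overlapped for Rbm10 and Zfp36. Of the fits that left out one culture, Ptbp1 lost significance in 2 of 10, Rbm10 in 6 of 10, and Zfp36 in 4 of 7. Of the 13 genes named in the paper, Pxn alone passed at DIV5, with an adjusted p = 0.0186 from limma that lay between 0.00691 and 0.147 over the alternatives and was 0.147 without SC siRNA culture 2. At DIV10, Gabbr1 (log2 difference -1.01, adjusted p = 0.0395 from limma), Unc13a (-1.05, adjusted p = 0.0401), Syt1 (-1.42, adjusted p = 0.0401), and Sptan1 (-0.88, adjusted p = 0.0435) passed, and 10 of the 13 had an unadjusted p under 0.05. Each of these 4 genes was lower with paxillin siRNA in all 4 libraries than in any SC siRNA library, and each lost significance in 4 of the 7 fits that left out one culture, among them the fit without SC siRNA culture 1. After rescaling, Unc13a alone among the 4 remained past the threshold. After rescaling, 0 of the 29 factors passed at DIV5 over all genes tested, with 8 at an unadjusted p under 0.05.
In SC siRNA cultures, BDNF changed 0 genes at DIV10, where 352 had an unadjusted p under 0.05 and 712.5 were expected by chance. It changed 7 genes at DIV5 and 172 at DIV3 (147 higher and 25 lower). Egr2 rose from 1.23 ± 0.751 TPM (SD, n = 3) to 89.7 ± 53.6 TPM (SD, n = 3), a log2 difference of 5.16 (standard error 0.407, adjusted p = 3.86e-11 from limma), and Arc rose from 5.08 to 187 TPM (4.80, standard error 0.474, adjusted p = 1.46e-08 from limma). Mafa (-2.96, adjusted p = 0.00583 from limma) and Cacna1g (-1.95, adjusted p = 0.0127) were lower, and each lost significance in 3 of the 6 fits that left out one culture. At DIV5, Crhbp (3.14, adjusted p = 0.0399 from limma) was higher and Cacna1i (-2.07, adjusted p = 0.00612) and Grm3 (-1.30, adjusted p = 0.0399) were lower, and they lost significance in 6, 1, and 4 of the 8 fits that left out one library. With the culture number as a block, BDNF changed 526 genes at DIV3 and 118 at DIV5. At DIV5, the SC siRNA libraries of cultures 1 and 2 without BDNF belong to another series of library numbers than those with BDNF.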

Aligned BAM files were analyzed with rMATS (v4.1.2) to quantify exon inclusion and exclusion events. For each cassette exon, rMATS calculates a percent spliced-in (PSI or ψ) value, reflecting exon inclusion across samples. The relative inclusion rate was determined as [(PSI_t=n_ − PSI_μ_) / PSI_σ], where PSIμ is the mean PSI and PSI_σ_ the standard deviation of PSI values obtained from DIV0, DIV3, DIV5, and DIV10 neuronal cultures. The “switching time” for an alternative splicing event was defined as the point at which the sign of the next PSI value reversed. Fisher’s exact test was used to assess the statistical significance of trans-acting RBPs associated with exons and adjacent 200-base-pair intronic sequences affected by paxillin KD, focusing on 46 RBPs with eCLIP data available in oRNAment and CLIPdb. Gene Ontology (GO) terms analysis was executed with a P-value threshold of 0.05, applying the Benjamini–Hochberg method for False Discovery Rate (FDR) correction. RNA-seq data have been deposited in the GEO repository with GEO accession number GSE288599.

For Nanopore sequencing, 120 ng of total RNA per sample was used for cDNA synthesis using the SMART-Seq mRNA with UMI kit (Takara, Cat. #634763), following the manufacturer’s instructions. Amplification was performed using 8 PCR cycles, and cDNA fragments shorter than 500 bp were excluded using 0.5× AMPure XP beads (Beckman Coulter). Full-length cDNAs were then prepared for long-read sequencing using the Oxford Nanopore Ligation Sequencing Kit with Native Barcoding (Kit 24 V14, SQK-NBD114.24). Barcoded cDNA libraries were loaded onto a PromethION flow cell (FLO-PRO114M, pore version R10.4.1) and sequenced on a PromethION P2 Solo platform for 72 h. Reads were aligned to the mouse reference genome (mm10) using minimap2 with the parameters -ax splice -t 36 -MD --secondary = yes -Y. Alignments were filtered to retain only primary alignments with a mapping quality (MAPQ) > 50, and then sorted and indexed using SAMtools. Transcript-level read counts were estimated using IsoQuant (v3.6.3) with the mm10 reference genome and the following parameters: “--data_type nanopore --report_novel_unspliced true --report_canonical all --count_exons”.

#### Protein lysate preparation and immunostaining

Cells were transfected using a lentivirus-based system or Lipofectamine 2000 (Invitrogen) based on the manufacturer’s instructions. Cells were lysed in RIPA buffer (Sigma-Aldrich; Cat. #R0278) containing a complete protease inhibitor cocktail (Roche; Cat. #4693116001) and the phosphatase inhibitor PhosSTOP (Roche; Cat. #4906837001). For immunostaining and immunohistochemistry, cells or 50-μm brain cryosections were fixed 12 min in 4% PFA, permeabilized 12 min in 0.3% Triton X-100, and blocked 1–2 h with 3% BSA. Fixed sections were processed for immunostaining using standard procedures. Images were analyzed and processed for presentation using brightness and contrast adjustments with ImageJ software (National Institutes of Health) (Rossner and Yamada, 2004; Schneider et al, 2012).

#### Synaptosome fractionation

Fresh mouse hippocampi were homogenized using a Dounce homogenizer in 0.3 mL of ice-cold buffered sucrose solution containing 10 mM HEPES (pH 7.5), 320 mM sucrose, 10 mM DTT, 5 mM EDTA, and 1 mM EGTA, supplemented with 1× cOmplete™ Protease Inhibitor Cocktail (Roche, Cat. #11697498001) and 1× PhosSTOP™ Phosphatase Inhibitor Cocktail (Roche, Cat. #4906837001). The homogenate was centrifuged at 800 × *g* for 10 min at 4 °C to pellet nuclei and cell debris (P1; “Pellet”). The supernatant was transferred to a fresh tube and centrifuged again at 800 × *g* for 10 min at 4 °C, followed by a second centrifugation at 9200 × *g* for 15 min at 4 °C. The resulting pellet (P2; “Syn”) was collected as the crude synaptosome fraction.

#### Detection of Snap25 exons 5a and 5b in mouse brain slices

P11.5 and P13 mice were transcardially perfused with 20 mL 4% PFA in PBS. Brains were dissected, post-fixed in 10% neutral-buffered formalin (NBF) for 24 h at room temperature, and then processed 24 h for paraffin embedding. Serial sections (5 μm) were cut, deparaffinized in xylene and 100% ethanol, and air-dried before incubation with hydrogen peroxide (H_2_O_2_). Target retrieval was performed according to the manufacturer’s instructions using RNAscope^TM^ Target Retrieval Reagents (Advanced Cell Diagnostics, Inc), followed by digestion with Protease III (BaseScope^TM^ Duplex Reagent Kit, Advanced Cell Diagnostics, Inc) at 40 °C for 30 min. Brain sections were hybridized for 2 h at 40 °C in a HybEZ oven (Advanced Cell Diagnostics) with either the Snap25 exon 5a probe (BA-Mm-Snap25-tv2-1zz-st-C2) diluted 1:50 or the Snap25 exon 5b probe (BA-Mm-Snap25-tv1-1zz-st-C2) diluted 1:100, each combined with a positive control probe solution (Mm-PPIB-3ZZ). Amplification was carried out using AMP1 through AMP12 reagents (BaseScope Duplex Reagent Kit), with AMP7 incubation reduced to 15 min. Red signals served to detect expression of Snap25 exon 5a or 5b, and green signals marked the positive control. Sections were counterstained and mounted with Vectamount mounting medium (Vector Laboratories), ready for imaging.

#### Field potential recordings in hippocampal slices

Mice (P14-P18 for LTD; P35 for all other experiments) were deeply anesthetized with isoflurane before decapitation. Hippocampal slices (450 μm thick) were prepared and maintained in artificial cerebrospinal fluid (aCSF) composed of 119 mM NaCl, 2.5 mM KCl, 26.2 mM NaHCO₃, 1 mM NaH₂PO₄, 1.3 mM MgSO₄, 2.5 mM CaCl₂, and 11 mM glucose, continuously bubbled with 95% O₂/5% CO₂ at room temperature. A surgical cut was made to isolate CA1 by severing CA1-CA3 connections. Picrotoxin (PTX, 100 μM) was added to the aCSF to block GABAA receptor–mediated inhibitory currents. Extracellular field potentials were recorded in the CA1 stratum radiatum using borosilicate glass microelectrodes (Warner Instruments G150F-4) filled with 3 M NaCl (3–4 MΩ resistance). Schaffer collateral fibers were stimulated with 40-μs square-wave pulses delivered through a bipolar tungsten electrode placed 100–400 μm from the recording site. Pulses, ranging from 10 to 200 μ for a maximal duration of 150 μsec, were delivered through a stimulus isolator unit (WPI). Recordings were performed using patch-clamp amplifiers (Molecular Devices Axon MultiClamp 700B), digitized and acquired with WinWCP software. Signals were low-pass filtered at 1 kHz and sampled at 20 kHz using the Clampfit module (pClamp v10.5; Molecular Devices). Recordings were maintained for up to 4 h post-slicing. For input-output (I-O) relationship experiments, slices were stimulated eight times every 15 s with incremental current amplitudes (from 0.2 to 1.1 mA, in 0.1-mA increments). Presynaptic volley amplitude and initial fEPSP slope were measured to assess the I-O curve. For paired-pulse facilitation (PPF) experiments, pairs of pulses repeated six times were delivered at varying intervals. Slopes of the first and second fEPSP were measured to calculate the paired-pulse ratio. Long-term potentiation (LTP) experiments: Following a 10-min baseline recording (15-s intervals) of fEPSPs (0.5–1.0 mV amplitude), LTP was induced by high-frequency stimulation (HFS; 3 trains of 100 Hz for 1 s). Single-pulse stimulation (15-s intervals) resumed for 60 min to assess potentiation. Long-term depression (LTD) experiments: Following a 10-min baseline recording (15-s intervals), LTD was induced by low-frequency stimulation (LFS; 1 Hz for 15 min). Post-LFS fEPSPs were recorded for 60 min to quantify the magnitude of depression.

#### Mouse behavior assessments

Mice used for behavioral experiments were selected based on genotype and littermate availability to ensure balanced and unbiased group assignment. All animals were age-matched and free of overt health issues at the time of testing. Both male and female mice were included in behavioral assessments, with gender balanced across experimental groups unless otherwise noted. No sex-based differences were observed in preliminary analyses; therefore, data from both sexes were combined. Beginning at P5, test mice received IP tamoxifen injections (25 µg/g body weight in corn oil) every other day for three doses to induce paxillin S119A cKI and/or paxillin cKO before mice entered a sensitive phase of neuronal development. After this regimen and standard weaning, we conducted behavioral evaluations using four paradigms based on institutional and ethical guidelines. Test mice were brought to the behavioral testing room in test conditions and allowed to habituate for at least 16 h. During testing, overhead lighting was minimized to avoid anxiogenic effects, and the light intensity was measured at the center of all apparatuses to ensure evenly lighting. Video analyses were performed using ezTrack (Pennington et al, 2019), a free open-source behavioral tracking pipeline.

In the open-field test, each mouse (at P35–P45) was placed in a square polyvinyl chloride arena (40 cm × 40 cm) for 10 min to measure overall locomotor activity, anxiety-like behavior (percentage of time spent in center vs. periphery), and exploratory patterns.

The three-chamber social behavior test was used to assess sociability and preference for social novelty by quantifying time spent interacting with an unfamiliar mouse compared to an inanimate object or a familiar mouse. The apparatus consisted of three connected compartments (each 20 cm × 40 cm), separated by transparent walls with small openings that could be opened or closed. In the habituation phase, test mice (at P35–P45) were placed in the central chamber and allowed 10 min of free exploration of the three compartments with side chambers empty. For the sociability test, an age-, sex-, and strain-matched unfamiliar wild-type mouse (Stranger 1) was placed under a wire pencil cup in one side chamber, while a paper ball (under a similar pencil cup) was in the opposite. Test mice were then given 10 min to explore both side chambers, with time spent in each recorded. Then, the paper ball was replaced with another unfamiliar wild-type mouse (Stranger 2), while Stranger 1 remained in its original compartment. Test mice again had 10 min of free access to all three compartments, and time spent interacting with each mouse was assessed to evaluate social novelty preference.

The novel object recognition (NOR) test was carried out in a polyvinyl chloride arena (40 cm × 40 cm) designed to assess the animal’s memory of previously encountered objects and consisted of habituation, familiarization, and test phases. During the first test, mice (at P65–P75) were allowed to explore the arena for 5 min to minimize novelty-related anxiety. On the following day, familiarization was conducted by placing two identical Falcon tubes at opposite corners of the same half of the arena. Test mice were then placed in the center and permitted to explore for 8 min, and the time spent investigating each tube was recorded. Two hours later, test mice were returned to the arena for the test phase, in which one tube (familiar object) was replaced with a novel object (a LEGO), and the time spent interacting with each over 8 min was used to calculate a recognition index, indicating memory for the familiar object. To prevent bias from olfactory cues, the arena and objects were thoroughly cleaned with 70% ethanol between trials. The NOR test was conducted under both baseline conditions and after imposing subthreshold stress via a physical restraint protocol, in order to assess stress-induced changes in performance. On 2 consecutive days, mice (at P90) were individually placed in a ventilated plastic bag for two hours, limiting movement while ensuring adequate ventilation. Following each session, mice were returned to their home cages and allowed free access to food and water.

The Y-maze spontaneous alternation test was used to assess short-term spatial working memory. The Y-maze consisted of three identical arms, each marked by a unique visual cue. In the training phase, one arm was blocked, allowing mice to freely explore only the “home” or “familiar” arm for 5 min. Then, mice were returned to the home cage for 1 h. In the test phase, mice were reintroduced to and allowed free access to all three arms, including a newly opened “novel” arm, for 5 min. The percentage of alternations was calculated by dividing the number of successful alternations by the total number of possible alternations (i.e., total arm entries minus two). Time spent in each arm and the pattern of arm entries (i.e., spontaneous alternation) were recorded to assess short-term spatial working memory. To eliminate olfactory cues, the maze was thoroughly cleaned with 70% ethanol between trials.

#### Statistical analysis

All statistical analyses were performed using GraphPad Prism. For comparisons between two groups in biochemical assays, N/C ratio, RT-qPCR, and animal behavior tests, multiple unpaired two-tailed *t*-tests were used unless otherwise specified. For comparisons across multiple groups in immunofluorescence staining assays and ePhys experiments, one-way ANOVA followed by post hoc tests (e.g., Tukey’s or Dunnett’s) was applied. In analyses involving multiple comparisons across repeated measures (e.g., paired-pulse ratios), multiple unpaired *t*-tests were performed. For linear trend comparisons (e.g., input-output curves), linear regression analysis was used to assess differences in slope between groups. Statistical significance was defined as *p* < 0.05. The specific statistical tests used for each figure are detailed in the corresponding figure legends.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Source data Fig. 4G

Figure EV1C Source Data

Figure 1F Source Data

Figure 1H Source Data

Figure 2B Source Data

Figure 2D Source Data

Figure 4E Source Data

Figure EV3C Source Data

Figure EV3D Source Data

Figure EV4B Source Data

Figure EV4F Source Data

Expanded View Figures

## Data Availability

The datasets produced in this study are available in the following databases: Protein interaction IP-MS Data: PRIDE PXD060131. RNA-seq and Nanopore data: Gene Expression Omnibus GSE288599. Biochemistry dataset: Mendeley Data (10.17632/9mckw4t9f3.2). Imaging dataset: BioImage Archive S-BIAD2140. Behavior dataset: BioImage Archive S-BIAD2143. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00560-8.

# Supplementary material for: Nuclear paxillin functions as a molecular switch for alternative splicing in neurons during a critical period of brain development
**Source:** EMBO J. 2025 Sep 9;44(21):5965–92. doi: 10.1038/s44318-025-00560-8
**Supplement:** Supplementary file 1 — Appendix

## **Appendix for: "Nuclear paxillin functions as a molecular switch for alternative splicing in neurons during a critical period of brain development"**

### **Table of contents:**

|                    |       |
|--------------------|-------|
| Appendix Figure S1 | 1-2   |
| Appendix Figure S2 | 3-4   |
| Appendix Figure S3 | 5     |
| Appendix Figure S4 | 6     |
| Appendix Figure S5 | 7     |
| Appendix Figure S6 | 8-9   |
| Appendix Figure S7 | 10    |
| Appendix Figure S8 | 11    |
| Appendix Figure S9 | 12-13 |

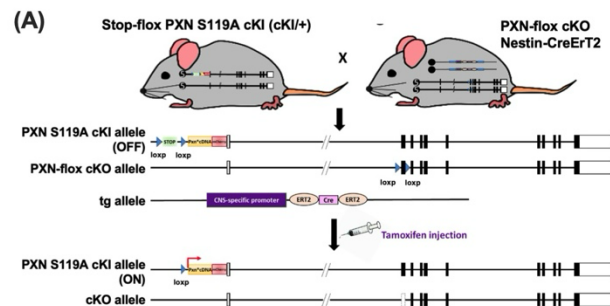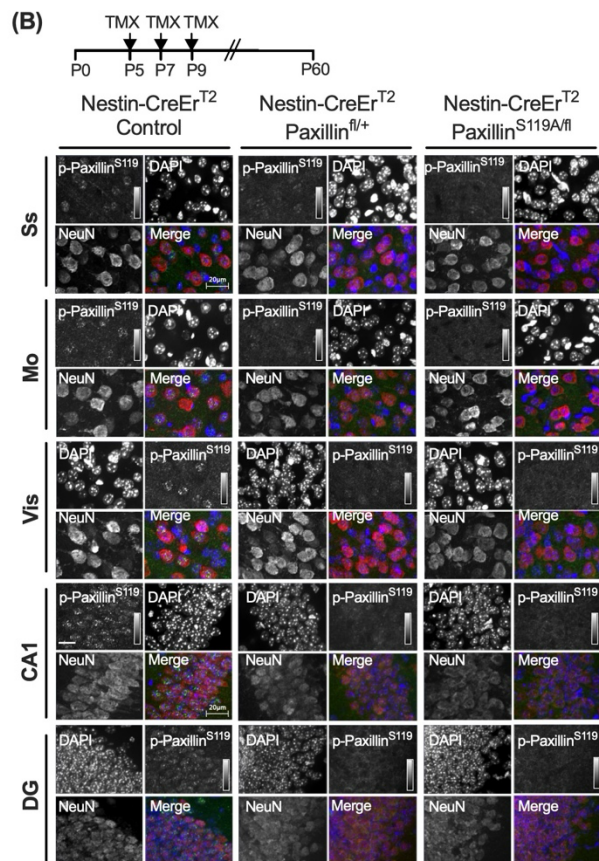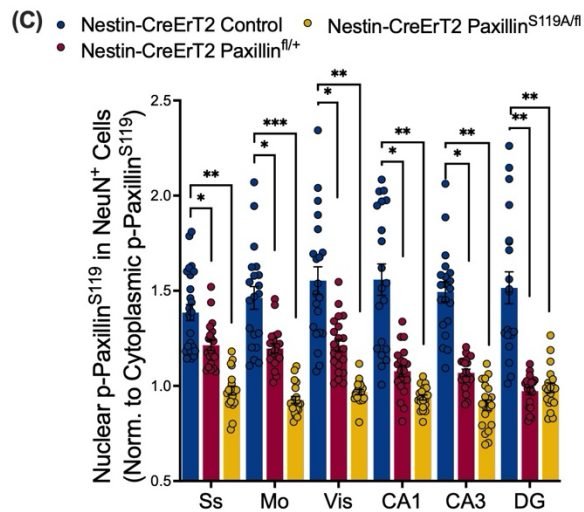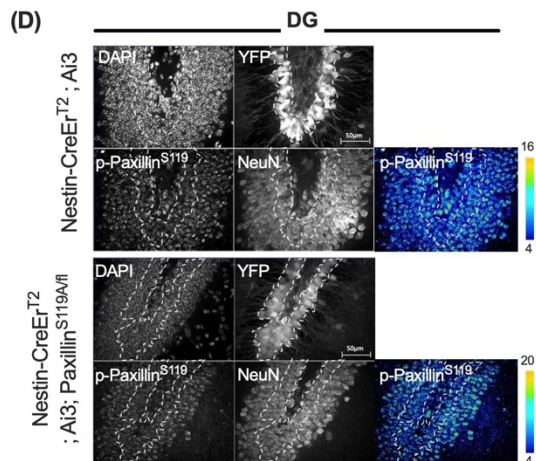

- YFP(-) cells in Nestin-CreErT2; Ai3/+; Paxillin<sup>fl/+</sup>
- YFP(+) cells in Nestin-CreErT2; Ai3/+; Paxillin<sup>fl/+</sup>
- YFP(-) cells in Nestin-CreErT2; Ai3/+; Paxillin<sup>S119A/fl</sup>
- YFP(+) cells in Nestin-CreErT2; Ai3/+; Paxillin<sup>S119A/fl</sup>

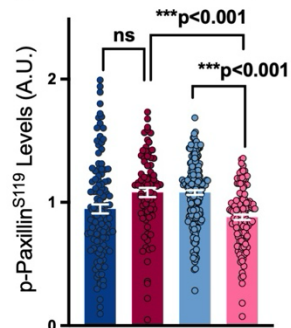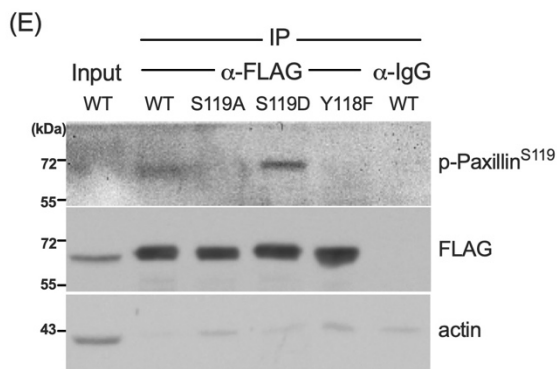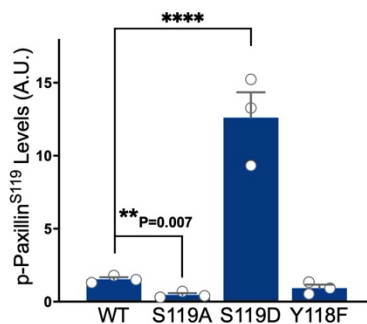

## Appendix Figure S1. Validation of p-Paxillin<sup>S119</sup> Antibody Specificity.

**(A)** Schematic illustrating engineering of doubly heterozygous, conditional paxillin<sup>S119A</sup> knock-in (cKI) and paxillin-floxed (cKO) mouse lines.

**(B)** Images of brain sections obtained from neuronal paxillin<sup>S119A</sup> cKI or paxillin cKO mice and control littermates stained at P65 with DAPI and with antibodies against p-Paxillin S119 and NeuN. **(C)** Histogram summarizing average p-Paxillin<sup>S119</sup> intensity  $\pm$  SEM, normalized to E17 in different brain regions from experiments similar to those shown in **(B)** ( $n = 3$  cortices per brain area;  $>20$  NeuN+ cells per group;  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$  compared to controls, one-way ANOVA followed by Dunnett's Multiple Comparison test). Ss: somatosensory cortex. Mo: motor cortex. Vis: visual cortex. DG: dentate gyrus.

**(D)** Similar to **(B&C)**, except Ai3<sup>+</sup>NeuN<sup>+</sup> dentate gyrus granule cells were selected for quantification. Data represents means  $\pm$  SEM (normalized to E17;  $n = 3$  cortices per brain area; 79-181 Ai3<sup>+</sup>NeuN<sup>+</sup> cells per group;  $*p < 0.05$ ,  $**p < 0.01$ ,  $***p < 0.001$  compared to controls, one-way ANOVA followed by Dunnett's Multiple Comparison test). In some right panels, p-Paxillin<sup>S119</sup> staining intensity is indicated by maps on a linear scale.

**(E)** Western blots of FLAG immunoprecipitates from Neuro2A cells transfected with FLAG-tagged WT or indicated paxillin mutants, based on immunoblotting with antibodies against phospho-paxillin<sup>S119</sup> and FLAG. Histograms summarize quantitative measurements of mean intensity  $\pm$  SEM of phospho-paxillin<sup>S119</sup> ( $n = 3$  independent experiments;  $**p < 0.01$ ,  $****p < 0.0001$  compared to WT control group by multiple unpaired t-test).

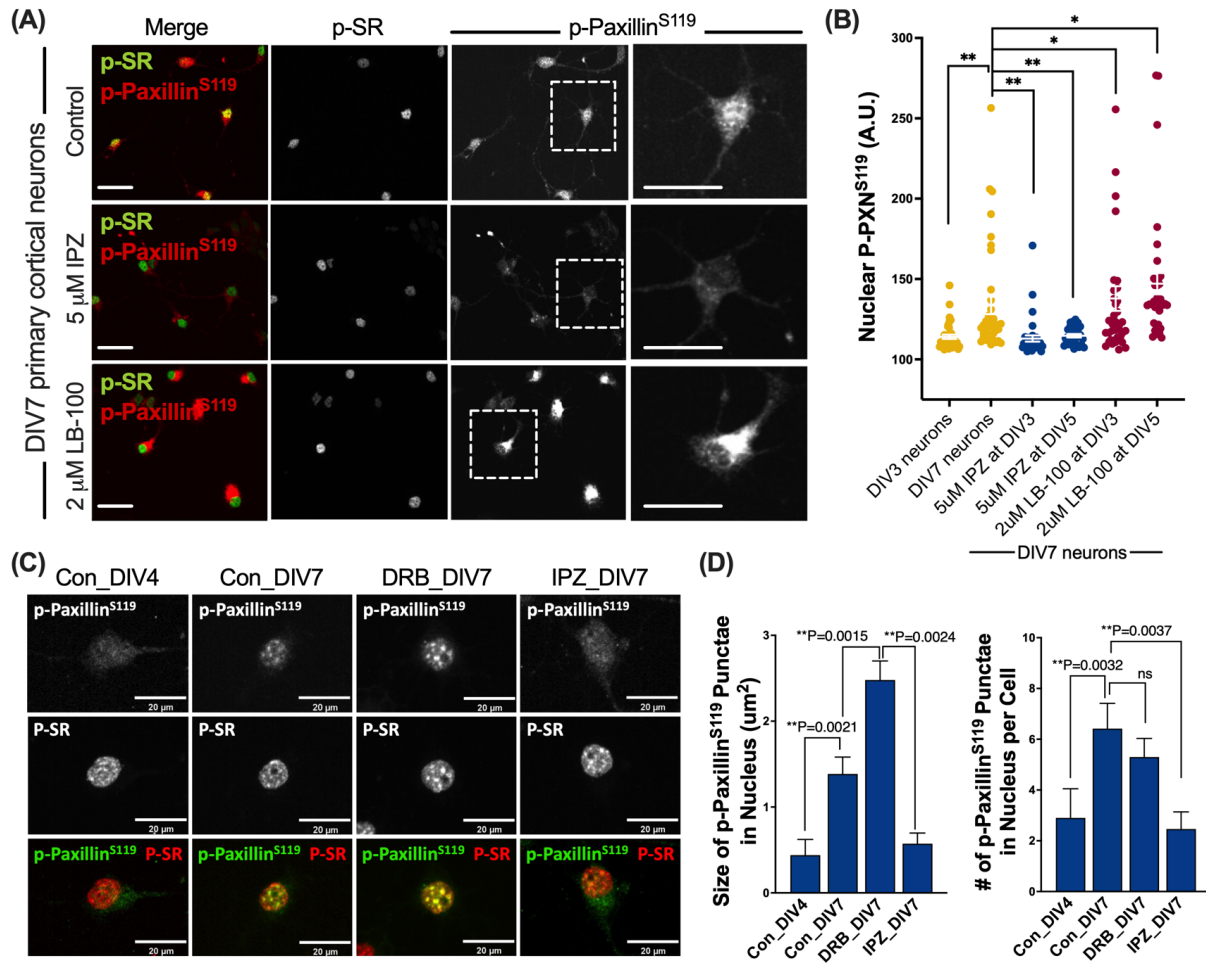

**Appendix Figure S2. p-PaxillinS119 Localization to Nuclear Speckles in DIV7 Neurons is Dependent on Active Nuclear Import.**

**(A & B)** Nuclear importin activity is required for p-Paxillin<sup>S119</sup> nuclear localization in DIV7 neurons. Representative images of DIV 7 rat primary neuronal cultures treated with the importin inhibitor IPZ (5  $\mu$ M) or the protein phosphatase 2A inhibitor LB-100 (2  $\mu$ M), stained with antibodies against p-Paxillin<sup>S119</sup> and the nuclear speckle marker, i.e., a collection of phosphorylated SR splicing factors (p-SR), as indicated. Scale bar, 20  $\mu$ m. **(B)** Plot summarizing levels  $\pm$  SEM of nuclear p-Paxillin<sup>S119</sup> in treatment conditions shown in **(A)** (n = 3 independent cultures; \*p < 0.05, \*\*p < 0.01 compared to untreated DIV7 neurons, multiple t-tests).

**(C & D)** Similar to (A&B), except transcription inhibitor 5,6-Dichloro-1-beta-D-ribofuranosylbenzimidazole (DRB) was used to treat DIV 7 neurons. Note that both nuclear speckles and p-Paxillin S119 punctae are enlarged following DRB treatment. Data represents average size  $\pm$  SEM (n = 3 independent cultures; 30-40 cells per group; \*\*p < 0.01 compared to untreated DIV7 neurons by multiple t-test; left panel) and number  $\pm$  SEM (n = 30-40 cells from 3

independent experiments; ns, non-significant; \*\* $p < 0.01$  compared to untreated DIV7 neurons; right panel) of p-Paxillin<sup>S119</sup> punctae in the nucleus.

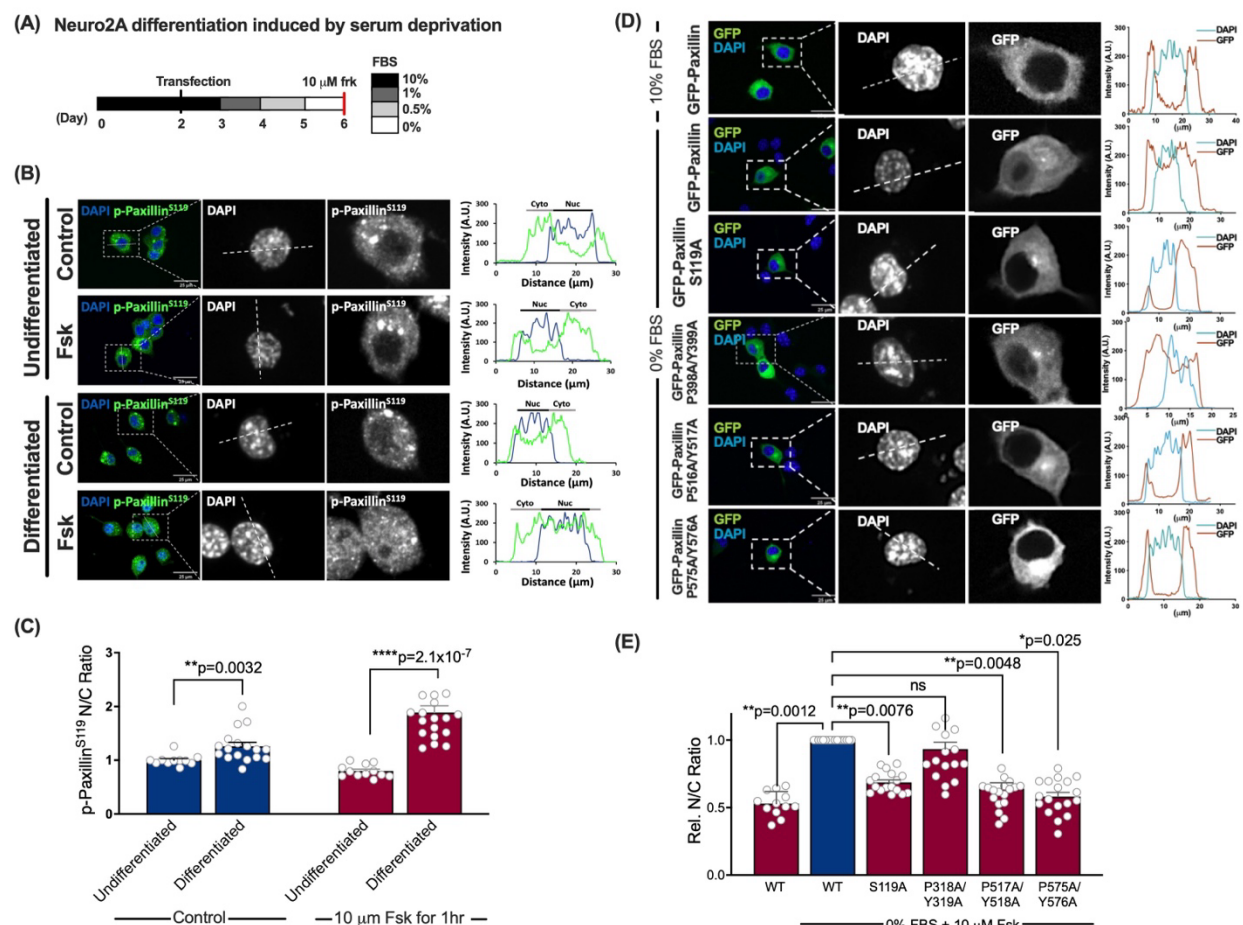

### Appendix Figure S3. S119 Phosphorylation and the PY-NLS Motif Facilitate Paxillin Nuclear Translocation.

**(A)** Schematic of the serial serum-deprivation procedure used to induce Neuro2A cell differentiation.

**(B)** Images of undifferentiated and differentiated Neuro2A cells treated with or without 10  $\mu$ M forskolin (Fsk), and stained with DAPI and antibodies against endogenous p-Paxillin<sup>S119</sup>.

**(C)** Histograms show the increased nuclear-to-cytoplasmic (N/C) ratio  $\pm$  SEM (n = 3 independent experiments; 15–20 cells per condition) of p-Paxillin(S119) in undifferentiated versus differentiated Neuro2A cells, with or without forskolin treatment (\*\*p < 0.01, \*\*\*\*p < 0.0001 compared to undifferentiated cells, multiple t-tests).

**(D)** Similar to B & C, except cells were transfected with plasmid encoding GFP fused with either WT or indicated paxillin variants. Data represents mean  $\pm$  SEM (n = 3 independent experiments; 15–20 cells each group, ns, non-significant, \*p < 0.05, \*\*p < 0.01; multiple t-tests).

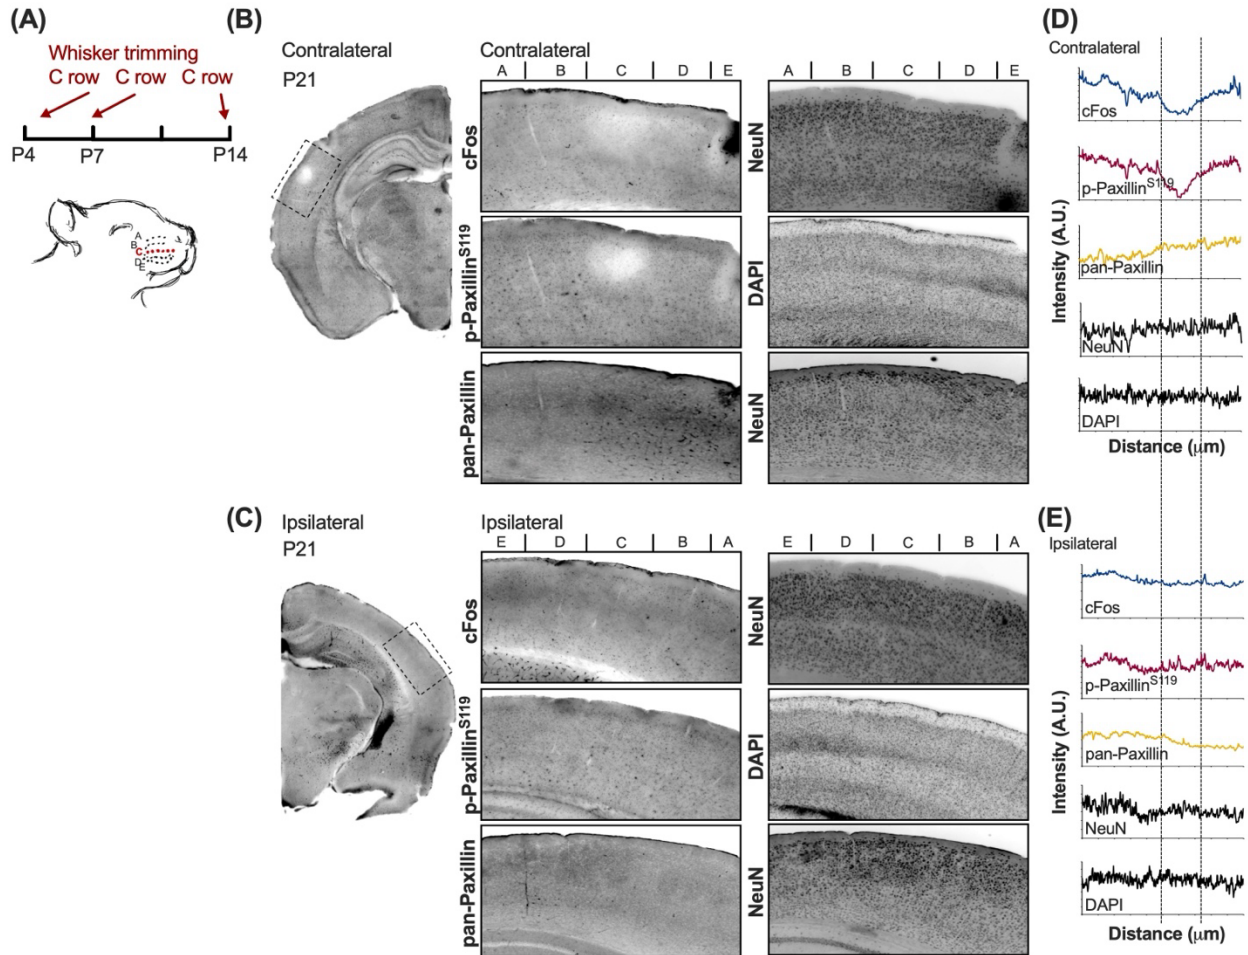

#### Appendix S4. Reduced Paxillin S119 Phosphorylation Coincides with Decreased c-Fos Expression in the Barrel Cortex Following Whisker Deprivation.

**(A)** Schematic of the whisker-trimming timeline, in which all of C-row was plucked on indicated days.

**(B–E)** Representative fluorescent immunohistochemical images **(B & C)** and corresponding intensity profiles **(D, E)** from the barrel cortex of P21 mice subjected to whisker deprivation. Note that in the hemisphere contralateral to trimmed whiskers **(B & D)**, p-Paxillin<sup>S119</sup> and c-Fos levels are reduced in the C-column, while no reduction is observed in pan-Paxillin levels or in the ipsilateral hemisphere **(C & E)**.

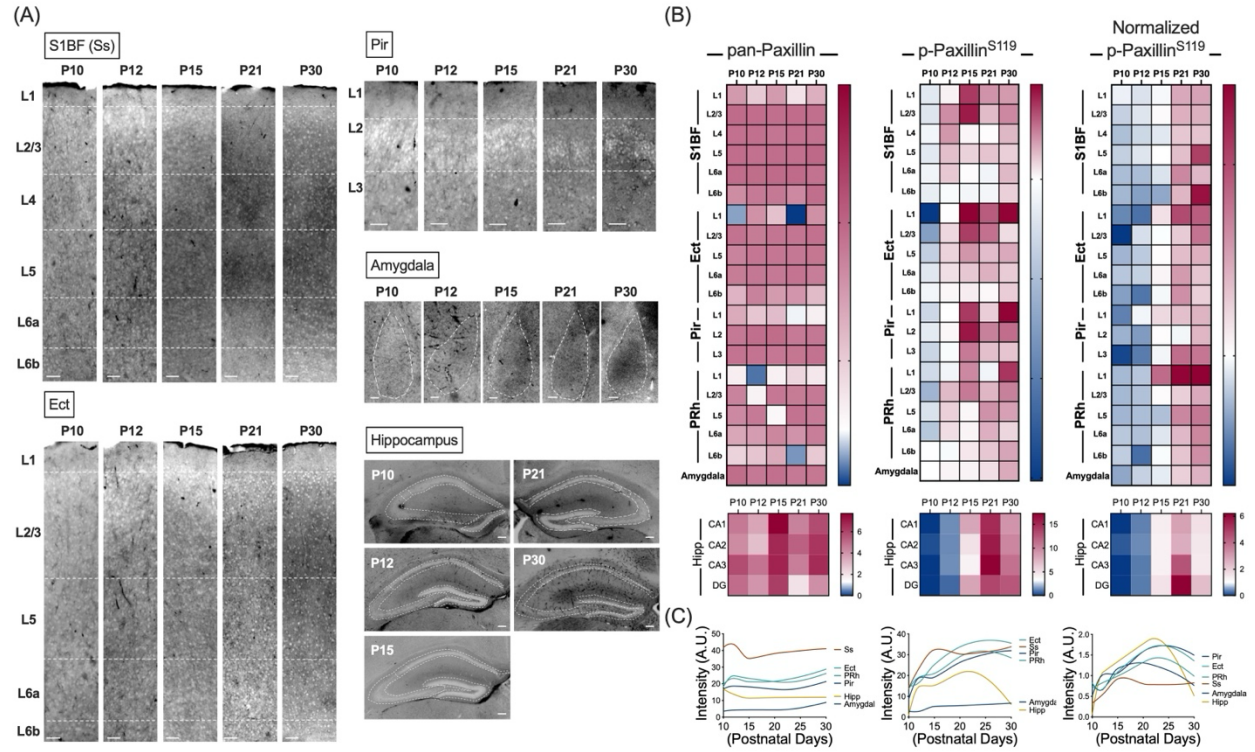

**Appendix Figure S5. Expression Patterns of pan-Paxillin and p-Paxillin<sup>S119</sup> in the Developing Mouse Brain.**

**(A)** Immunohistochemistry of coronal sections of mouse brain showing pan-Paxillin staining at indicated postnatal days. Scale bar, 50  $\mu$ m. **(B)** Heatmaps (n = 3 cortices per brain regions) showing quantification of staining intensity for pan-Paxillin, p-Paxillin<sup>S119</sup>, and normalized p-Paxillin<sup>S119</sup> (p-Paxillin<sup>S119</sup> / pan-Paxillin) of in indicated brain regions, at indicated postnatal days. S1BF/Ss, somatosensory barrel field; Pir, piriform cortex; Ect, ectorhinal cortex; PRh, perirhinal cortex. **(C)** Akima spline fits of pan-Paxillin, p-Paxillin<sup>S119</sup>, and normalized p-Paxillin<sup>S119</sup>. Traces (n = 3 cortices per brain area) show staggered peak expression of p-Paxillin<sup>S119</sup>, but not pan-Paxillin, across brain regions, with intensity maxima at P15 (red), P21 (yellow), P25 (green-blue), and P30 (dark blue).

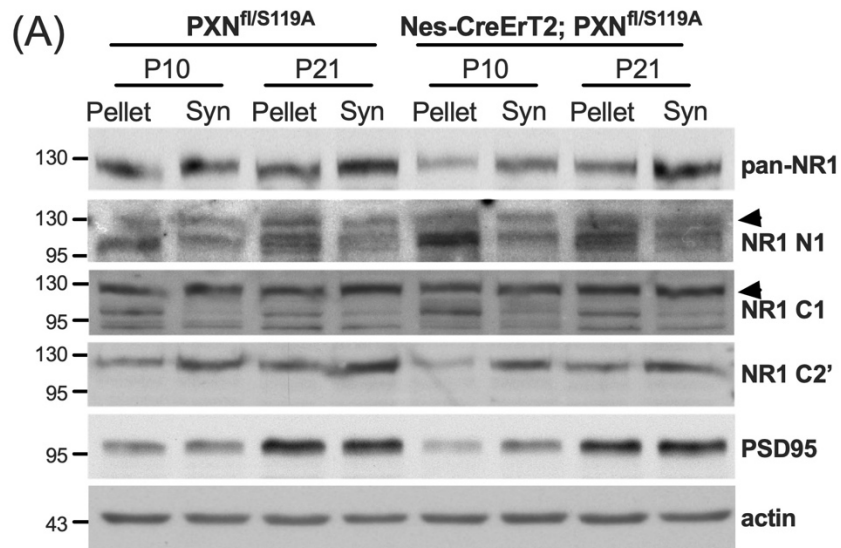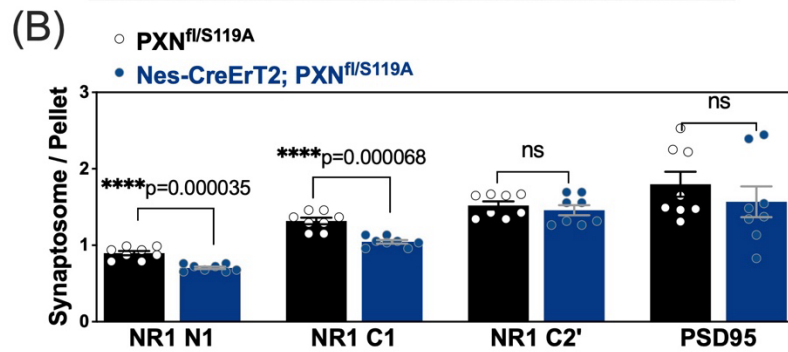

(C) Nanopore cDNA sequencing

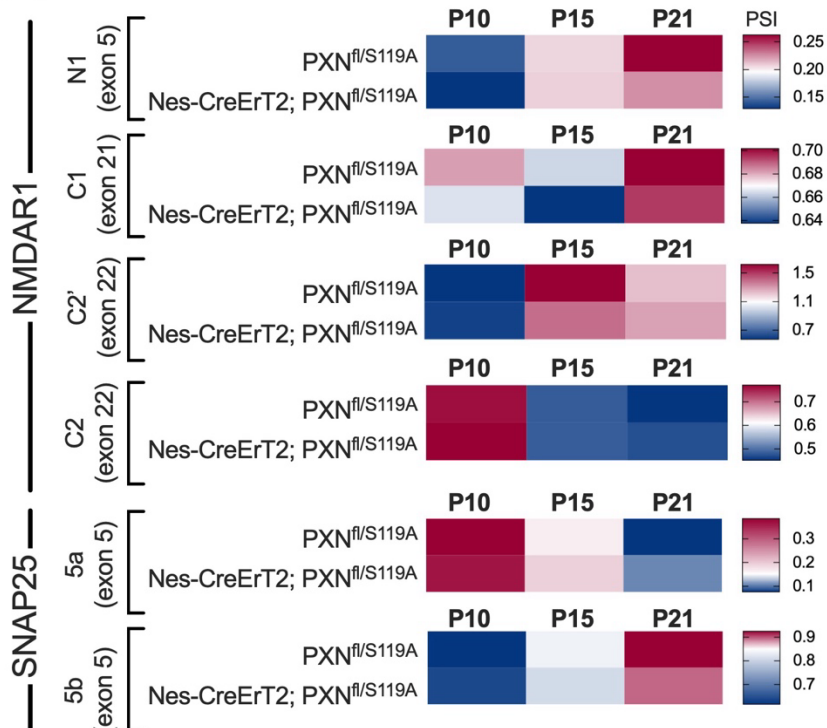

**Appendix Figure S6. Loss of Paxillin S119 Phosphorylation Alters NMDAR1 Splicing and Impacts Isoform Enrichment in Synaptosomes.**

**(A)** Western blotting of crude synaptosome (Syn) and membrane pellet fractions from hippocampal tissue of Nes-CreErT2;  $PXN^{fl/S119A}$  mice and littermate controls ( $PXN^{fl/S119A}$ ) at indicated postnatal days. Blots were probed with antibodies recognizing total NMDAR1 (“pan-NR1”), splice variants containing the N1, C1, and/or C2’ domains, along with PSD95 and actin as loading controls.

**(B)** Quantification of synaptosome-to-pellet (Syn/Pellet) ratios for the indicated NR1 variants and PSD95. Data represent mean  $\pm$  SEM (n = 8 hippocampi per group; \*\*\*\*p < 0.0001; ns, not significant, by multiple unpaired two-tailed t-tests)

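The percent spliced-in value of an exon is the share of transcripts that include it. Grin1 (ENSMUSG00000026959.13), the gene of NMDAR1, lies on the minus strand of chromosome 2 from 25291181 to 25319187 in GRCm38. The N1 exon is 63 bp long, from 25311343 to 25311405, and the C1 exon is 111 bp long, from 25294438 to 25294548. Of the 8 Grin1 transcripts with reads in the hippocampus, 3 could be assigned by their exons, and these held between 62.2% and 73.96% of the Grin1 reads. The assigned reads numbered between 94 and 702 per library. Of these 3 transcripts, 1 contains the N1 exon and 1 contains the C1 exon (NM_008169.3). The share of N1 was 6.35% ± 0.713 (SD, n = 2) in control and 5.38% ± 0.0833 (SD, n = 2) in S119A hippocampus at P10. It was 9.88% ± 0.530 (SD, n = 2) in control and 10.8% ± 2.54 (SD, n = 2) in S119A at P15, and 14.7% ± 7.79 (SD, n = 2) and 12.2% ± 3.66 (SD, n = 2) at P21. The share of C1 was 54.9% ± 0.406 (SD, n = 2) in control and 53.6% ± 4.11 (SD, n = 2) in S119A at P10. At P15 it was 21.2% ± 20.5 (SD, n = 2) and 24.1% ± 21.6 (SD, n = 2), and at P21 it was 25.7% ± 19.8 (SD, n = 2) and 29.0% ± 27.9 (SD, n = 2). These large spreads came from the libraries numbered 2, in which the share of C1 lay between 6.69% and 11.7% at P15 and P21. In the libraries numbered 1 at these ages it lay between 35.6% and 48.8%. NM_008169.3 ends in a longer last exon than the other assigned transcripts, and its richest window holds 85% G and C, against 76% in each of the others. Its reads also count in the total of the N1 share. At P21, the share of N1 was 20.2% (control) and 14.8% (S119A) in the libraries numbered 2, against 9.20% and 9.63% in those numbered 1. At P15, it was 9.51% and 12.6% against 10.3% and 8.98%. The rise of N1 with age and its difference at P21 may thus reflect these libraries. With all reads of the unassigned transcripts counted as including or as skipping the exon, the share of N1 in control hippocampus at P10 would lie between 4.03% and 40.4%, and that of C1 between 34.9% and 71.3%.

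**Figure D5:**
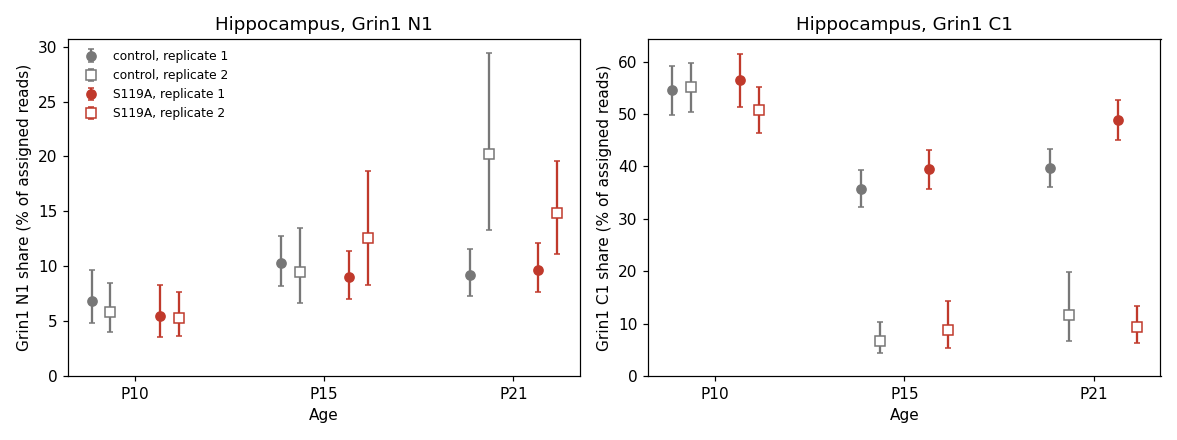
Shares of the N1 exon (left) and the C1 exon (right) of Grin1 (% of assigned reads) in each hippocampus library by age and genotype, with 95% Wilson intervals. At P15 and P21, the share of C1 in the libraries numbered 2 (open squares) lies between 6.69% and 11.7%.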

**(C)** Heatmaps (n = 2 hippocampi per time point) from nanopore-based long-read cDNA sequencing showing percent spliced-in (PSI) values of NMDAR1 and Snap25 RNA isoforms in  $PXN^{fl/S119A}$  and Nes-CreErT2;  $PXN^{fl/S119A}$  hippocampus at indicated time points.

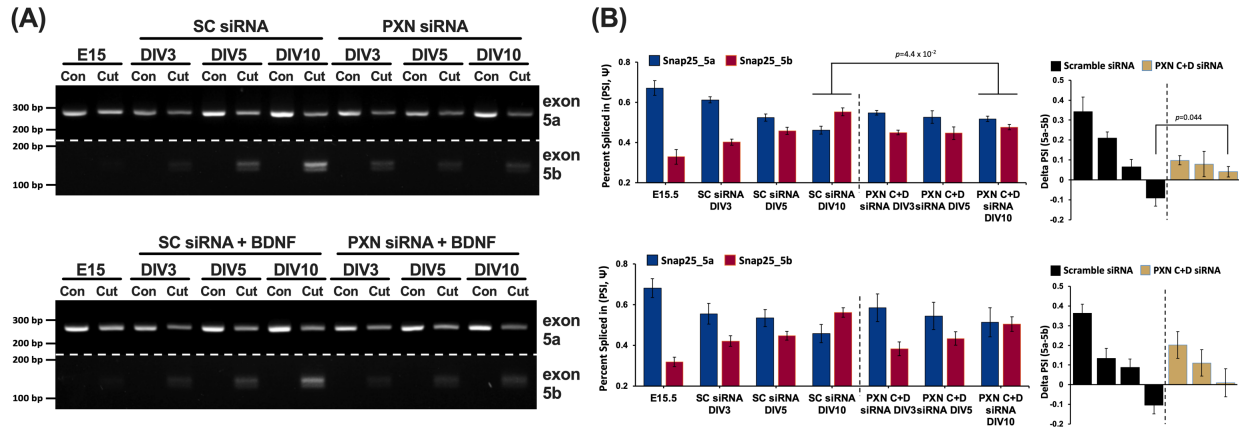

**Appendix Figure S7. Related to Figure 5. Paxillin Knockdown Decreases Levels of SNAP25 Isoform 5b mRNA.**

**(A)** Representative images of agarose gels showing RT-PCR products from primary neuronal cultures treated with scrambled control or paxillin siRNA, in the presence or absence of 20 ng/ml BDNF, as indicated. Gels show Snap25 isoforms 5a (270 bp) and 5b (160 bp), identified by AvrII digestion ("cut") or left undigested ("Con").

**(B)** Histogram summarizing relative inclusion (PSI) and changes in relative inclusion ( $\Delta PSI = PSI_{5a} - PSI_{5b}$ ) for exons 5a and 5b in all experiments shown in **(A)**. Data represent mean  $\pm$  SEM ( $n = 4$  independent cultures per group; \* $p < 0.05$ , multiple t-test).

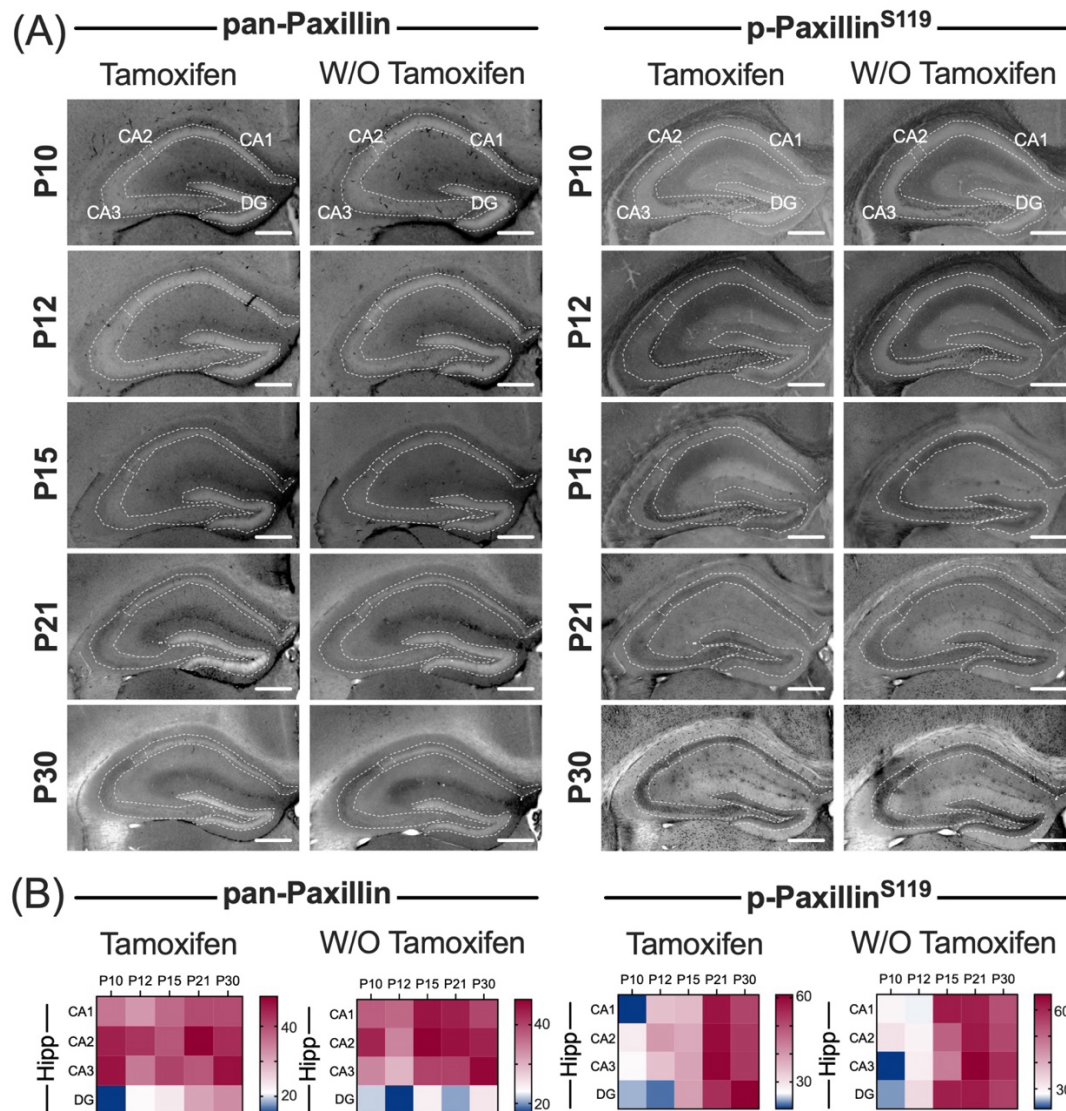

**Appendix Figure S8. Validation of p-Paxillin<sup>S119</sup> Expression in Mice with or without Tamoxifen Administration.**

**(A)** Representative immunohistochemistry images of hippocampal sections at indicated postnatal days from mice administered with or without tamoxifen at P5, P7, and P9. Sections were stained with antibodies against total Paxillin ("pan-Paxillin"; left panels) or phosphorylated Paxillin at serine 119 ("p-Paxillin<sup>S119</sup>"; right panels). Hippocampal subregions CA1, CA2, CA3, and dentate gyrus (DG) are outlined with dotted lines. Scale bar, 200  $\mu$ m. **(B)** Heatmap (n = 3 hippocampi per time point) summarizing average intensity of pan-Paxillin and p-Paxillin<sup>S119</sup> in all experiments shown in **(A)**.

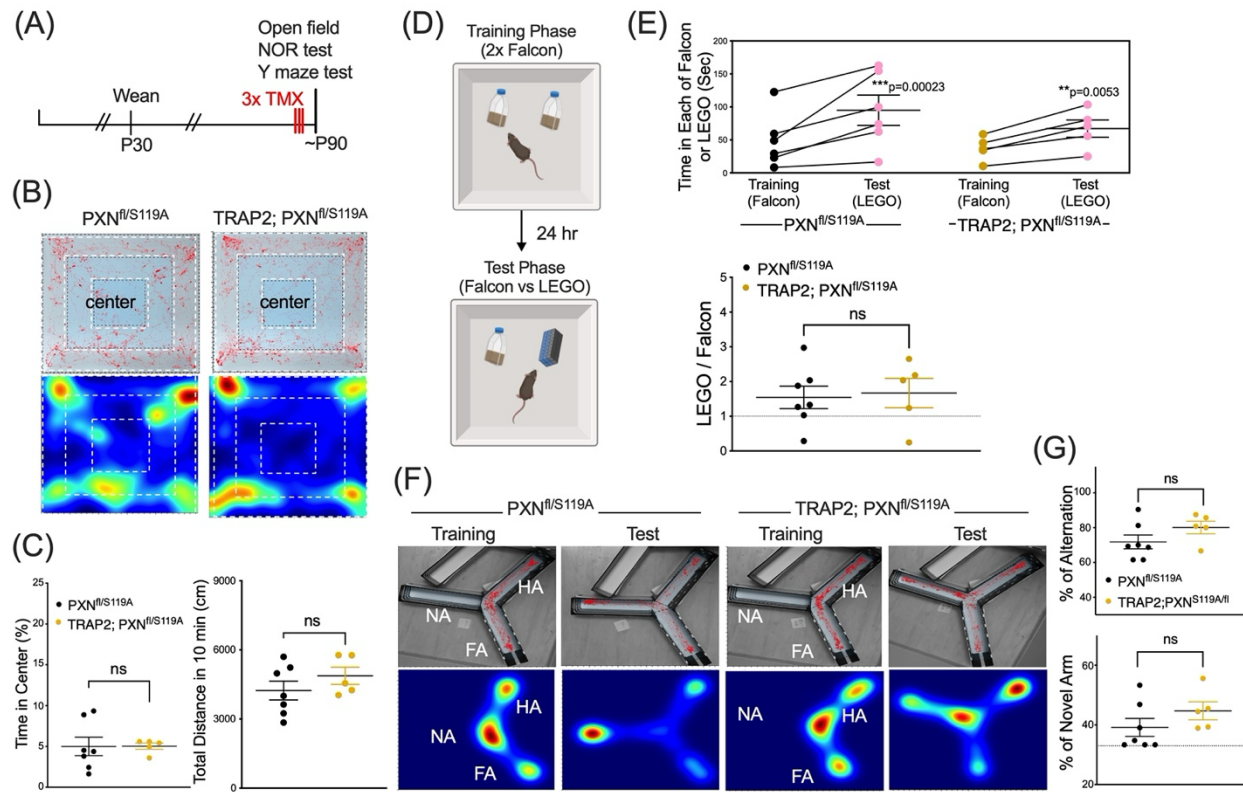

**Appendix Figure S9. Late Induction of Postnatal p-Paxillin<sup>S119</sup> Deficiency Does Not Promote Significant Deficits in Working Memory in Mice.**

**(A)** Schematic showing induction of TRAP2 adult mice (~P90) via tamoxifen (TMX) injections, delivered three times (once every other day) starting one week prior to behavioral testing.

**(B&C)** Open field test assessing locomotor activity and anxiety-like behavior in TRAP2; PXN<sup>S119A/fl</sup> mice and littermate controls. **(B)** Representative movement traces and corresponding heatmaps over a 10 min test session. **(C)** Plot shows percentage of time and total distance traveled by mouse groups (± SEM; n > 5 mice per group; ns, not significant compared to controls by t test) in a 10-min session.

**(D&E)** Novel object recognition test designed to measure the ability to discriminate a novel (LEGO) from a familiar (Falcon tube) object. **(D)** Schematic of training (two identical Falcon tubes) and test phase (Falcon vs. novel LEGO object) with a 24-hour retention interval. **(E)** Plot showing that mean time spent exploring each object during training and test phases (top). TRAP2; PXN<sup>fl/S119A</sup> and control mice both spent significantly more time with the novel object during the test. LEGO/Falcon exploration ratios (bottom) were not significantly different between groups. Data represent mean ± SEM (n > 5 mice per group; \*\*p < 0.01, \*\*\*p < 0.001; ns, not significant compared to training phase; paired t-test).

**(F, G)** Y-maze spontaneous alternation test assessing spatial working memory. **(F)** Representative exploration traces and heatmaps from training (exposure to two arms) and test (access to all three arms).

**(G)** Quantification of spontaneous alternation (top) and percent entries into the novel arm (bottom) showed no significant differences between groups. Data represent mean  $\pm$  SEM ( $n > 5$  mice per group; ns, not significant; paired t-test). HA, home arm; NA, novel arm; FA, familiar arm.

# Supplementary material for: Nuclear paxillin functions as a molecular switch for alternative splicing in neurons during a critical period of brain development
**Source:** EMBO J. 2025 Sep 9;44(21):5965–92. doi: 10.1038/s44318-025-00560-8
**Supplement:** Supplementary file 17 — Expanded View Figures

## Expanded View Figures

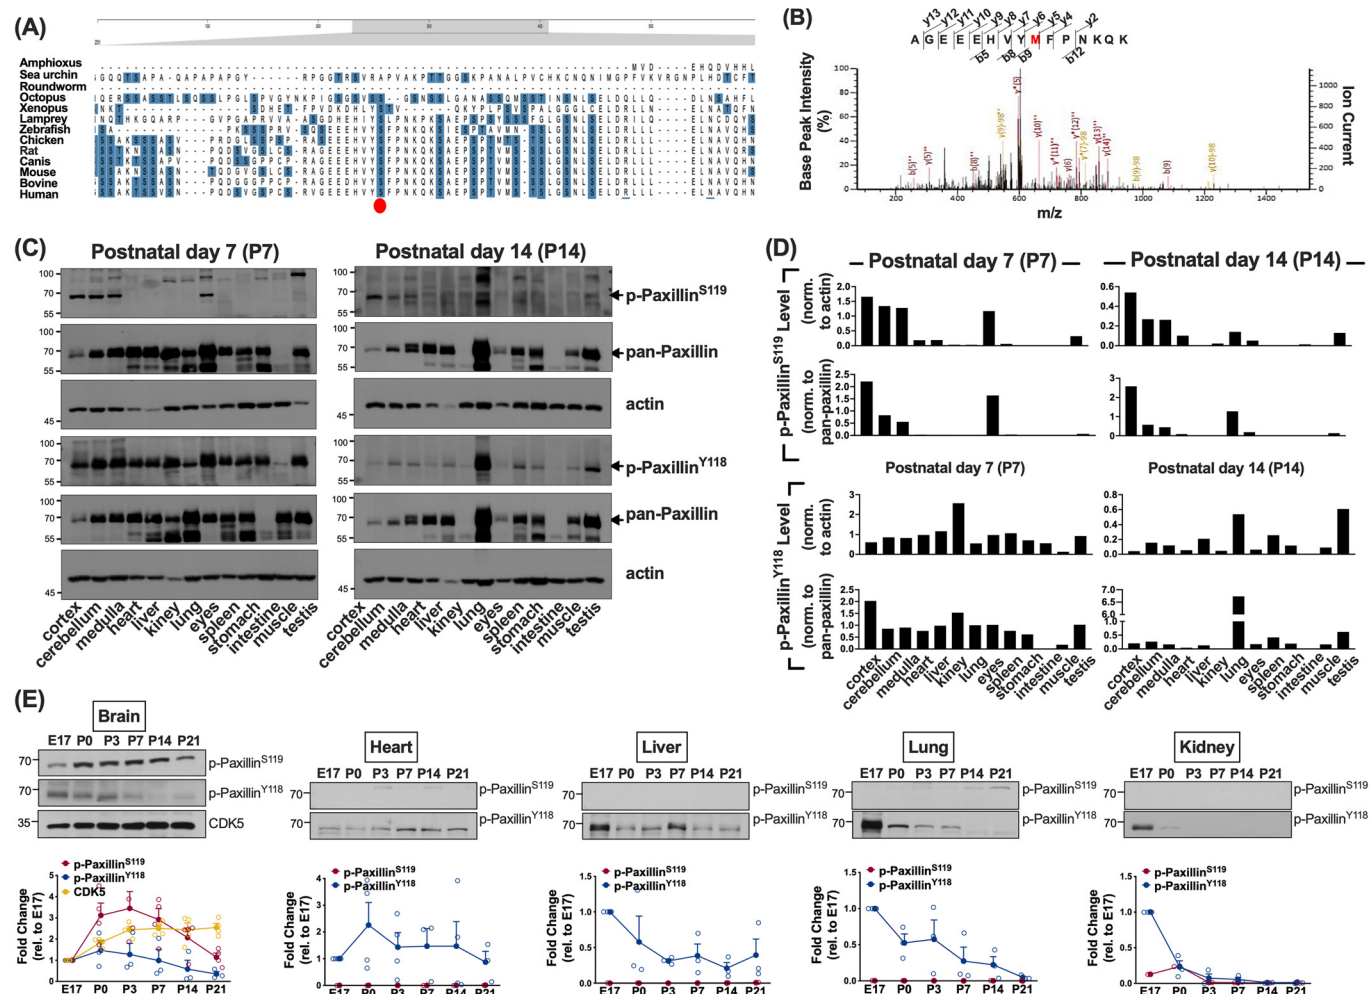

**Figure EV1. Identification of a brain-enriched phosphorylation site at paxillin serine119.**

(A) Paxillin S119 is phylogenetically conserved. Alignment of sequences found around paxillin S119 (red dot), illustrating conservation across indicated species. (B) Mass spectrometric identification of phosphopeptides in paxillin protein IP'd from P14 mouse brain lysates. The phosphopeptide AGEEHVYMFNPKQK (phospho-paxillin<sup>S119</sup>; p-Paxillin<sup>S119</sup>) was identified by precursor ion scanning for neutral loss of phosphoric acid (M-H3PO4). M, peptide precursor ion. (C) Western blots show p-Paxillin<sup>S119</sup> enrichment in mouse brain lysates at P7 and P14. Lysates were prepared from multiple tissues, as indicated. The pan-Paxillin blots shown here were derived from membranes that were first probed with either anti-p-Paxillin<sup>S119</sup> or anti-p-Paxillin<sup>Y118</sup>, and after antibody stripping were subsequently re-probed with anti-pan-Paxillin to serve as total Paxillin controls for the same samples. (D) Quantification of data shown in blots in (C). (E) Developmental profiles of p-Paxillin<sup>S119</sup> and p-Paxillin<sup>Y118</sup> across multiple tissues. Western blots showing p-Paxillin<sup>S119</sup> and p-Paxillin<sup>Y118</sup> levels over various developmental stages in various tissues. Graph shows average protein intensity  $\pm$  SEM, compared with corresponding levels at E17 ( $n=3-4$  mice per group). Source data are available online for this figure.

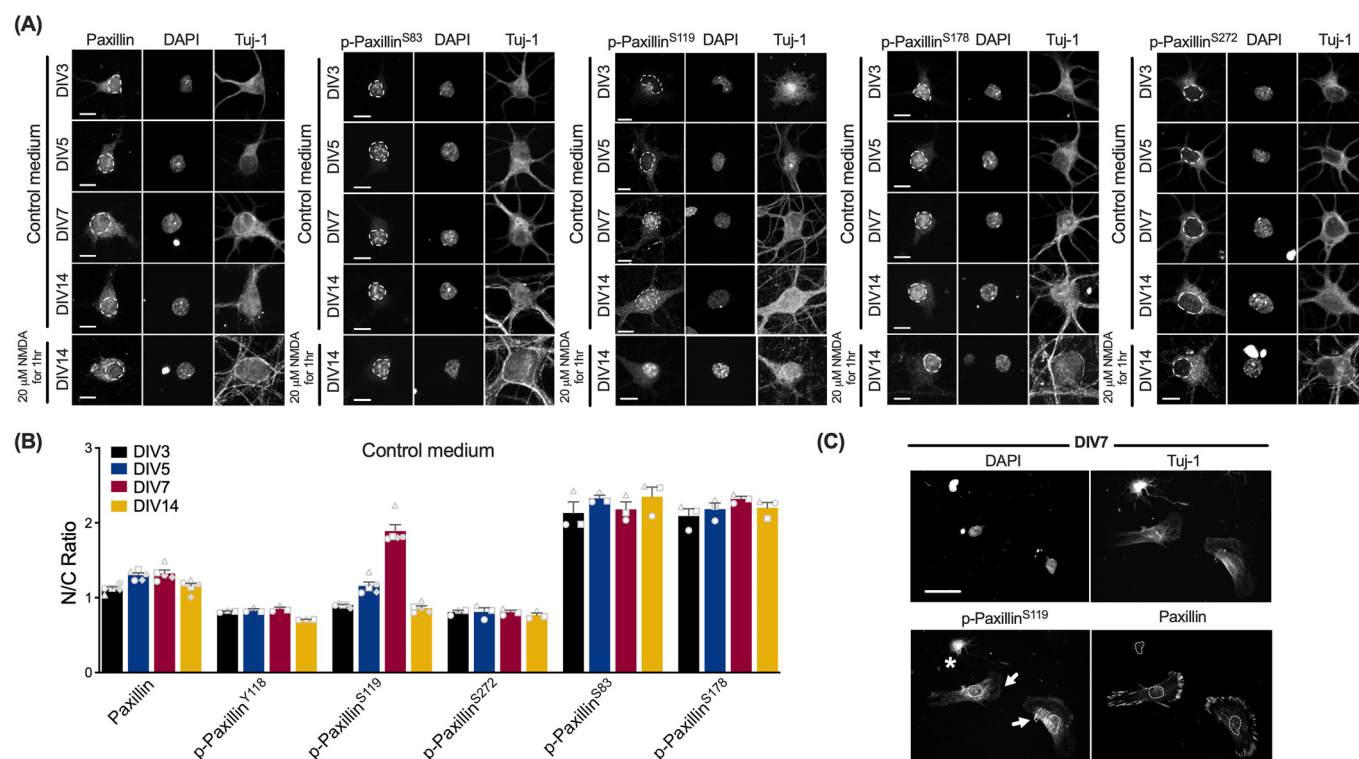

**Figure EV2. Site-specific phosphorylation determines paxillin subcellular localization in neurons and glia.**

(A, B) DIV7 neurons show transient increases in nuclear p-Paxillin<sup>S119</sup> levels. (A) Representative images of rat primary neuronal cultures stained with antibodies against different phosphorylated forms of paxillin at the indicated time points. Scale bar, 5  $\mu$ m. (B) Histograms summarizing the nucleus-to-cytoplasm (N/C) ratios of various phosphorylated paxillin forms from experiments similar to those in (A). Data represent mean  $\pm$  SEM ( $n = 3$ –5 independent cultures;  $>6$  cells per group). (C) Differential distribution of p-Paxillin<sup>S119</sup> in neurons vs. glia. Representative image of a DIV7 primary neuronal culture showing p-Paxillin<sup>S119</sup> signals in a neuron (asterisk) versus in neuroglia (arrows). Scale bar, 10  $\mu$ m.

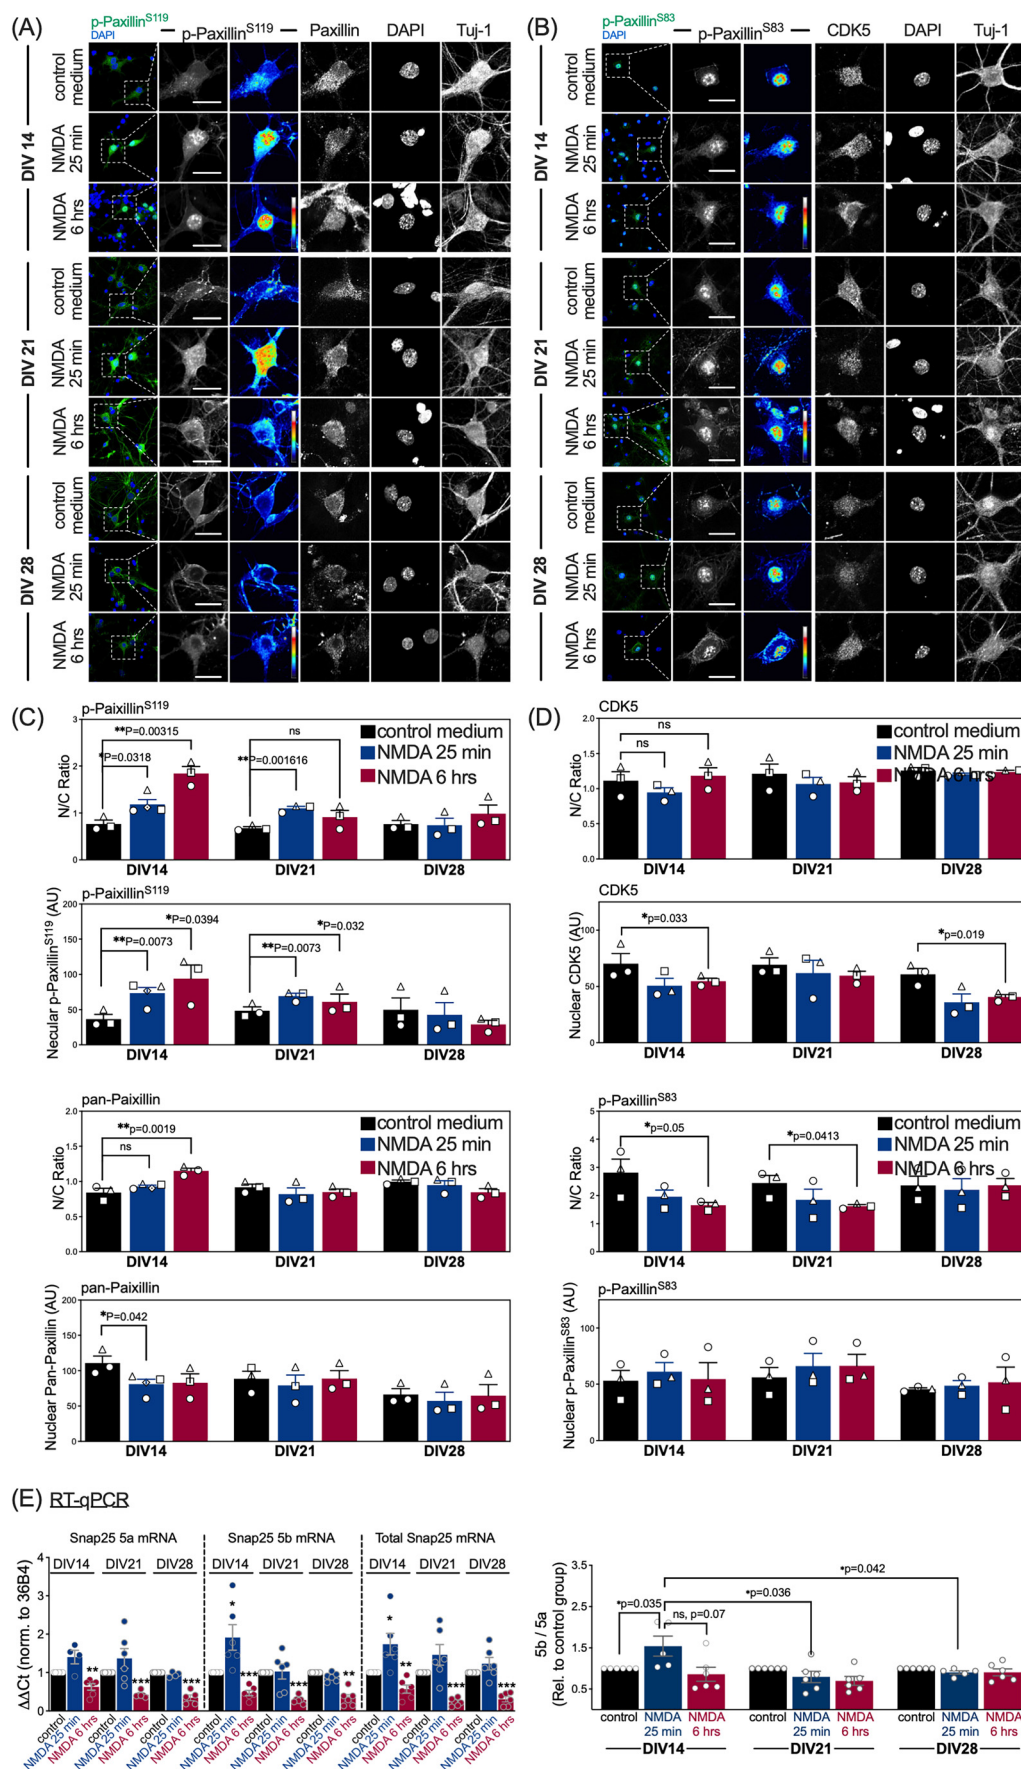

**Figure EV3. Both NMDA-induced nucleocytoplasmic translocation of p-Paxillin<sup>S119</sup> and Snap25 exon 5b-to-5a inclusion in neurons decrease after DIV14.**

(A–D) Subcellular distribution of endogenous p-Paxillin<sup>S119</sup>, pan-Paxillin, p-Paxillin<sup>S83</sup>, and CDK5 in primary cortical neurons at the indicated days in vitro (DIV), following acute (“25 min”) or prolonged (“6 h”) stimulation with 20  $\mu$ M NMDA. (A, B) Representative images of neurons cultured in standard Neurobasal medium under the indicated conditions. Cells were immunostained for p-Paxillin<sup>S119</sup> (A, green), pan-Paxillin, p-Paxillin<sup>S83</sup> (B, green), CDK5 and the neuronal marker Tuj-1, with DAPI counterstain (blue) at the indicated conditions and time points. Scale bar, 15  $\mu$ m. The intensity of p-Paxillin<sup>S119</sup> is also displayed using a “royal” look-up table, highlighting the range from low (blue) through medium (green) to high (red) intensity. (C, D) Histogram summarizing nuclear to cytoplasmic (N/C) ratio and nuclear abundance of p-Paxillin<sup>S119</sup>, pan-Paxillin, p-Paxillin<sup>S83</sup>, and CDK5 in primary neuronal cultures at indicated conditions and time points. Data represent mean  $\pm$  SEM ( $n = 3$  independent cultures;  $>30$  cells per group; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns not significant compared to control, by one-way ANOVA with Dunnett’s multiple comparisons test). (E) Real-time qPCR analysis of Snap25 exon 5a, 5b, and total mRNA expression in neuronal cultures at the indicated time points under control or NMDA treatment conditions. Data represent mean  $\pm$  SEM ( $n = 5$ –6 cultures per group; \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns not significant compared to DIV14 NMDA 25 min group, multiple  $t$ -tests). Source data are available online for this figure.

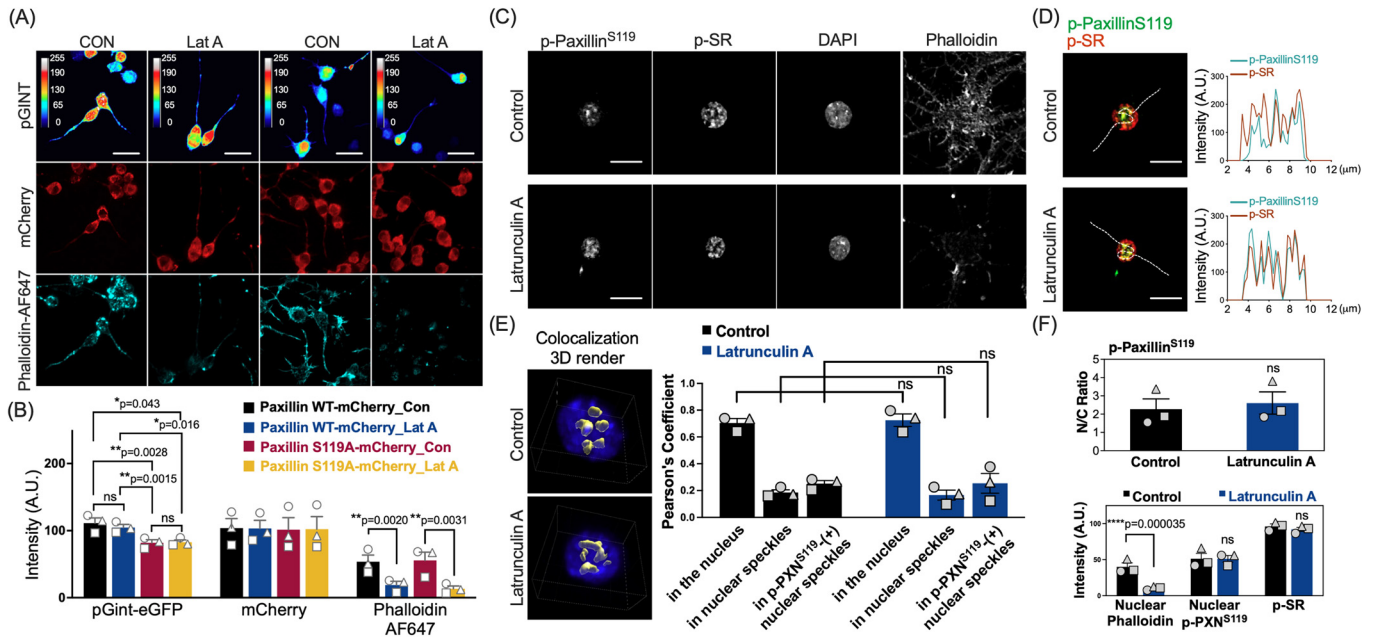

**Figure EV4. Disruption of cytoplasmic actin polymerization does not alter mRNA splicing efficiency.**

(A) Representative images showing differentiated Neuro2A cells transduced with either mCherry-tagged paxillin wild-type (WT) or its S119A variant via lentiviral transduction, followed by transfection with the pGint splicing reporter. Cells were treated with or without the actin polymerization inhibitor Latrunculin A ("Lat A"; 330 nM for 1 h) and then stained with Phalloidin-AF647 to visualize F-actin. eGFP fluorescence intensity is shown using a "royal" look-up table, highlighting the range from low (blue) through medium (green) to high (red) intensity. Scale bar, 20  $\mu$ m. (B) Plot summarizing average eGFP intensity, mCherry signal, and Phalloidin-AF647 staining ( $\pm$ SEM;  $n = 21$ –30 cells from three independent experiments; \*\*\*\* $p < 0.0001$  compared to WT by Two-way ANOVA with Tukey's multiple comparisons test). (C–F) p-Paxillin<sup>S119</sup> colocalization with phospho-SR proteins (p-SR) is maintained after disruption of actin polymerization. (C) Immunofluorescence images of DIV7 neurons treated with or without latrunculin A (330 nM, 1 h), stained for p-Paxillin<sup>S119</sup>, p-SR, DAPI, and Phalloidin. (D) Fluorescence intensity profiles (right panel) across p-Paxillin<sup>S119</sup> puncta show colocalization with p-SR. Scale bar, 10  $\mu$ m. (E) Left: 3D renderings showing colocalization of p-Paxillin<sup>S119</sup> with p-SR in nuclear speckles. Right: Bar graphs quantify Pearson's correlation coefficients ( $\pm$ SEM;  $n = 3$  cultures; 15 cells per condition; ns not significant, by multiple unpaired  $t$ -tests) for p-Paxillin<sup>S119</sup> and p-SR colocalization within the nucleoplasm, nuclear speckles, and p-Paxillin<sup>S119</sup>-positive nuclear speckles. (F) Quantification of the N/C ratio of p-Paxillin<sup>S119</sup> (top), and nuclear intensity of p-Paxillin<sup>S119</sup>, p-SR, and Phalloidin staining (bottom) in DIV7 neurons with or without Lat A treatment. Data represent mean ( $\pm$ SEM;  $n = 3$  independent cultures; >30 cells per group; \*\*\*\* $p < 0.0001$ ; ns not significant, by multiple unpaired  $t$ -tests). Source data are available online for this figure.

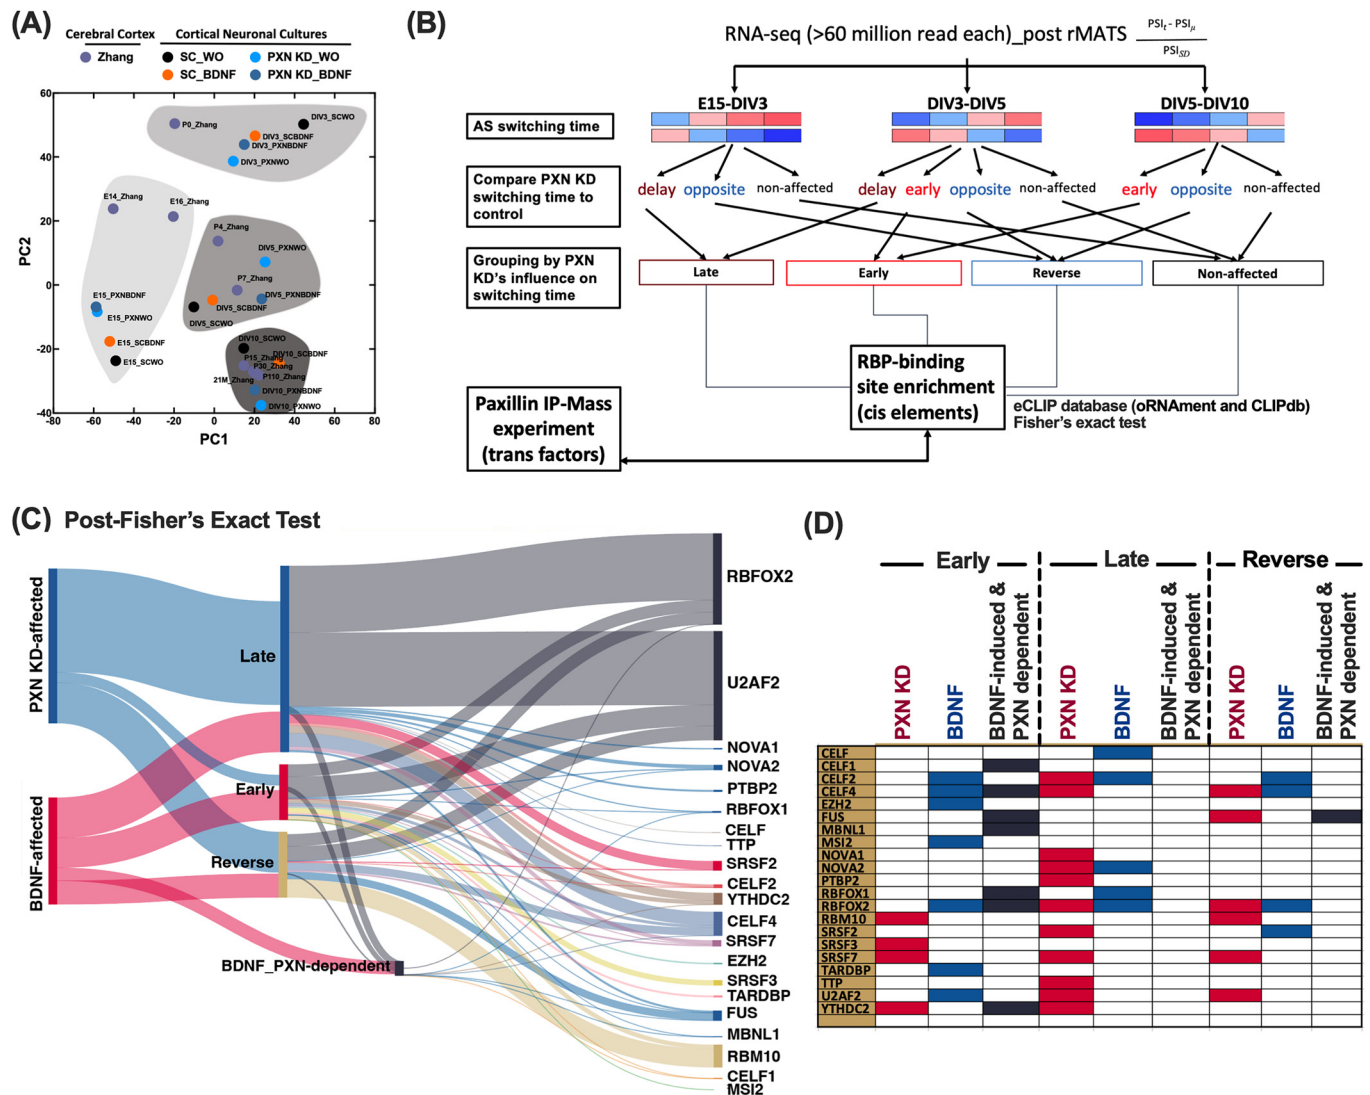

**Figure EV5. Identification of alternative splicing events associated with paxillin knockdown and/or BDNF treatment in primary neuronal cultures.**

(A) PCA analysis of cassette exon profiles. Cassette exon usage patterns from E15 mouse primary neuronal cultures at various DIV were compared with those seen in brain lysates ("Zhang"; dataset from (Weyn-Vanhenhenryck et al, 2018) at corresponding postnatal days. Note that DIV3 clustered with P0, DIV5 with P4 and P7, and DIV19 with >P15. (B) Analysis pipeline for splicing event identification. Schematic illustrating workflow used to detect cassette exon switching events altered by paullin knockdown ("PXN KD") and/or BDNF treatment, followed by prediction of trans-acting RNA-binding proteins (RBPs). (C) Sankey diagram of splicing time switches and RBPs. Diagram indicating how timing of cassette exon switching is influenced by PXN KD and/or BDNF treatment, and highlighting associated RBPs. Notably, most late-switched cis-elements affected by PXN KD contain U2AF2 and RBFOX2 binding sites. (D) Table listing RBPs significantly linked to the PXN KD- and/or BDNF-affected splicing events compared with those in the non-affected group ( $p < 0.05$  by Fisher's exact test).

How the deposited data were processed for this re-analysis (not part of the article)

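RNA from 48 libraries of mouse cortex was measured by short-read sequencing, 46 from primary cultures at DIV3, DIV5, or DIV10 and 2 from E15 (DIV0). The cultures carried paxillin siRNA or SC siRNA, with or without 20 ng/ml BDNF. Hippocampal cDNA of 12 libraries, 2 per genotype at P10, P15, and P21, was measured by Nanopore long-read sequencing. Conditions were taken from the labels of the libraries and the paper, and each library belongs to 1 condition. The labels name the number of the culture or of the hippocampus library, and these numbers were used for blocks. The labels do not state whether each hippocampus library comes from a separate mouse. The levels of Pxn in each library were compared with the labels, and no library was moved to another group.

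For the cultures, the authors aligned the reads to GRCm38.p6 with STAR, estimated the abundance of each gene with RSEM, and deposited the result as TPM without pooling replicates. The table was checked and holds 39756 genes, with every library summing to 1000000, so it gives no sequencing depth and no counting error. For the hippocampus, the authors aligned the reads to mm10 with minimap2, kept primary alignments of high mapping quality, and deposited the counts of reads per transcript from IsoQuant, without normalization. The table holds whole counts for 122459 RefSeq transcripts, of which 119252 were found in the RefSeq table of the reference used here, and between 3162777 and 5687908 reads per library. Positions, exons, and sequences were taken from an annotation of GRCm38. Wilson intervals at a confidence level of 95% cover the counting error of amplified reads only.

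TPM were analysed as log2(TPM + 1). Pxn and total Snap25 were compared by 2-sided exact permutation tests at each day, and by permutation tests stratified by day with 100000 resamples over the days together. All genes were compared with limma 3.58.1 (lmFit and eBayes with a trend) in one fit of all conditions, over the 14250 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment and a threshold of 0.05. Transcript counts were compared with edgeR 4.0.16 (TMM and the quasi-likelihood test) over the 24751 transcripts that passed filterByExpr, with age and genotype as terms, or with a coefficient for each condition for the change with age, and DESeq2 1.42.0 was used as an alternative. Shares of Snap25 exons 5a and 5b and of the N1 and C1 exons of Grin1 were computed from the transcripts whose exons could be assigned, and were compared by 2-sided exact permutation tests with genotypes exchanged within each age. The C2 exon of Grin1 was planned as well, but among the 3 assigned transcripts the longer last exon occurs only together with the C1 exon, so no separate share was computed. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used.

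The steps were tested on simulated data. With a log2 change of 1 added to 200 genes in the 6 paxillin siRNA libraries at DIV5, limma called 69% of them, and 5.48% of its calls were false. These simulated libraries had no culture effects, independent genes, and the same spread in every group. In the real libraries, other splits gave up to 967 genes at DIV5 and 7003 at DIV10. The simulation thus cannot tell how many calls are false in the real data. With a log2 change of 2 in 200 transcripts, edgeR called 97.5%, with 8.88% of its calls false, and DESeq2 called 95%, with 6.86% false. There the spread was estimated with a term for the P15 and P21 libraries numbered 2. With the spread estimated without this term, as in the comparison of all 12 libraries, edgeR called 69%, with 1.43% of its calls false. The calls of edgeR and DESeq2 thus held more false ones than the threshold of 0.05 allows in 2 of these 3 simulations.

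The genes named in the text were chosen by a fixed rule. They are Pxn and the other genes named in the results, introduction, discussion, or Fig. 5A of the paper. A list of 29 RNA-binding proteins and splicing factors belongs to them as well. In each comparison, the 2 genes with the largest rise and the 2 with the largest fall were added. These were taken among the genes past the threshold whose groups do not overlap. Lists of 8 neuronal, 9 astrocyte, 7 oligodendrocyte, 6 microglial, 8 dividing progenitor, 9 maturation, and 5 red blood cell genes were written from general knowledge and compared between the siRNA labels.

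The alternatives were a pseudocount of 0.1, no filter on low values, rescaling by median ratio size factors, fits of only the groups compared, the culture or replicate number as a block, leaving out cultures 10 and 11, leaving out each library in turn, DESeq2, other filters on counts, sums per gene, and each age alone. Terms for the astrocyte list, for the series of library numbers, and for the 4 P15 and P21 libraries numbered 2 were added after seeing the data. A block counts as paired only where the deviations of libraries of the same number correlated above 0.1 in every pair and at least 3 pairs exist. Up to 100 splits of the libraries were fitted per comparison. The inclusion of cassette exons and the shares of Snap25 exons in the cultures were not analysed here, because the TPM are by gene. The paper's other measurements were not used here.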

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

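The splits of the cultures at DIV3, DIV5, and DIV10 without BDNF were planned before the data were examined. So were the splits of the hippocampus libraries by genotype. All other tests of explanations below were chosen only after the results were seen. Among these, the block by culture number and the rescaling had been planned as alternatives of the processing. Only their use as tests of explanations was chosen later.

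Among 91 groups of 4 to 6 cultures formed by the 13 genes named in the paper, 3 held a culture far from the others, where 4.55 are expected by chance. In the paxillin siRNA cultures with BDNF at DIV3, Pxn was at 11.8 TPM in culture 2 and at 10.3 TPM or less in the others. In the same group, Grm5 was at 9.77 TPM in culture 10 and at 8.50 TPM or less in the others. At DIV5 without BDNF, Grm5 was at 4.56 TPM in paxillin siRNA culture 3 and at 7.23 TPM or more in the others. A culture that differs as a whole was tested by the largest number of such values in a library, which was 1. With 3 values in all, this cannot tell, and the explanation stays open. The number of values is no larger than chance gives, and no biological explanation was tested.

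The difference in Pxn between the siRNA labels was not the same on all days. It was larger in the negative direction at DIV5 than at DIV3 by -0.51 on the log2 scale (permutation test, adjusted p = 0.0157 over 4 such comparisons) and than at DIV10 by -0.86 (adjusted p = 0.0157). With BDNF, DIV5 and DIV3 differed by -0.59 (permutation test, p = 0.0473, adjusted p = 0.0631), which failed the correction, and DIV5 and DIV10 by -0.36 (permutation test, p = 0.275). At DIV5, the 6 libraries labelled paxillin siRNA were all lower than the 4 SC siRNA libraries. A lower share of astrocytes in the libraries labelled paxillin siRNA was tested with the mean of the astrocyte list as a term, and the difference at DIV5 was -0.70 with it against -0.67 without it. A difference between series of library numbers was tested in cultures 3 and 4, whose libraries with both siRNAs belong to 1 series, and there the difference was -0.55. Both values argue against these explanations of the lower Pxn at DIV5. An exchange of the paxillin siRNA and SC siRNA labels at DIV10 was tested with the genes called at DIV5. Of these, 41.8% had the same sign at DIV10 and 64.3% at DIV3. The share at DIV10 lies too close to an even division to tell, since genes may respond differently at another day. The level at DIV10 also depended on single cultures, since the difference was 0.19 with all cultures, -0.01 without SC siRNA culture 1, and 0.52 without SC siRNA culture 3. A knockdown that is strong at DIV5 and weak or recovered at the other days stays open and was not tested.

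Across all genes, a comparison whose results the paper does not report, 880 genes passed the threshold at DIV5 between the siRNA labels. Of 100 splits of the 10 cultures, drawn with the real one among them, 2 gave as many genes. The other one gave 967 genes and had SC siRNA culture 3 in place of paxillin siRNA culture 11. Of the 16 splits that part all 4 shared culture numbers, as the real one does, 1 gave as many, the real one, and the next gave 426. Splits that part fewer numbers put both libraries of a culture on the same side. A difference between culture preparations was tested with the culture number as a block, and all 880 genes were called again. A shift of all TPM values between the groups was tested by rescaling, after which 385 of the 880 genes were called. Rescaling moved the median of all genes by 0.09 on the log2 scale, and the higher genes made up 37.5% of the calls after it and 13.0% before it. Fewer astrocytes in the libraries labelled paxillin siRNA were tested with the astrocyte list as a term, and 444 of the 880 genes were called again. Of the 456 genes called without cultures 3 and 4, 99.6% had the same sign in these cultures alone, which argues against the series of library numbers as the source. The block argues only against a shift of a preparation that its libraries of all days and treatments share, for all 880 genes. It cannot remove a difference confined to the SC siRNA libraries at DIV5, and cultures 10 and 11 hold no SC siRNA library. Each of the other 3 tests argues against its explanation only for the genes that it left. Gfap was between 2499.9 and 5053 TPM in SC siRNA cultures 1, 2, and 4, 508 TPM in SC siRNA culture 3, and between 119.7 and 1214 TPM with paxillin siRNA. The count was 66 without SC siRNA culture 2 and 2126 without SC siRNA culture 3. An effect of paxillin and an effect of the siRNA pool on other genes cannot be separated with a single pool, and neither was tested.

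At DIV10, 367 genes passed, and 9 of the 35 splits of the 7 cultures gave as many, so the count can arise from the cultures that happen to be compared. The split with the most genes, 7003, set paxillin siRNA cultures 10 and 11 and SC siRNA cultures 1 and 6 against the rest. The rest are 3 of the 4 libraries at DIV10 with low Mki67, which marks dividing cells, and low Gfap. No fit with the siRNA alone within one of these sets was made, and the count was 3 without SC siRNA culture 1. With BDNF at DIV5, 85 genes passed, and 3 of 100 splits gave as many. The largest gave 1194 genes and had SC siRNA culture 3 in place of paxillin siRNA culture 2. Of the 24 splits that part as many numbers, 2 gave at least 85 genes, with 221 in the other one. The count was 0 without paxillin siRNA culture 1, SC siRNA culture 2, or SC siRNA culture 4, with 1828, 1790, and 1220 genes at an unadjusted p under 0.05, and it was 1297 without SC siRNA culture 3. With BDNF at DIV10, 3 genes passed, and the count was 1 without SC siRNA culture 1 or 2, 67 without SC siRNA culture 3, and 0 without paxillin siRNA culture 10 or 11, with 570 and 494 at an unadjusted p under 0.05. Of the 10 splits of the 5 libraries, 3 gave as many, with 563 genes in the split of SC siRNA cultures 1 and 2 against the rest. The count there can thus arise from the cultures that happen to be compared, and with 10 splits the share cannot fall below 0.1 in any case. At DIV3, 0 genes passed without BDNF and 0 with BDNF, so that all 56 and all 35 splits gave as many. There 21 and 229 had an unadjusted p under 0.05, both below the 712.5 expected by chance. The counts of 0 are thus not evidence that no gene changed.

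BDNF changed 172 genes at DIV3 in SC siRNA cultures, a comparison the paper does not report across genes. Of the 10 splits of the 6 libraries, 1 gave as many, the real one, and the others gave 0. With 10 splits the share cannot fall below 0.1, so a chance division cannot be excluded by this count. Egr2 and Arc were past the threshold in all 6 fits that left out one library. The count was 53 without the library with BDNF of culture 1. At DIV5, 7 genes passed, and 5 of the 35 splits gave as many, with up to 1182 genes. Of the 8 splits that part all 4 culture numbers, 1 gave as many, the real one, and the count was 0 without the SC siRNA library of culture 1 and 159 without that of culture 4. At DIV10, 0 genes passed, with 352 at an unadjusted p under 0.05, so all 10 splits gave as many, and the largest gave 4439. The treatment with BDNF stays open as the biological explanation at DIV3 and was not tested apart from the comparison itself.

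In the hippocampus, the difference in the share of Snap25 exon 5b between S119A and control was 4.95 percentage points larger at P10 than the mean of P15 and P21 (2-sided exact permutation test, p = 0.00926, the smallest possible). The libraries numbered 2 at P15 and P21, which differ from the others, were tested as a source by the libraries numbered 1 alone. In these the value was 6.41, and in the libraries numbered 2 alone it was 3.49. The counting error of the reads was tested as a source, and the value was 9.46 times its standard deviation. A single library was tested by leaving out each library in turn, and the value stayed between 3.66 and 6.24. The exact permutation p rose to 0.0833 without the control P10 replicate 2 and to 0.0648 without either control P21 library. These values argue against each of the 3 as the whole source. The comparison was chosen among several after the values were seen, with 2 libraries per group. The genotypes did not overlap at any age, so its signs fixed the p at the smallest possible. The exchange of genotypes tests for no effect at any age, so the p does not measure a change with age. A genotype effect that changes with age is a hypothesis that may hold, and a difference between litters or animals of each age stays open and was not tested.

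In control hippocampus, 375 transcripts differed between P21 and P10, 245 higher and 130 lower at P21. Those with the largest rises were on Nfasc (XM_011248020.3, at least 17.3-fold higher at P21) and Mbp (XM_006526455.2, at least 11.1-fold higher), and those with the largest falls were on Gm8773 (NM_001384231.1, at least 5.84-fold lower) and Pnck (XR_001782761.2, at least 3.56-fold lower), each against a floor of 3 counts. The bound for Nfasc was 6.89-fold without the control P21 replicate 2 and 27.7-fold without the control P21 replicate 1. With one library left out in turn, the transcripts of Nfasc and Pnck lost significance in all 12 fits, that of Mbp in 10, and that of Gm8773 in 6, and each did so in all 4 fits without a library of the comparison itself. The count depended on single libraries, since it was 0 without the control P10 replicate 1, the control P10 replicate 2, or the control P21 replicate 2, with 2203, 2247, and 2467 at an unadjusted p under 0.05, and 15 without the control P21 replicate 1. It was between 61 and 278 without a library outside the comparison, which enters the fit through its spread. Between the genotypes, 0 transcripts passed, and all 100 of the splits of the libraries within each age gave as many. A split of the P15 and P21 libraries numbered 2 against the rest gave 10573 transcripts, and one of all libraries numbered 2 against those numbered 1 gave 2651. With a term for those 4 libraries, chosen after seeing the data, 2904 transcripts differed with age, among them all 375, and 0 between the genotypes, with 1011 at an unadjusted p under 0.05. Age was not tested apart from the comparison itself and stays open as the biological explanation of the 375 transcripts.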

How the results depend on the processing

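The tests with the astrocyte list, the series of library numbers, or the 4 P15 and P21 libraries numbered 2 as a term, those without these 4 libraries, the block by replicate number for the Pxn reads, and all alternatives of the comparison of P10 with P15 and P21 were chosen only after the results were seen.

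Across the comparisons of the cultures and the hippocampus, 143 values were computed under alternatives other than a left-out library. Of these, 94 kept their direction and their side of the threshold or stayed within the stated range, 44 counts moved by more than 1.5 times, 1 became weaker, 2 became stronger, and 2 changed direction. With 1 library left out, 205 of 278 values were kept, 49 moved, 3 became weaker, 4 stronger, and 17 changed direction. Among values for single genes, transcripts, and the level of Snap25, 185 of 266 were kept under the other alternatives, 74 became weaker, 1 stronger, and 6 changed direction. With 1 library left out, 146 of 372 became weaker, 1 stronger, and 9 changed direction, and the others were kept. Of the 34 genes and transcripts tested for a log2 change, none changed direction in 526 values, and 220 of these values were no longer past the threshold. The fit of only the 2 groups compared made 25 of 30 of them weaker. The causes of the changes below were not tested, except that a fit of fewer libraries has fewer degrees of freedom and that a fit without the filter adjusts over 39756 genes in place of 14250.

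The level of Pxn at DIV5 was lower with paxillin siRNA under every alternative run in the exact test and in limma, although in limma its adjusted p lay between 0.00691 (without SC siRNA culture 3) and 0.147 (without SC siRNA culture 2) and was 0.0539 after rescaling, 0.0665 in the fit of only the 2 groups, 0.0773 without cultures 10 and 11, and 0.0753 without SC siRNA culture 4. With the culture number as a block it was -0.63, with an exact permutation p = 0.125, the smallest that 4 pairs allow. With 1 culture left out, the difference in Pxn ranged from -0.24 to -0.07 over 8 fits at DIV3, from -0.77 to -0.55 over 10 fits at DIV5, from -0.011 (without SC siRNA culture 1) to 0.52 over 7 fits at DIV10, and from -0.28 to -0.11 over 25 fits for the 3 days together. The last was past the threshold in 1 fit, without SC siRNA culture 1 at DIV10 (permutation p = 0.0455). With BDNF it ranged from 0.07 to 0.35 at DIV3, from -0.60 to -0.31 at DIV5, from -0.20 to 0.12 at DIV10, and from -0.16 to -0.04 for the 3 days together.

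The level of Snap25 changed direction at DIV3 and DIV5 without cultures 10 and 11 (-0.27 and -0.0069) and with the culture number as a block (-0.27 and -0.0069, which both rest on the same pairs). At DIV3 with BDNF it changed direction without cultures 10 and 11 (-0.16) and with the block (-0.042). With 1 culture left out, it ranged from -0.10 to 0.14 at DIV3 and from -0.10 to 0.17 at DIV3 with BDNF, and it kept its direction in the other comparisons. For the 3 days together it was -0.31 without cultures 10 and 11, past the threshold (permutation p = 0.0186). For the 3 days together with BDNF it was 0.22 without SC siRNA culture 3 at DIV5 (permutation p = 0.0424).

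With a pseudocount of 0.1, 2 of the 29 factors passed at DIV10 and 1 gene passed at DIV10 with BDNF. Without the filter on low values, 3 genes passed at DIV3, 559 at DIV5 (494 of the 880 among them), 135 at DIV10 (62 of the 367), 261 at DIV10 with BDNF (all 3 among them), and 14 with BDNF against no BDNF at DIV10. After rescaling by median ratio size factors, 437 genes passed at DIV5, 4 at DIV5 with BDNF, and 4 with BDNF against no BDNF at DIV5. Of the 29 factors, 0 passed at DIV5 after rescaling, with 8 at an unadjusted p under 0.05, and 2 passed at DIV10. The higher genes then made up 37.5% of the calls at DIV5, 42.9% at DIV10 (15.5% before rescaling), and 75% at DIV5 with BDNF (20% before).

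In fits of only the 2 groups compared, 3 genes passed at DIV5, 0 at DIV10 (1028 at an unadjusted p under 0.05), 0 at DIV5 with BDNF (2722), 0 at DIV10 with BDNF (953), 104 with BDNF against no BDNF at DIV3 (65 of the 172 among them), and 0 at DIV5 (1144). In simulated groups with a log2 change of 1 in 200 genes, the fit of all groups called 69% of these genes. The simulated groups had the same spread and no culture effects, so this share does not measure the power in the real data.

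The culture numbers pair the libraries with paxillin siRNA and SC siRNA at DIV3 and DIV5 and those with and without BDNF at DIV3 and DIV5, where the correlation of deviations between libraries of the same number was above 0.1 for every pair. With the culture number as a block, 3148 genes passed at DIV5 and 526 and 118 with BDNF against no BDNF at DIV3 and DIV5, including all genes called without the block. At DIV10 and at all days with BDNF, the numbers do not pair enough libraries, and the block was run as planned. At DIV10 without BDNF, the 1 pair of the same number had a correlation of -0.44, against a median of 0.43 for different numbers. The block gave 2668 genes at DIV10 (338 of the 367), 45 at DIV3 with BDNF, 3019 at DIV5 with BDNF (all 85), 138 at DIV10 with BDNF, and 1 with BDNF against no BDNF at DIV10. No paired analysis was possible for DIV10 with BDNF because no culture number occurs with both siRNAs.

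Without cultures 10 and 11, 5258 genes (359 of the 367 among them) and 13 of the 29 factors passed at DIV10. At DIV5 with BDNF, 163 genes (30 of the 85) and 1 factor passed. With BDNF against no BDNF, 2 genes passed at DIV5. With the astrocyte list as a term, 791 genes passed at DIV10 and 24 at DIV5 with BDNF. With the series of library numbers as a term, 3112 genes passed at DIV5 (763 of the 880), 4865 at DIV10, 1812 at DIV5 with BDNF, 12 at DIV10 with BDNF, 356 with BDNF against no BDNF at DIV3, and 19 at DIV5.

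With 1 culture left out, the number of genes ranged from 66 to 2126 at DIV5, from 3 to 2659 at DIV10, from 0 to 1297 at DIV5 with BDNF, and from 0 to 67 at DIV10 with BDNF. With BDNF against no BDNF it ranged from 53 to 198 at DIV3, from 0 to 159 at DIV5, and from 0 to 14 at DIV10, the last without the library with BDNF of culture 3. At DIV3 it was 0 in all fits, with and without BDNF.

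In the hippocampus, the count between the genotypes was 0 under DESeq2 (188 at an unadjusted p under 0.05), the stricter filter (171), the replicate block (1336), sums per gene (126), and each age alone (115, 226, and 481), and 1 without a filter on low counts. The counts with age were 961 with DESeq2 (367 of the 375), 1036 without a filter (312), 616 with the replicate number as a block (371), and 2904 with the term for the 4 libraries, and from 0 to 278 over the 12 fits that left out one library. Of these, the 4 without a library of the comparison itself gave 0, 0, and 0 without the control P10 replicate 1, the control P10 replicate 2, and the control P21 replicate 2, and 15 without the control P21 replicate 1. The log2 fold change of Pxn reads was -0.60 with that term and -0.58 with the block, both past an unadjusted threshold of 0.05, and ranged from -0.77 to -0.41 over the 12 fits that left out one library. The replicate numbers do not pair the libraries at P10, where the correlation was 0.0330.

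The share of Snap25 exon 5b kept its direction under every alternative run. The comparison of P10 with P15 and P21 ranged from 3.66 to 6.24 percentage points with 1 library left out and lost significance in 3 of these fits. With the reads of the libraries summed, the difference in the share of N1 was -0.359 percentage points at P15 and 0.641 at P21, against 0.898 and -2.48 from the mean of the shares. With 1 library left out, it ranged from -2.69 to 0.986 over all ages, from -0.902 to 2.697 at P15, and from -7.99 to 3.03 at P21. The difference in the share of C1 ranged from -4.90 to 8.28 over all ages, from -4.14 to 1.67 at P10, from -12.3 to 18.3 at P15, and from -16.4 to 23.1 at P21. The reads assigned to Grin1, between 94 and 702 per library, limit these shares.

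The shares of exons 5a and 5b and of cassette exons in the cultures were not run, with all their alternatives, because the values are by gene. The alternative of only reference transcripts changes nothing, since IsoQuant named 0 of the transcripts.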

Differences from the paper's values

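None of the differences below was tested for a cause, and of the tests named here the bound from unassigned transcripts was chosen only after the results were seen.

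The paper's shares of Grin1 (NMDAR1) exons are given as fractions and were read by eye from Appendix Fig. S6C. For the N1 exon, the paper's value is about 0.15 in control and about 0.13 in S119A hippocampus at P10, against 0.0635 and 0.0538 here. At P15, it is about 0.21 in control and about 0.21 in S119A, against 0.0988 and 0.108 here. At P21, it is about 0.26 in control and about 0.22 in S119A, against 0.147 and 0.122 here. With the reads of the libraries summed, or with 1 library left out, the values at P10 and P15 kept the difference. At P21, the values came within 1.5 times of the paper's without the control replicate 1 (0.202) and without the S119A replicate 1 (0.148), and under none of the other alternatives set before the data were examined.

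For the C1 exon, the paper's value at P15 is about 0.67 in control and about 0.64 in S119A hippocampus in Appendix Fig. S6C, read by eye, against 0.212 and 0.241 here. At P21, it is about 0.7 in control and about 0.7 in S119A, against 0.257 and 0.290 here. The value for S119A at P21 came within 1.5 times of the paper's without replicate 2 (0.488), and under none of the other alternatives set before the data were examined. The remaining 3 values at P15 and P21 stayed apart with the reads of the libraries summed and with 1 library left out. The paper's C1 values at P10, about 0.69 in control and about 0.67 in S119A, also lay above the 0.549 and 0.536 here. That difference is smaller than 1.5 times. With the reads of all unassigned Grin1 transcripts counted as including the exon, a bound chosen after seeing the values, the share of N1 would reach between 0.367 and 0.436 in the 6 groups, above the paper's values, and the share of C1 at P15 and P21 would reach between 0.441 and 0.518, below them.

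The paper states that production of the isoforms of Snap25 and NMDAR1 was lower in the S119A hippocampus. The share of Snap25 exon 5b here was higher in S119A at P10, by 2.09 percentage points, and lower at P15 and P21. The paper's own values of exon 5b at P10, about 0.62 in control and about 0.64 in S119A, are also higher in S119A. They were read by eye from Appendix Fig. S6C, and the values here were 0.616 and 0.637. At P15, its values are about 0.82 in control and about 0.78 in S119A, against 0.835 and 0.808 here. At P21, they are about 0.92 and about 0.87, against 0.925 and 0.894 here. Over the 3 ages, the share of the C1 exon of Grin1 was higher in S119A by 1.69 percentage points (exact permutation p = 0.75), and the share of the N1 exon was lower by 0.85 percentage points (exact permutation p = 0.685). At a single age, the smallest exact permutation p that 2 libraries against 2 allow is 0.333, so no difference could pass the threshold there.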

Other observations

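All tests in this part were chosen only after the results were seen.

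The libraries numbered 2 at P15 and P21 of both genotypes differed from the other 8 hippocampus libraries, and the first principal component, which parts them, held 68.2% of the variance. The shift of each transcript between the libraries numbered 2 and 1 was related across transcripts to the G and C content of its richest window of 100 nt, with Spearman's rho between -0.58 and -0.37 in the 4 groups at P15 and P21 and -0.00204 and 0.0197 at P10. Transcripts are not independent replicates. Of the 3923 transcripts with a window above 78%, between 1022 and 1314 fell by more than 4-fold, and of the 4420 with a window of at most 70%, between 20 and 38 did. Among 253 genes with a pair of transcripts at least 10 percentage points apart, the transcript with the richer window fell more in 69.6%, against 53.0% at P10. Transcript length alone was tested within 3 classes of length, where the weakest rho with the window was -0.40, and length itself had a rho with the shift of -0.29 over all transcripts, -0.47 where the richest window was poorest, and 0.11 where it was richest. The G and C content of the whole transcript had a rho of -0.01 (-0.0107) with the mean shift of the 4 groups. With the shift of each group alone, its rho was 0.11 and 0.09 at P15 and -0.13 and -0.20 at P21. A difference in genotype or age was tested by the correlation of the shifts across transcripts, which was at least 0.784 between the 4 groups at P15 and P21 and lay between -0.18 and 0.05 in every pair with a group at P10. The libraries numbered 1 and 2 of a group share genotype and age. These values argue against length, whole-transcript content, genotype, or age as the whole source. A part of length in the shift stays open, and so does the reason why no such shift was found at P10. Loss of cDNA with stretches rich in G and C, for instance in amplification, may have caused the shift, and which step did so was not tested. The share of mitochondrial ribosomal RNA was between 3.42% and 4.30% in these 4 libraries and between 0.592% and 1.78% in the others.

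The Grin1 transcript with the C1 exon has a richest window of 85% G and C, in the 356 bp that only its longer last exon holds, against 76% in the other assigned transcripts. The low share of C1 in the same 4 libraries may therefore come from the loss of cDNA with stretches rich in G and C. The exon itself has a richest window of 54%, and no biological explanation was tested. The reads on the transcript with C1 are also part of the total of the N1 share, so a loss of them would raise that share. Both assigned Snap25 transcripts have a richest window of 65%.

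The levels of Xist and Ddx3y differed between culture numbers. The culture number as a mark of a shared preparation was tested by permutation, and 76.6% of the variance of Xist and 70.8% of that of Ddx3y lay between culture numbers, each with a permutation p = 0.0001, the smallest that 10000 resamples can give. The mean of Xist was 444 TPM in the libraries of culture 1, 1070 TPM in those of culture 3, and 1258 TPM in those of culture 10, and that of Ddx3y was 22.6, 22.9, and 11.1 TPM. These values fit a preparation shared by the libraries of a number, and the source of the levels stays open and was not tested. At DIV10, the deviations of the 1 pair of the same number with both siRNAs correlated at -0.44, which goes against this reading. Those of the 2 pairs with and without BDNF, 0.82 and 0.87, go with it. Cultures 10 and 11 were compared only as paxillin siRNA.

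At DIV10, Mki67 was at 1.28 TPM in paxillin siRNA culture 1, 2.10 TPM in paxillin siRNA culture 2, 3.34 TPM in SC siRNA culture 3, and 9.51 TPM in SC siRNA culture 3 with BDNF, and between 59.5 and 110.7 TPM in the other 8 libraries. Gfap was between 455 and 707 TPM in these 4 libraries and between 1724 and 5459 TPM in the others. The siRNA treatment was tested as the source of these low levels. Of the 4 libraries, 2 had SC siRNA, which argues against it, and no other source was tested.

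Across 48 tests of 8 gene lists between the siRNA labels, none passed after adjustment, and 4 had an unadjusted exact permutation p under 0.05. The group sizes made a pass after adjustment nearly impossible. The smallest exact permutation p that they allow is 0.00476 at DIV5, which 5 of the 48 tests would have to reach together, and 0.1 at DIV10 with BDNF, so these tests exclude no difference in the lists. The smallest exact permutation p of the 29 factors was 0.0397 at DIV5 with BDNF (difference -0.18). That of the other lists was 0.1 for neurons at DIV10 with BDNF (0.19) and 0.0381 for astrocytes at DIV5 (-1.16). It was 0.0762 for oligodendrocytes at DIV5 (-0.60) and 0.1 for microglia at DIV10 with BDNF (1.17). For dividing progenitors it was 0.0238 at DIV5 with BDNF (-0.52), and for maturation 0.2 at DIV10 (-0.71). For red blood cells it was 0.0429 at DIV5 (-0.21). Each difference is of the mean log2(TPM + 1) of a list, and all genes of the lists have values in the cultures, so that none marks a cell type by its presence alone. Syt1 in the maturation list is also a gene named in the paper.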
